# Mitochondrial biogenesis in white adipose tissue mediated by JMJD1A-PGC-1 axis limits age-related metabolic disease

**DOI:** 10.1016/j.isci.2024.109398

**Published:** 2024-03-01

**Authors:** Ryo Ito, Shiyu Xie, Myagmar Tumenjargal, Yuto Sugahara, Chaoran Yang, Hiroki Takahashi, Makoto Arai, Shin-Ichi Inoue, Aoi Uchida, Kenji Nakano, Hyunmi Choi, Ge Yang, Yanan Zhao, Rei Yamaguchi, Hitomi Jin, Hina Sagae, Youichiro Wada, Toshiya Tanaka, Hiroshi Kimura, Tatsuhiko Kodama, Hiroyuki Aburatani, Kazuhisa Takeda, Takeshi Inagaki, Timothy F. Osborne, Takeshi Yoneshiro, Yoshihiro Matsumura, Juro Sakai

**Keywords:** Cell biology, Cellular physiology, Pathophysiology

## Abstract

Mitochondria play a vital role in non-shivering thermogenesis in both brown and subcutaneous white adipose tissues (BAT and scWAT, respectively). However, specific regulatory mechanisms driving mitochondrial function in these tissues have been unclear. Here we demonstrate that prolonged activation of β-adrenergic signaling induces epigenetic modifications in scWAT, specifically targeting the enhancers for the mitochondria master regulator genes *Pgc1a/b*. This is mediated at least partially through JMJD1A, a histone demethylase that in response to β-adrenergic signals, facilitates H3K9 demethylation of the *Pgc1a/b* enhancers, promoting mitochondrial biogenesis and the formation of beige adipocytes. Disruption of demethylation activity of JMJD1A in mice impairs activation of *Pgc1a/b* driven mitochondrial biogenesis and limits scWAT beiging, contributing to reduced energy expenditure, obesity, insulin resistance, and metabolic disorders. Notably, JMJD1A demethylase activity is not required for *Pgc1a/b* dependent thermogenic capacity of BAT especially during acute cold stress, emphasizing the importance of scWAT thermogenesis in overall energy metabolism.

## Highlights

• JMJD1A catalytic activity is pivotal for mitochondrial biogenesis in beiging
• *Pgc-1* in white adipose is increased by JMJD1A-mediated histone demethylation
• Cold-induced *Pgc-1* levels in brown adipose is independent of histone demethylation
• JMJD1A catalytic activity protects from obesity and related metabolic disorders

## Introduction

Obesity, characterized by excessive fat accumulation in adipose tissue, is a major risk factor for various comorbidities such as type 2 diabetes, dyslipidemia, hypertension, non-alcoholic hepatic steatosis, cardiovascular events, and certain type of cancers.^1^^,^^2^ Mammals have two functionally distinct adipose tissues: white adipose tissue (WAT) and brown adipose tissue (BAT).^3^^,^^4^ In particular, BAT serves as specialized tissue for dissipating excess energy through heat production. In response to cold stress-induced sympathetic activation, both BAT activation and conversion of subcutaneous white adipose tissue (scWAT) to a brown-like phenotype (called “beiging” of WAT) occur. Accordingly, uncoupling protein 1 (UCP1) expressed in the inner mitochondrial membrane, stimulates non-shivering thermogenesis in BAT and beige-WAT. However, beige adipocytes can also support thermogenesis independently of UCP1.^5^ This is of clinical importance as well because cold exposure in adult humans induces beige adipose tissue, presenting a promising route for dissipating excess calories as heat and offering a potential therapeutic strategy for age related metabolic diseases.^6^^,^^7^^,^^8^^,^^9^ Consequently, there is growing interest aimed at modifying mitochondrial function in adipose tissues to prevent metabolic diseases.^10^

Cells that consume high amounts of energy, such as brown adipocytes accumulate a high density of mitochondria during development. In contrast, white adipocytes, which are predominantly found in WAT and are responsible for energy storage, contain fewer mitochondria. However, under chronic cold stress, a population of white adipocytes undergo a transformation where they accumulate a high density of new mitochondria and transition into energy-consuming beige adipocytes.^11^ The process of mitochondrial biogenesis in BAT and beige adipocytes occur through similar but distinct processes that are tightly regulated by various transcriptional regulators, including peroxisome proliferator-activated receptor γ (PPARγ) coactivator 1α and 1β (PGC-1α and PGC-1β), nuclear respiratory factor 1 (NRF1) and GA binding protein transcription factor subunit α (GABPA, also known as nuclear respiratory factor 2, NRF2), and mitochondrial transcription factor A (TFAM). While the involvement of chromatin and its regulators in the dynamic changes in mitochondrial function in BAT and beige adipocytes is acknowledged, the similarities and differences between the two types of thermogenic adipocytes remains poorly understood; especially how epigenetic modifiers selectively affect mitochondrial biogenesis during the beiging process in response to activation by β-adrenergic receptor (β-AR) signaling.

Jumonji C-domain containing 1 A (JMJD1A), also known as JHDM2A or KDM3A, belongs to the Jumonji family of demethylases. It is responsible for removing mono- and di-methyl groups from lysine-9 of histone 3, a modification known as H3K9 methylation.^12^ JMJD1A plays a role in normal body weight control and adaptive thermogenesis, specifically through non-shivering thermogenesis in adipose tissue.^13^^,^^14^ It is activated through β-adrenergic receptor signaling that is activated upon environmental stress including cold exposure and excess calorie consumption. The activation of JMJD1A involves the phosphorylation of a specific serine residue at amino acid position 265.^15^ This phosphorylation event has distinct roles in the thermogenic roles in the two different types of thermogenic adipocytes that reside in either BAT or WAT.

The histone demethylation activity of JMJD1A is dispensable for its role in β-adrenergic dependent BAT activation. In this context, JMJD1A facilitates higher-order chromatin structural changes, promoting rapid gene transcription.^15^ However, in the process of WAT beiging, which involves a change in cellular identity, its histone demethylation activity is indispensable. This occurs in response to cold exposure where β-adrenergic stimulation phosphorylates JMJD1A at S265 and then it is recruited to thermogenic genes that are not yet fully accessible for transcription. JMJD1A then removes the repressive histone modification H3K9me2 from enhancer regions of thermogenic genes, enabling their expression.^14^ This two-step process involves signal sensing (step 1) followed by epigenomic reprogramming (step 2)^14^^,^^15^ (also reviewed in^16^^,^^17^^,^^18^).

Phosphorylation of JMJD1A at step 1 is also increased by inhibiting the MYPT1-PP1β phosphatase, which normally dephosphorylates JMJD1A,^19^ and this further promotes step 2 epigenomic reprogramming. This leads to enhanced beiging of scWAT which can potentially help alleviate obesity as well.^19^ On the other hand, mice with a specific mutation (serine 265 to alanine) that prevents phosphorylation of JMJD1A (*Jmjd1a*^SA/SA^ mice), results in both impaired BAT energy expenditure and WAT beiging due to defects in the signal sensing (step 1) and subsequent epigenetic rewriting (step 2). Overall, the phosphorylation and histone demethylation activities of JMJD1A play distinct roles in BAT activation and WAT beiging, highlighting its importance in regulating thermogenesis and cellular identity in response to cold and other stimuli.

Previous studies have shown that mice lacking *Jmjd1a* exhibit obesity, and metabolic disorders, but these effects could be attributed to a combination of impaired BAT activation and scWAT beiging^13^^,^^14^^,^^20^ because both *Jmjd1a*-null mice and *Jmjd1a*^SA/SA^ mice displayed defects in energy expenditure in both BAT and scWAT. This made it challenging to specifically investigate the role of H3K9 methylation in regulating cell identity in scWAT. To address this, we hypothesized that inactivating the catalytic activity of JMJD1A *in vivo* could specifically abolish the beiging process in scWAT without affecting the thermogenic capacity in BAT in response to cold stimuli. To test this hypothesis, mice with the H1122Y mutation (*Jmjd1a*^HY/HY^) were generated which results in a catalytic dead protein, allowing the investigation of the roles of temperature-dependent mitochondrial biogenesis and epigenomic reprogramming in regulation of beige adipogenesis.

## Results

### Cold-induced mitochondrial biogenesis in scWAT requires histone demethylation

To investigate the impact of cold exposure on mitochondrial biogenesis in scWAT, wild type mice were housed at either thermoneutrality (TN) (30°C) or cold temperature (8°C) for a week following an initial acclimation period at 30°C (Figure 1A). During the acclimation phase at 30°C, where β-adrenergic signaling is very low, residual beige adipocytes that are present at room temperature (RT, 23°C) disappear or undergo a process called whitening, leading to their transition into white adipocytes.^21^ This transition is associated with a decrease in thermogenic activity. In contrast, chronic exposure to cold, where β-adrenergic signaling is highly activated, promotes the robust generation of beige adipocytes from preadipocytes and/or white adipocytes through a process called beiging.^16^ These newly formed beige adipocytes undergo an increase in mitochondrial biogenesis that enhances thermogenesis. An increase in mitochondrial DNA (mtDNA) content was confirmed in the cold-exposure condition compared to the thermoneutral condition (Figure 1B) confirming an increase in mitochondrial mass. Additionally, the mRNA expression of thermogenic genes (*Ucp1* and *Elovl3*), nuclear-encoded mitochondrial genes (*Ndufs8* and *Cox5a*), the mtDNA-encoded gene (*mt-Nd3*) were all increased along with an increase in expression of key mitochondrial regulatory genes (*Pgc1a* and *Pgc1b*) in the cold exposed condition compared to thermoneutrality (Figure S1A).

**Figure 1:**
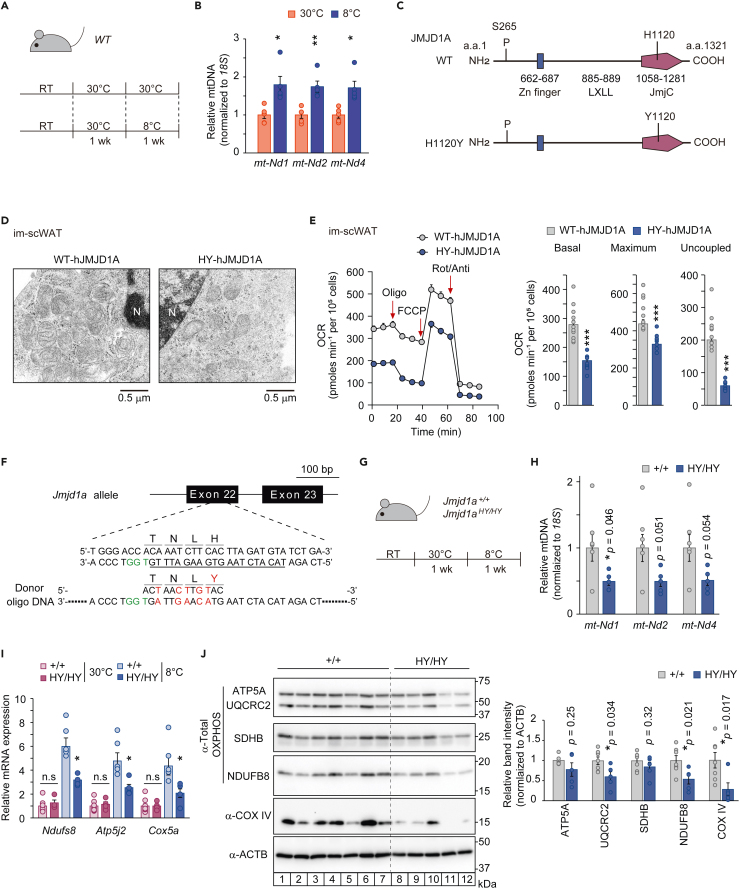
Cold induced mitochondrial biogenesis in scWAT requires histone demethylation (A) Schematic illustration of the chronic cold exposure experiment. C57BL6/J (wild-type*; WT*) mice were housed at 8°C or 30°C for 1 week after acclimation in thermoneutral conditions for 1 week. (B) Mitochondrial DNA content measured by qPCR using primers for *mt-Nd1*, *mt-Nd2* and *mt-Nd4* in the subcutaneous white adipose tissue (scWAT) of *WT* mice housed at 8°C (n = 5) or 30°C (n = 5) for 1 week. (C) Schematic representation of the domain structure of wild-type (*WT*) or H1120Y mutant hJMJD1A. (D) Representative transmission electron microscope images of differentiated im-scWAT cells expressing WT-hJMJD1A or HY-hJMJD1A (scale bar = 0.5 μm). N indicates nucleus. (E) Oxygen consumption rate (OCR) of immortalized (im)-scWAT cells overexpressing WT-hJMJD1A or HY-hJMJD1A, as measured by a metabolic flux assay. Arrows indicate the time of addition of oligomycin (Oligo), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), and rotenone/antimycin A (Rot/Anti). Basal, maximum, and uncoupled respiration were calculated (mean ± SEM of five technical replicates). (F) Schematic diagram of the targeting strategy for the *Jmjd1a* H1122Y mutation using the CRISPR/Cas9 system. The gRNA-targeting sequence is underlined, the protospacer adjacent motif (PAM) sequence is colored green, and the mutated sequences of the donor oligo DNA are colored red. (G) Schematic illustration of the chronic cold exposure experiment. *Jmjd1a*^+/+^(+/+) and *Jmjd1a*^HY/HY^ (HY/HY) mice were housed at 8°C for 1 week after acclimation in thermoneutral conditions for 1 week. (H) Mitochondrial DNA content measured by qPCR using primers for the *mt*-*Nd1*, *mt-Nd2* and *mt-Nd4* genes in scWAT from *WT* (n = 7) and *Jmjd1a*^*HY/HY*^ (n = 5) mice exposed to chronic cold exposure (8°C) for 1 week. (I) The mRNA levels of *Ndufs8*, *Atp5j2* and *Cox5a* were determined by qPCR of scWAT from *Jmjd1a*^+/+^ or *Jmjd1a*^HY/HY^ mice with or without chronic cold exposure (8°C) for 1 week. (J) Immunoblot analysis of oxidative phosphorylation (OXPHOS) proteins, COX-IV, ATP5A, UQCRC2, SDHB, and NDUFB8, in tissue homogenates of scWAT from *Jmjd1a*^+/+^ (n = 7) and *Jmjd1a*^HY/HY^ mice (n = 5) with chronic cold exposure (8°C) for 1 week (left); band intensities were calculated using ImageJ software (right). Data are expressed as mean ± SEM (B, E, H, I, J). Representative of two independent experiments (E). Welch’s *t* test (B, E, H, I, J) was performed for comparison. ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001 were considered statistically significant. n.s not significant. See also Figure S1. The uncropped images of the blots are shown in Figure S9.

Our previous studies documented two complementary roles for the H3K9me2 demethylase JMJD1A in adipose thermogenesis in BAT and scWAT. One requires the enzyme activity and the other does not^14^^,^^15^ (also reviewed in^16^^,^^17^^,^^18^). These studies were facilitated by making a knock-in mouse with a single amino acid change converting S265 to an alanine which prevented JMJD1A from being phosphorylated.^14^ In order to explore the role of the demethylase activity further, we needed to first engineer a mouse with an amino acid change that eliminated its catalytic activity.

The histidine 1120 of the Jumonji domain is highly conserved and essential for binding to Fe (II) (Figures 1C and S1B).^22^ This is reported to be required for its demethylase activity.^12^ To verify the functional significance of this specific residue, a mutation was introduced, replacing H1120 with phenylalanine (H1120F). Substituting histidine with phenylalanine or tyrosine is a common approach to assess the significance of a histidine residue in enzyme function due to their structural and chemical similarities to histidine. The wild type and its mutant versions were subsequently expressed and purified from insect Sf9 cells.^15^ Notably, only the wild-type recombinant protein exhibited significant H3K9 demethylase activity (Figures S1C and S1D), highlighting the crucial role of histidine 1120 in facilitating the demethylation process.

Next, we examined the role of H1120 in a cellular assay system using immortalized scWAT cells where the endogenous mouse *Jmjd1a* was knocked down using shRNA. These cells were then transduced with either wild type hJMJD1A or a mutant form carrying a mutation converting the conserved histidine to a tyrosine residue (H1120Y) which would also be predicted to eliminate demethylase activity.^19^ The cells transduced with wild type hJMJD1A displayed a high density of mitochondria after differentiation, indicating successful mitochondrial biogenesis (Figure 1D). However, cells transduced with the H1120Y mutant exhibited a significantly lower number of mitochondria and a reduced oxygen consumption rate (OCR) compared to those transduced with WT-hJMJD1A (Figures 1D and 1E). Importantly, the transduction of H1120Y-hJMJD1A not only impaired mitochondrial biogenesis (Figure 1D), but also blunted induction of the key thermogenic gene *Ucp1*.^19^ These results suggest that histone demethylation mediated by JMJD1A is crucial for activation of thermogenic gene expression and mitochondrial biogenesis during the differentiation of cultured preadipocytes into functional beige adipocytes.

To elucidate the physiological significance of JMJD1A-mediated histone demethylation in mitochondrial biogenesis in scWAT in live animals, we generated two lines of mice carrying a demethylation-defective form of JMJD1A with a histidine-1122 to tyrosine (H1122Y, or HY) mutation, which corresponds to the H1120Y mutation in human JMJD1A (Figures 1F, S1E, and S1F). Genotyping analysis of the offspring from *Jmjd1a*^HY/+^ parents revealed the number of mice with different genotypes. In line #1, there were 149 *Jmjd1a*^+/+^ mice, 241 *Jmjd1a*^HY/+^ mice, and 54 *Jmjd1a*^HY/HY^ mice. In line #2, there were 65 *Jmjd1a*^+/+^ mice, 116 *Jmjd1a*^HY/+^ mice, and 18 *Jmjd1a*^HY/HY^ mice (Figure S1G). These results indicated that fewer *Jmjd1a*^HY/HY^ pups were obtained than the expected Mendelian ratio. Immunoblot analysis using a specific anti-JMJD1A antibody (Figure S1H) showed that the expression of JMJD1A protein in scWAT was comparable between *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ (Figure S1I). However, it was observed that obtaining *Jmjd1a*^HY/HY^ males in line #1 was more challenging compared to line #2. This difficulty in obtaining *Jmjd1a*^HY/HY^ male in line #1 could be attributed to a phenomenon known as sex reversal, which had been previously reported in *Jmjd1a* knock-out mice.^23^ Therefore, female mice from line #1 and male mice from line #2 were used in the subsequent experiments to ensure an adequate representation of the *Jmjd1a*^HY/HY^ genotype.

To determine the roles of JMJD1A demethylation activity in cold-induced mitochondrial biogenesis during beiging, mice were exposed to cold temperature for 1 week (Figure 1G). It was observed that *Jmjd1a*^HY/HY^ mice had significantly lower levels of mitochondrial DNA-encoded *mt-Nd1* gene compared to *Jmjd1a*^+/+^ mice after cold exposure (Figure 1H). Additionally, there was a decreasing trend in the levels of *mt-Nd2* and *mt-Nd4* genes in *Jmjd1a*^HY/HY^ mice compared to *Jmjd1a*^+/+^ mice after cold exposure (Figure 1H). Under thermoneutral condition, the mRNA expression of nuclear-encoded mitochondrial *Ndufs8*, *Atp5j2*, and *Cox5a* genes were comparable between *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice (Figure 1I). Upon cold exposure, these genes were significantly induced in *Jmjd1a*^+/+^ mice, indicating an activation of mitochondrial biogenesis. In contrast, the induction of these genes was significantly lower in *Jmjd1a*^HY/HY^ compared to *Jmjd1a*^+/+^ mice (Figure 1I). In addition, the levels of mitochondrial proteins, including UQCRC2, NDUFB8, and COXIV, were lower in scWAT of *Jmjd1a*^HY/HY^ mice compared to *Jmjd1a*^+/+^ mice (Figure 1J). These results collectively indicate that histone demethylation activity of JMJD1A is required for cold-induced mitochondrial biogenesis in scWAT *in vivo*.

### Cold-induced mitochondrial biogenesis regulated by JMJD1A facilitates energy expenditure

To investigate the contribution of JMDJ1A-mediated mitochondrial biogenesis in scWAT to energy metabolism, *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice were acclimated to 30°C for 1 week and then housed at either 8°C or 30°C for an additional week as a control (Figure 2A). It was observed that *Jmjd1a*^HY/HY^ mice had higher scWAT weight compared to *Jmjd1a*^+/+^ mice at 8°C (Figure 2B). Body weights of *Jmjd1a*^+/+^ mice were increased by cold exposure, while those of *Jmjd1a*^HY/HY^ mice were unchanged. Gonadal WAT (gWAT) weights were similar between both genotypes at both 30°C and 8°C. On the other hand, BAT weights of *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice were increased by cold exposure suggesting that cold-induced BAT hyperplasia was not affected by the defect of JMJD1A catalytic activity (Figure S2A). Histological analysis of scWAT using hematoxylin & eosin (HE) staining and immunostaining for UCP1, a marker of thermogenic adipocytes, revealed that *Jmjd1a*^+/+^ mice developed abundant clusters of UCP1-positive adipocytes with multilocular lipid droplets specifically at 8°C, indicating the presence of thermogenic adipocytes (Figure 2C, left and middle panels). In contrast, *Jmjd1a*^HY/HY^ mice showed reduced level of UCP-1 positive adipocytes or multilocular lipid droplets in scWAT at 8°C suggesting impaired thermogenic capacity (Figures 2C, left and middle panels and S2B, left panel). Immunostaining for TOMM20, a mitochondrial marker, further supported these findings. *Jmjd1a*^*+/+*^ mice showed a strong signal in scWAT at 8°C, whereas scWAT from *Jmjd1a*^HY/HY^ mice showed a weaker TOMM20 signal (Figures 2C, right panels and S2B, right panel). This indicates there was a more robust increase in mitochondria in *Jmjd1a*^+/+^ vs. *Jmjd1a*^HY/HY^ mice. Importantly, the differences in scWAT phenotype between *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice were not observed under thermoneutral condition (Figures S2B and S2C). In gWAT, adipocyte sizes of *Jmjd1a*^HY/HY^ mice were significantly larger than those of *Jmjd1a*^+/+^ mice at 30°C, whereas at 8°C, there were no significant changes in the adipocyte size between the two genotypes (Figure S2D). These results indicate that JMJD1A-mediated mitochondrial biogenesis is specifically impaired under cold stress, resulting in a reduced presence of thermogenic adipocytes and compromised mitochondrial content in scWAT of *Jmjd1a*^HY/HY^ mice.

**Figure 2:**
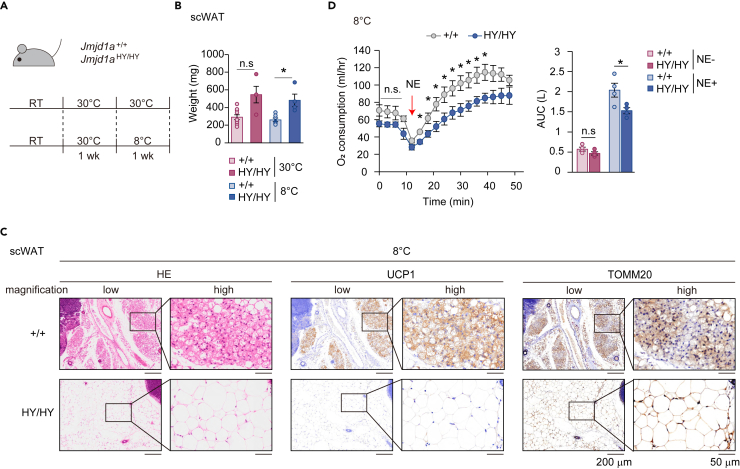
Cold-induced mitochondrial biogenesis mediated by JMJD1A increased energy expenditure (A) Schematic representation of chronic cold exposure experiment. *Jmjd1a*^+/+^ (+/+) and *Jmjd1a*^HY/HY^ (HY/HY) mice were housed at 8°C or 30°C for 1 week after acclimation in thermoneutral conditions for 1 week. (B) The weights of scWAT from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice at 8°C or 30°C. (C) Hematoxylin and eosin (H&E), uncoupling protein 1 (UCP1) and TOMM20 staining of scWAT sections from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice after cold exposure (8°C) (scale bar, 200 μm at low magnification or 50 μm at high magnification). (D) Norepinephrine (NE)-induced OCR in mice subjected to chronic cold exposure (8°C) for 2 weeks (*Jmjd1a*^+/+^: n = 4, *Jmjd1a*^HY/HY^: n = 4) (left). The OCR was analyzed before and 30 min after NE treatment (right). Data are the mean ± SEM (B, D). Welch’s *t* test (B) or repeated-measures ANOVA with a post-hoc Welch’s *t* test (D) were used for comparisons. ∗p < 0.05, considered statistically significant. n.s not significant. See also Figure S2.

Cold-induced hyperplasia of BAT was not impaired by the absence of JMJD1A catalytic activity with the increased BAT weight upon chronic cold exposure in *Jmjd1a*^HY/HY^ mice (Figure S2A, right panel). Additionally, the UCP1 signals in BAT were comparable between *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice at 30°C, indicating similar basal thermogenic capacity (Figure S2E). Interestingly, upon exposure to 8°C for 1 week, both *Jmjd1a*^HY/HY^ and *Jmjd1a*^+/+^ mice exhibited similar levels of enhanced UCP1 signals in BAT, indicating the activation of thermogenesis in response to chronic cold stress was comparable. Under thermoneutral condition, BAT in *Jmjd1a*^HY/HY^ mice showed increased lipid accumulation compared to *Jmjd1a*^+/+^ mice. However, after chronic cold exposure, the levels of lipid droplets in BAT reached similar levels between the two genotypes (Figure S2E). This suggests that the differences in lipid accumulation in BAT between *Jmjd1a*^HY/HY^ and *Jmjd1a*^+/+^ mice at thermoneutrality are overcome upon chronic cold exposure, possibly due to the activation of thermogenic processes that promote lipid utilization. Furthermore, mRNA levels of genomic DNA-encoded mitochondrial genes, such as *Ndufs8* and *Sdhb*, as well as mitochondrial regulatory genes including *Pgc1a*, *Pgc1b*, in BAT showed no significant differences between two genotypes after chronic cold exposure (Figure S2F). This suggests that the transcriptional regulation of these mitochondrial genes and regulators in BAT during cold exposure is not affected by the JMJD1A histone demethylation activity.

To assess the impact of cold-induced mitochondrial biogenesis on whole body energy expenditure, we measured OCR in *Jmjd1a*^HY/HY^ and *Jmjd1a*^+/+^ mice. Norepinephrine (NE)-induced OCR after chronic cold exposure was significantly lower in *Jmjd1a*^HY/HY^ compared to *Jmjd1a*^+/+^ mice (Figure 2D). This suggests that the deficiency in JMJD1A histone demethylation activity impairs the ability of scWAT to increase energy expenditure in response to chronic cold exposure. In contrast, under thermoneutral condition, there was no significant difference in OCR between the two genotypes (Figure S2G). This indicates that the role of JMJD1A-mediated mitochondrial biogenesis in energy expenditure is specific to the chronic cold-induced activation of scWAT. Taken together, these results highlight the importance of JMJD1A histone demethylation activity in facilitating cold-induced mitochondrial biogenesis and enhancing energy expenditure specifically in scWAT. Because BAT induced thermogenesis was similar between the *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice, these results also demonstrate that scWAT beige conversion plays a significant role in whole body OCR (Figures 2B–2D, see below Figures 3A–3C).

**Figure 3:**
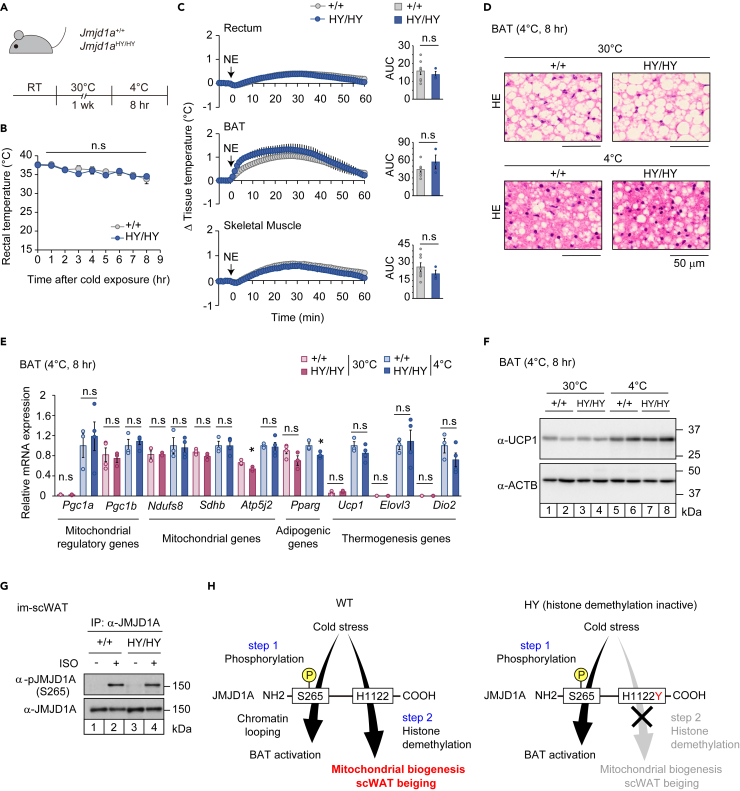
Thermogenic capacity in BAT is independent of JMJD1A demethylation activity (A) Schematic representation of the acute cold exposure experiment. *Jmjd1a*^+/+^ (+/+) and *Jmjd1a*^HY/HY^ (HY/HY) mice were exposed to cold at 4°C for 8 h after acclimation to thermoneutral conditions (30°C) for 1 week. (B) The rectal temperatures of 13-week-old *Jmjd1a*^+/+^ (n = 4) and *Jmjd1a*^HY/HY^ (n = 4) female mice were measured at the indicated times after cold exposure (4°C). (C) Real-time temperature changes (left) in the rectum (top), brown adipose tissue (BAT) (middle) and skeletal muscle on the back (bottom) of *Jmjd1a*^+/+^ (n = 8) and *Jmjd1a*^HY/HY^ (n = 3) mice. Arrows indicate the time point of intraperitoneal (i.p.) injection of 1 mg/kg BW NE. Cumulative AUC was calculated in each tissue (right). (D) Representative images of H&E staining of BAT from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice at 30°C or 4°C (scale bar, 50 μm). (E) qPCR analysis revealed comparable expression of the mitochondrial regulatory genes *Pgc1a* and *Pgc1b*, the mitochondrial genes *Ndufs8*, *Sdhb* and *Atp5j2*, the adipogenic gene *Pparg*, and the thermogenic genes *Ucp1*, *Elovl3* and *Dio2* in the BAT of 22-week-old *Jmjd1a*^+/+^ (n = 7) and *Jmjd1a*^HY/HY^ (n = 7) mice under control or acute cold exposure (4°C for 8 h) conditions. (F) Immunoblot analysis of UCP1 in tissue homogenates of BAT from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice. Actin was used as a loading control. (G) Immortalized scWAT cells from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice were treated with 10 μM isoproterenol (ISO) for 20 min. Homogenates of these cells were subjected to immunoprecipitation (IP) with anti-mJMJD1A, followed by immunoblotting (IB) with anti-phospho-JMJD1A S265 or anti-mJMJD1A antibodies. (H) Model of adaptation to cold environment through JMJD1A phosphorylation and histone demethylation activity. In the acute phase, JMJD1A contributes to thermogenesis in BAT via phosphorylation and chromatin conformation changes. In the chronic phase, JMJD1A promotes thermogenesis through histone demethylation in scWAT. *Jmjd1a*^HY/HY^ mice have an impaired adaptive potential to chronic cold, although they retain the adaptability to acute cold. Data are the mean ± SEM (B, C, E). Repeated-measures ANOVA with a post-hoc Welch’s *t* test (B) or Welch’s *t* test (C, E) were performed for comparison. ∗p < 0.05 was considered statistically significant. n.s not significant. See also Figure S3. Uncropped images of the blots are shown in Figure S9.

### Demethylation activity of JMJD1A is dispensable for mitochondrial biogenesis and thermogenesis in BAT

The above findings indicate that the demethylation activity of JMJD1A is dispensable for mitochondrial biogenesis and thermogenesis in BAT. Because global *Jmjd1a*-deficient mice failed to maintain body temperature in acute phase of cold exposure,^14^^,^^15^ we assessed the thermogenic capacity and energy expenditure in BAT in *Jmjd1a*^+/+^ vs *Jmjd1a*^HY/HY^ mice. The mice were exposed to acute cold stress by keeping them at 4°C for 8 hours after one week of acclimation at 30°C (Figure 3A). Interestingly, we found that the body temperatures of *Jmjd1a*^HY/HY^ mice were similar to those of *Jmjd1a*^+/+^ mice throughout the 8 hour-cold exposure period (Figure 3B). We also measured the actual tissue temperature of BAT, as well as rectal and skeletal muscle temperature, and observed no significant differences between *Jmjd1a*^HY/HY^ and *Jmjd1a*^+/+^ mice after NE injection (Figure 3C). *Jmjd1a*^HY/HY^ mice have broader lipid droplet area in BAT than *Jmjd1a*^+/+^ mice at 30°C, while there was no difference in accumulated lipid between two genotypes at 8°C (Figures 3D and S3A). Furthermore, the expression of mitochondrial genes (*Ndufs8*, *Sdhb*, *Atp5j2*) and the adipogenic gene (*Pparg*) in BAT were comparable between the two genotype groups (Figure 3E). Importantly, mitochondrial regulatory genes (*Pgc1a*, *Pgc1b*) and thermogenesis genes (*Ucp1*, *Elovl3*, *Dio2*) were also similar in both genotypes under acute cold stress, indicating that demethylation activity of JMJD1A is not required for the induction of these genes in BAT (Figure 3E). Immunoblot analysis confirmed similar levels of induction of *Ucp1* expression after 8 h-cold exposure in both genotypes (Figures 3F and S3B). Also, the H1122Y mutation did not affect β-AR stimulated JMJD1A phosphorylation at S265, which is necessary for the catalytic-independent induction of thermogenic genes in BAT^14^^,^^15^ (Figure 3G). These results extend our previous studies using cultured brown adipocytes^14^^,^^15^ and demonstrate that the catalytic activity of JMJD1A is not necessary for the thermogenic function in mouse BAT in mice during acute cold exposure (Figure 3H).

### Chronic cold stress-induced *Pgc1* in scWAT requires histone demethylation of H3K9me2

To gain further insights into the impact of JMJD1A demethylation activity on thermogenesis, we conducted RNA-seq analysis using scWAT from *Jmjd1a*^HY/HY^ and wild-type mice exposed to either cold (8°C) or thermoneutral (30°C) conditions for one week (Figure 4A). 

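RNA was taken from the scWAT, the fat under the skin, of 12 female mice, 3 in each of 4 groups. The mice were 16 weeks old when the treatment began. The groups were wild-type and *Jmjd1a* HY/HY mice, each kept at 30°C or at 8°C for 1 week. A mouse at 30°C makes little heat beyond its resting metabolism, whereas at 8°C beige adipocytes, which burn fat to make heat, form in scWAT. The HY allele encodes JMJD1A with the H1122Y substitution, which inactivates its demethylase. The authors trimmed the paired 50-base reads, aligned them to the mm10 genome with STAR and deposited, for each library, the number of read pairs on each of 55401 genes, without normalization. Read pairs that aligned to several places were not counted, so genes with a near-identical copy elsewhere in the genome are undercounted. The counts on the sense strand, which held 95.5% to 96.2% of the pairs counted on either strand, were used here. The total per library was between 18305586 and 23652011 (median 19418454) in wild-type mice at 30°C and between 21043000 and 26352081 (median 22141929) in *Jmjd1a* HY/HY mice at 30°C. At 8°C it was between 14722081 and 17955584 (median 15440321) in wild-type mice and between 13592629 and 15936452 (median 15586617) in *Jmjd1a* HY/HY mice, so that every library at 8°C was smaller than every library at 30°C. Transcripts of mitochondrial DNA took 16.0% to 18.0% of the counts in wild-type mice at 8°C, 12.2% to 12.9% in *Jmjd1a* HY/HY mice at 8°C, 11.4% to 13.5% in wild-type mice at 30°C and 9.32% to 16.8% in *Jmjd1a* HY/HY mice at 30°C. Genes with too few counts for a test were left out by edgeR, which kept 16540 genes, and the libraries were scaled by the TMM method. One quasi-likelihood model with the 4 groups was fitted to all genes, with 8 residual degrees of freedom. A gene was called changed when its Benjamini-Hochberg adjusted p-value was under 0.05 and its fold change above 1.5 or below 0.67, the fold limits of Table S1. The biological coefficient of variation between mice was 12.1% in wild-type and 15.5% in *Jmjd1a* HY/HY mice at 8°C, and 24.3% and 26.8% at 30°C. *Jmjd1a*, listed as *Kdm3a* (ENSMUSG00000053470.13, chromosome 6 from 71588970 to 71632990), was present at 49.3 ± 11.2 CPM (counts scaled to a common library total, mean ± SD of 3 mice) in wild-type mice at 30°C and 39.9 ± 3.78 CPM at 8°C. In *Jmjd1a* HY/HY mice it was at 45.5 ± 7.68 CPM at 30°C and 44.8 ± 1.4 CPM at 8°C. The genotypes did not differ in its level at either temperature (adjusted p = 0.753 at 30°C and 0.604 at 8°C). Counts per gene do not tell the alleles apart.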

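The log2 CPM of the 16540 genes, with a prior count of 2, were compared between the 12 libraries. The first principal component held 34.0% of the variance, the second 20.4% and the third 10.5%. The 4 groups accounted for 56.1% of the variance between libraries, against a median of 26.6% over 10000 random relabellings of the libraries, of which 1 gave as large a share (permutation test, p = 2e-04, where 1e-04 is the smallest p these relabellings can give). The share of that 1 was identical, as when the real grouping is drawn again, and no relabelling gave a larger share. With the 500 most variable genes, the alternative that moved these shares most, the first and second components held 41.0% and 22.0%, and the groups accounted for 65.1%. The mean Euclidean distance between libraries of one group was 57.8 in wild-type and 63.9 in *Jmjd1a* HY/HY mice at 8°C, and 76 and 82 at 30°C. Between the temperatures it was 107.9 in wild-type mice and 81.5 in *Jmjd1a* HY/HY mice, the latter no larger than the spread of *Jmjd1a* HY/HY mice at 30°C. The distance between the genotypes was 85.6 at 8°C and 87.4 at 30°C. Each library lay nearest to a library of its own group, except replicate 3 of *Jmjd1a* HY/HY mice at 30°C, whose nearest library was replicate 3 of *Jmjd1a* HY/HY mice at 8°C.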

Principal component analysis (PCA) clearly demonstrated the distinct transcriptome profiles for each group (Figure S4A). 

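In wild-type scWAT, 1707 genes had a higher and 1147 genes a lower level at 8°C than at 30°C. In 43.4% of the genes tested the 3 libraries at one temperature all lay above the 3 at the other, where chance gives 10%. These numbers moved most when the libraries were scaled by their totals alone, which put the median log2 fold change of all genes at −0.41, against −0.069 with TMM: then 1057 genes were higher and 4144 lower at 8°C. When each library was left out in turn, the number of higher genes ranged from 1356, without replicate 2 of wild-type mice at 30°C, to 1869, without replicate 3 of wild-type mice at 30°C. The number of lower genes ranged from 523, without replicate 3 of wild-type mice at 8°C, to 1531, without replicate 3 of wild-type mice at 30°C. *Ucp1* (ENSMUSG00000031710.4, chromosome 8 from 83290348 to 83298456), which encodes the uncoupling protein of heat-producing adipocytes, rose from 2.02 ± 2.23 CPM (SD, n = 3) to 5484 ± 517 CPM (SD, n = 3). Its log2 fold change was 11.41 (standard error 1.1, adjusted p = 5.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cidea* (ENSMUSG00000024526.9, chromosome 18 from 67343564 to 67367794), a lipid droplet protein, rose from 75 ± 50.9 to 1626 ± 69.8 CPM, a log2 fold change of 4.44 (standard error 0.63, adjusted p = 5.5e-04). *Cpt1b* (ENSMUSG00000078937.8, chromosome 15 from 89416405 to 89425862), which carries fatty acids into mitochondria, had 1 to 3 counts per library at 30°C and 60 to 74 at 8°C. Against a floor of 3 counts it was at least 34.9-fold higher (adjusted p = 1.9e-04). For each of these 3 genes every library at 8°C lay above every library at 30°C (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow), and their adjusted p-values stayed under 0.05 in every alternative in which they were tested. Genes with a mean of at least 10 counts whose libraries at the temperatures did not overlap were ranked by fitted log2 fold change. The largest rises besides *Ucp1* were those of *Fabp3* (log2 fold change 10.38) and *Fabp3-ps1*. *Fabp3-ps1* is a pseudogene that was at least 181-fold higher, and its reads may be shared with *Fabp3*. That bound is below the rise of *Elovl3* from 0.39 to 426 CPM, so the rank of *Fabp3-ps1* rests on its fitted value. Among the genes ranked, the largest falls were those of the muscle genes *Acta1* (log2 fold change −5.91), *Tnni2* (−5.78) and *Mylpf* (−4.43), which were abundant in replicate 2 of the mice at 30°C. Without that replicate their log2 fold changes were −2.30, −1.36 and −0.89, and the adjusted p-values of *Acta1*, *Tnni2* and *Mylpf* 0.128, 0.0878 and 0.0534.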

Analysis of differentially expressed genes in wild-type scWAT between 8°C and 30°C revealed 1,815 genes that were increased by cold exposure, including key beige-selective genes such as *Ucp1*, *Cidea*, and *Cpt1b*, which were defined as cold-induced genes (Figure 4B, left). 

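At 8°C, 731 genes had a lower and 249 genes a higher level in *Jmjd1a* HY/HY than in wild-type scWAT. In 35.4% of the genes tested the 3 libraries of one genotype all lay above the 3 of the other, against 10% by chance. With library totals alone the median log2 fold change of all genes was 0.15, against 0.012 with TMM, and 480 genes were then lower and 535 higher. With single libraries left out, the number of lower genes ranged from 301, without replicate 3 of *Jmjd1a* HY/HY mice at 8°C, to 832, without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. Of the beige-selective genes, *Ucp1* was at 575 ± 347 CPM (SD, n = 3) in *Jmjd1a* HY/HY mice at 8°C. Its log2 fold change against wild-type mice at 8°C was −3.25 (standard error 0.76, adjusted p = 0.0253). The adjusted p of *Ucp1* ranged from 0.0019 without a filter on low counts to 0.101 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C. *Cidea*, at 263 ± 133 CPM (SD, n = 3), had a log2 fold change of −2.63 (adjusted p = 0.0193), and *Cpt1b*, with 1 to 16 counts per library, one of −2.76 (adjusted p = 0.0123). Over the alternatives the adjusted p of *Cidea* reached 0.0801 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C and that of *Cpt1b* 0.0509 without replicate 3 of wild-type mice at 8°C. *Elovl3*, a fatty acid elongase, was lower by −2.44 on the log2 scale (adjusted p = 0.0405, and between 0.0027 and 0.153 over the alternatives, the highest without replicate 3 of *Jmjd1a* HY/HY mice at 8°C). Genes with a mean of at least 10 counts whose libraries of the genotypes did not overlap were ranked by fitted log2 fold change. The largest falls were those of *Cpne5*, at least 7.36-fold lower, *Fgf21*, at least 24.4-fold lower, and *Greb1* (log2 fold change −4.26, adjusted p = 0.0463). The adjusted p of *Fgf21* was 0.0787 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C. That of *Greb1* rose to 0.155 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C. Among the genes ranked, the largest rises were those of *Slc7a13*, at least 10.6-fold higher, *Amtn*, at least 8.15-fold higher, and *Rpl31-ps13*, at least 8.11-fold higher, each with 3 counts or fewer in every wild-type library at 8°C. Their adjusted p-values rose above 0.05 when some of the libraries at 8°C were left out, that of *Slc7a13* to 0.162 without replicate 2 of *Jmjd1a* HY/HY mice, that of *Amtn* to 0.0750 without replicate 3 of wild-type mice and that of *Rpl31-ps13* to 0.0786 without replicate 2 of wild-type mice. *Rpl31-ps13* is a pseudogene, and its reads may belong to *Rpl31*. The bounds given here do not by themselves fix these ranks. *Iqcm* was also higher in *Jmjd1a* HY/HY mice at 8°C (log2 fold change 4.55) and *Padi3* lower (−3.83).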

Under cold condition, 1,115 genes were expressed at lower levels in *Jmjd1a*^HY/HY^ compared to wild-type mice, and these were defined as JMJD1A demethylation activity-dependent genes (Figure 4B, right). By comparing the genes from these two defined groups, we identified 857 cold-induced JMJD1A demethylation-dependent genes (Figure 4C). 

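By the same tests, 590 genes were higher by cold in wild-type mice and lower in *Jmjd1a* HY/HY mice at 8°C, which are 34.6% of the genes higher by cold and 80.7% of the genes lower in *Jmjd1a* HY/HY mice. The overlap was 277 genes without replicate 3 of *Jmjd1a* HY/HY mice at 8°C and 652 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, and 395 with library totals alone. Both comparisons use the wild-type libraries at 8°C, so chance differences in these libraries move both. In 20 simulations that kept the change by cold and left *Jmjd1a* HY/HY mice at 8°C unchanged from wild-type mice, the overlap had a median of 0 genes and a maximum of 1. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had Pearson's r of −0.49, against a median of −0.21 in these simulations. When the temperature and the genotype changed nothing, r had a median of −0.52. The 590 genes rose by a median log2 fold change of 1.54 in wild-type mice and of 0.34 in *Jmjd1a* HY/HY mice, and 492 of them had a positive log2 fold change by cold in *Jmjd1a* HY/HY mice. These medians stayed at 1.54 and 0.34 with the genes near 0 counts set to their bound. Of the 590 genes, 14 were also called higher by cold in *Jmjd1a* HY/HY mice. The 590 genes were chosen on libraries that enter these values, so part of the smaller rise in *Jmjd1a* HY/HY mice comes from the choice itself. The difference between the cold responses of the genotypes was tested as an interaction. Over all genes 28 had a positive and 342 a negative difference at an adjusted p under 0.05, 370 in all, which went from 67 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C to 652 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C.

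**Figure D1:**
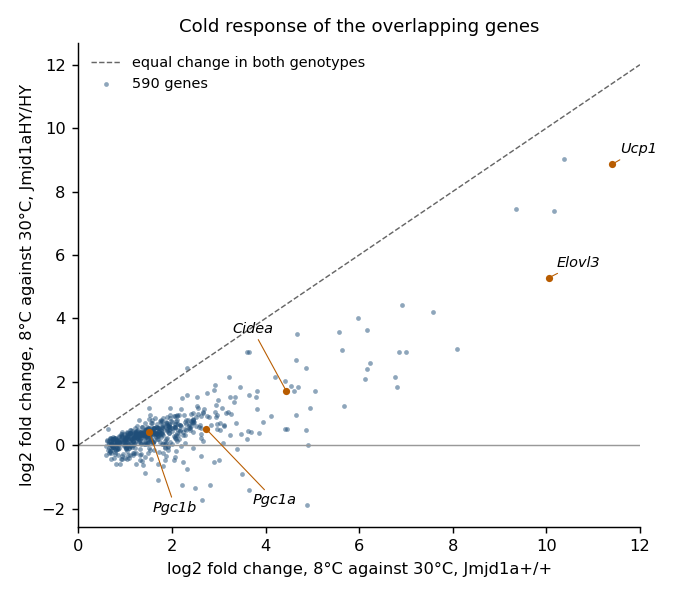
Log2 fold change between 8°C and 30°C of the 590 overlapping genes in wild-type mice (horizontal axis) and in *Jmjd1a* HY/HY mice (vertical axis). Each point is a gene, the dashed line marks an equal change in both genotypes, and the 15 genes with 3 counts or fewer in every wild-type library at 30°C are drawn at their fitted value.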

Pathway enrichment analysis showed that these genes were related to oxidative phosphorylation (OXPHOS) and thermogenesis (Figure 4D). 

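The pathway sets of KEGG were not analysed here. In their place, 3 lists were made from gene symbols alone: subunits of the OXPHOS complexes, mitochondrial ribosomal proteins and cytosolic ribosomal proteins. Of the 82 OXPHOS subunits tested, 67 (81.7%) were among the 590 overlapping genes, where 2.93 would be expected by chance (one-sided Fisher's exact test against the 16540 genes tested, p = 1.5e-83). Of 76 mitochondrial ribosomal proteins 23 (30.3%) were among them (Fisher's exact test, p = 9.6e-16), and of 76 cytosolic ribosomal proteins 0 (p = 1). Genes of one list vary together, so these p-values, which take the genes as independent, are smaller than a test allowing for this would give. Of the lists that the study drew from these libraries, the overlap held 59 of the 67 genes of Fig. 4E, 12 of the 17 thermogenesis genes of Fig. 4G and 3 of the 21 genes of Fig. 4F. No test was made on these.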

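The shift of whole gene lists was tested with camera on the genes ranked by the model, with a preset correlation of 0.01 between genes. At 8°C the 82 OXPHOS subunits had a median log2 fold change of −1.0 between *Jmjd1a* HY/HY and wild-type mice, and 72 of them had an adjusted p under 0.05 (camera adjusted p = 7.1e-79). The rotation test fry gave an adjusted p of 0.000467 for this list and camera with an estimated correlation one of 0.0189. With single libraries left out the median of the list stayed between −1.03 and −1.0, and with library totals alone it was −0.86. Between the temperatures the same list rose by a median of 1.50 in wild-type mice and of 0.37 in *Jmjd1a* HY/HY mice. The difference between these responses had a median of −1.15, with 49 genes at an adjusted p under 0.05 (camera adjusted p = 4.0e-80, fry 0.00167, estimated correlation 0.0219). With single libraries left out this median ranged from −1.33, without replicate 3 of wild-type mice at 30°C, to −0.99, without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. With library totals alone it was −0.93. The 17 thermogenesis genes of Fig. 4G rose by a median of 2.76 in wild-type mice and of 1.63 in *Jmjd1a* HY/HY mice, and the difference had a median of −2.04, which was −1.46 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. At 8°C 12 of them were lower in *Jmjd1a* HY/HY mice and *Tshr*, the thyrotropin receptor, was higher (log2 fold change 1.46, adjusted p = 0.0118, rising to 0.0559 without replicate 2 of wild-type mice at 8°C). The 76 cytosolic ribosomal proteins moved by a median of −0.17 between the genotypes at 8°C. Of 9 lists of mitochondrial, thermogenesis and ribosomal genes, camera called 8 between the genotypes at 8°C, of which 7 also passed with fry and 5 with an estimated correlation. For the difference between the cold responses it called 9, of which 6 passed with fry and 4 with an estimated correlation. Several of these lists were chosen by the study on the same libraries.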

Gene set enrichment analysis (GSEA) further supported these findings, indicating that inactivation of JMJD1A catalytic activity prevented the induction of thermogenesis and OXPHOS gene expression in scWAT under chronic cold exposure (Figures S4B and S4C). Specifically, the JMJD1A H1122Y mutation resulted in the loss of induction of OXPHOS genes, including both genomic DNA-encoded and mitochondrial DNA-encoded genes (Figures 4E, 4F, S4D, and S4E), as well as thermogenesis genes (Figure 4G).

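Of the genomic DNA-encoded genes in Fig. S4D, *Ndufs8* (ENSMUSG00000059734.7, chromosome 19 from 3908863 to 3912774), a subunit of complex I, was at 80.6 ± 13.8 CPM (SD, n = 3) in wild-type mice at 30°C, 320.1 ± 8.02 CPM at 8°C, and 127 ± 11.3 CPM in *Jmjd1a* HY/HY mice at 8°C. Its log2 fold change by cold was 1.99 in wild-type and 0.45 in *Jmjd1a* HY/HY mice, and the difference was −1.54 (standard error 0.20, adjusted p = 0.0079). The differences between the cold responses of *Sdhb*, *Cox5a* and *Cyc1*, subunits of complexes II, IV and III, were −1.43 (adjusted p = 0.017), −1.97 (adjusted p = 0.0113) and −1.73 (adjusted p = 0.0132). Over the alternatives, that of *Sdhb* reached an adjusted p of 0.0607 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C. The 67 genes of Fig. 4E had a median log2 fold change between the genotypes at 8°C of −1.0, and 63 had an adjusted p under 0.05. The 21 mitochondrial DNA-encoded genes of Fig. 4F rose in wild-type mice by a median of 1.39, with 8 at an adjusted p under 0.05. Between the genotypes at 8°C their median was −0.87 (camera adjusted p = 5.5e-05, fry 0.0412, estimated correlation 0.209). Adjusted over all genes 3 of them had a p under 0.05, *mt-Rnr1*, *mt-Rnr2* and *mt-Tt*, and adjusted over the list alone 5, which is not independent evidence for a list that the study chose on these libraries. *mt-Rnr1* (ENSMUSG00000064337.1, bases 70 to 1024 of the mitochondrial genome), the small ribosomal RNA, was at 562 ± 170 CPM in wild-type mice at 30°C, 4332 ± 759 CPM at 8°C and 931 ± 180 CPM in *Jmjd1a* HY/HY mice at 8°C (adjusted p = 0.0054 between the genotypes). *mt-Tt* had a log2 fold change between the genotypes of −1.64 (adjusted p = 0.0346), which ranged from 5.2e-04 to 0.128 over the alternatives, the highest without replicate 1 of *Jmjd1a* HY/HY mice at 8°C. The 13 protein-coding genes of mitochondrial DNA had a median of −0.52 between the genotypes at 8°C, and 0 had an adjusted and 2 an unadjusted p under 0.05 (camera adjusted p for the list = 0.062). With only the libraries at 8°C in the model, which vary less than those at 30°C, 5 had an adjusted and 8 an unadjusted p under 0.05. *mt-Nd1*, at 26409 ± 2511 CPM in wild-type and 14456 ± 1177 CPM in *Jmjd1a* HY/HY mice at 8°C, had a log2 fold change of −0.87 (adjusted p = 0.121, and 0.0042 with only the libraries of the comparison to 0.273 over the alternatives, with 0.0164 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C). Counts of 6 of the 13 genes, *mt-Atp6*, *mt-Atp8*, *mt-Co2*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*, come from sequences that are repeated on nuclear chromosomes, and read pairs that align to several places were not counted. The other 7, *mt-Nd1*, *mt-Nd2*, *mt-Nd4*, *mt-Nd5*, *mt-Nd6*, *mt-Cytb* and *mt-Co1*, were each lower in every *Jmjd1a* HY/HY library at 8°C than in every wild-type library at 8°C (exact permutation test, two-sided p = 0.1 for each), which held for 6 of them with library totals alone, where *mt-Nd4* overlapped. They were set apart after their values were seen. Of the thermogenesis genes in Fig. 4G, *Ucp1* rose by cold in *Jmjd1a* HY/HY mice by 8.87 (standard error 1.02, adjusted p = 0.0042) and *Elovl3* by 5.29 (adjusted p = 0.0194, and 0.0792 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C). With only the libraries of the comparison in the model, the highest values over the alternatives, the adjusted p of *Ucp1* was 0.0950 and that of *Elovl3* 0.202. The difference of the cold responses was −2.55 for *Ucp1* (adjusted p = 0.32), −2.72 for *Cidea* (adjusted p = 0.109, and 0.0226 without a filter on low counts to 0.235 over the alternatives, with 0.0376 without replicate 3 of wild-type mice at 30°C) and −4.78 for *Elovl3* (adjusted p = 0.0553, and 0.0053 without a filter to 0.237, with 0.0173 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C).

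**Figure D2:**
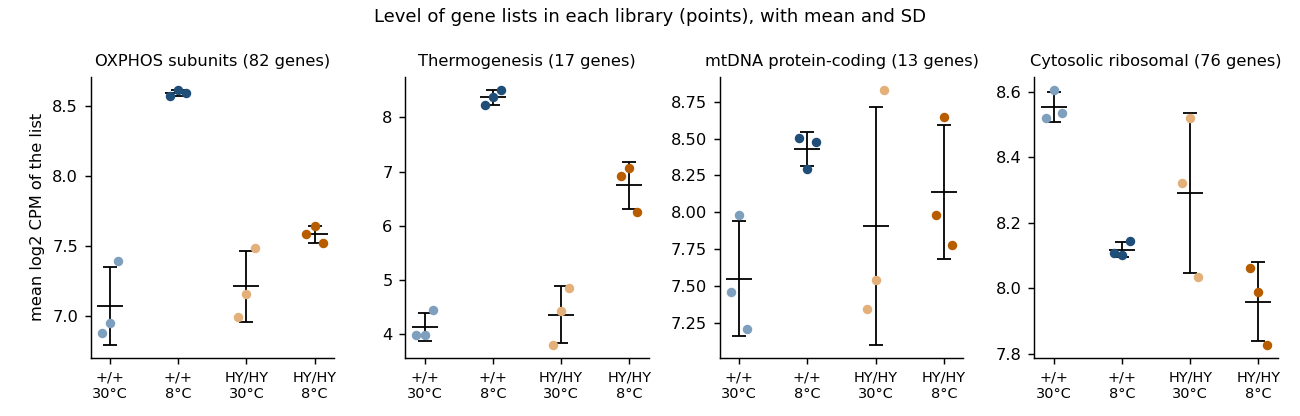
Mean log2 CPM of 4 gene lists in each library (points), with the mean and SD of the 3 libraries of each group. The OXPHOS and thermogenesis lists lie highest in all 3 wild-type libraries at 8°C, whereas in the list of 13 protein-coding genes of mitochondrial DNA the genotypes overlap at both temperatures, at 8°C through the 6 genes whose sequences are repeated on nuclear chromosomes, among them *mt-Co2* at 1722 CPM in replicate 2 of *Jmjd1a* HY/HY mice at 8°C.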

**Figure 4:**
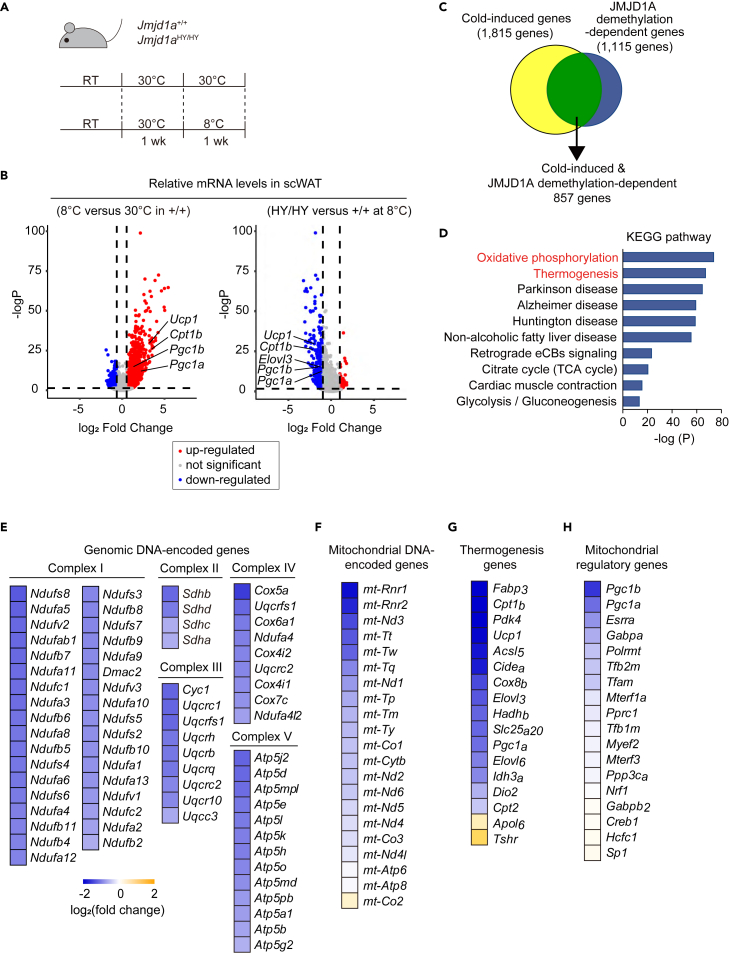
The demethylation activity of JMJD1A is required for the expression of thermogenesis and mitochondrial genes in response to chronic cold (A) Schematic illustration of the chronic cold exposure experiment. (B) Volcano plots comparing the gene expression in scWAT of *Jmjd1a*^+/+^ mice before and after cold exposure (8°C) (left) and scWAT of *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice after cold exposure (right). (C) Venn diagram showing the cold-induced genes (1,815 genes, defined in (B), left panel, up-regulated genes) and JMJD1A demethylation activity-dependent genes (1,115 genes, defined in (B), right panel, down-regulated genes). Overlapping genes were identified as JMJD1A demethylation-dependent cold-induced genes (857 genes). (D) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of 857 cold-induced JMJD1A demethylation-dependent genes defined in (C). (E) Heatmap showing the down-regulated genomic DNA-encoded genes, including the OXPHOS genes, determined by RNA-seq analysis of *Jmjd1a*^+/+^ or *Jmjd1a*^HY/HY^ scWAT at 30°C or 8°C. A color intensity scale is provided for reference. (F–H) Heatmap showing mitochondrial DNA-encoded genes (F), thermogenesis genes (G) and mitochondrial regulatory genes (H). Mitochondrial regulatory genes were defined as “mitochondrial gene expression”-related genes ways (https://www.wikipathways.org/). See also Figure S4.

In search for the regulatory genes that might be responsible for cold-induced mitochondrial biogenesis, we specifically examined regulatory genes associated with mitochondrial gene expression, as defined in WikiPathways. 

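Of the 18 genes in Fig. 4H, 7 were higher and 1 was lower by cold in wild-type mice at an adjusted p under 0.05, and their median log2 fold change was 0.19, but −0.15 with library totals alone. Between the genotypes at 8°C 6 had an adjusted p under 0.05, with a median over the 18 of −0.14, which was −0.0073 with library totals alone. The difference between the cold responses had an adjusted p under 0.05 for 2 of them, *Pgc1a* and *Gabpa*.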

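*Pgc1b* (listed as *Ppargc1b*, ENSMUSG00000033871.14, chromosome 18 from 61291445 to 61400756) was at 7.07 ± 2.83 CPM (SD, n = 3) in wild-type mice at 30°C and 20.2 ± 1.29 CPM at 8°C, and at 4.50 ± 0.585 and 5.94 ± 1.53 CPM in *Jmjd1a* HY/HY mice. Its log2 fold change by cold was 1.52 (standard error 0.26, adjusted p = 0.0018) in wild-type and 0.41 (standard error 0.27, adjusted p = 0.515) in *Jmjd1a* HY/HY mice. At 8°C it was lower in *Jmjd1a* HY/HY mice (log2 fold change −1.76, adjusted p = 0.0033). *Pgc1a* (listed as *Ppargc1a*, ENSMUSG00000029167.13, chromosome 5 from 51454249 to 52115853) was at 3.97 ± 0.998 and 26.4 ± 9.17 CPM in wild-type mice at 30°C and 8°C, and at 7.34 ± 2.79 and 10.5 ± 3.52 CPM in *Jmjd1a* HY/HY mice. Its log2 fold change by cold was 2.72 (standard error 0.35, adjusted p = 3.0e-04) in wild-type and 0.53 (standard error 0.34, adjusted p = 0.50) in *Jmjd1a* HY/HY mice. At 8°C the difference between genotypes was −1.33 (adjusted p = 0.0346, with *Ppargc1a* at 0.0024 with DESeq2 and at 0.148 without replicate 2 of wild-type mice at 8°C). *Esrra* (ENSMUSG00000024955.15, chromosome 19 from 6910977 to 6922048) rose from 59.8 ± 6.89 to 139 ± 6.25 CPM in wild-type mice (log2 fold change 1.22, adjusted p = 0.0019) and was at 60.3 ± 20.9 and 74.8 ± 7.07 CPM in *Jmjd1a* HY/HY mice (log2 fold change 0.31, adjusted p = 0.523). The difference at 8°C was −0.90 (adjusted p = 0.0252, and between 8.7e-04 and 0.105 over the alternatives, the highest without replicate 1 of *Jmjd1a* HY/HY mice at 8°C). *Gabpa* (ENSMUSG00000008976.16, chromosome 16 from 84834891 to 84863783) rose from 24.4 ± 0.196 to 52.4 ± 2.77 CPM in wild-type mice (log2 fold change 1.1, adjusted p = 7.8e-05). In *Jmjd1a* HY/HY mice it was at 25.5 ± 2.69 and 33.5 ± 4.72 CPM, with every library at 8°C above every library at 30°C (exact permutation test, two-sided p = 0.1) and a log2 fold change of 0.40 (adjusted p = 0.165, but 0.0438 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C). The difference at 8°C was −0.64 (adjusted p = 0.0077).

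**Figure D3:**
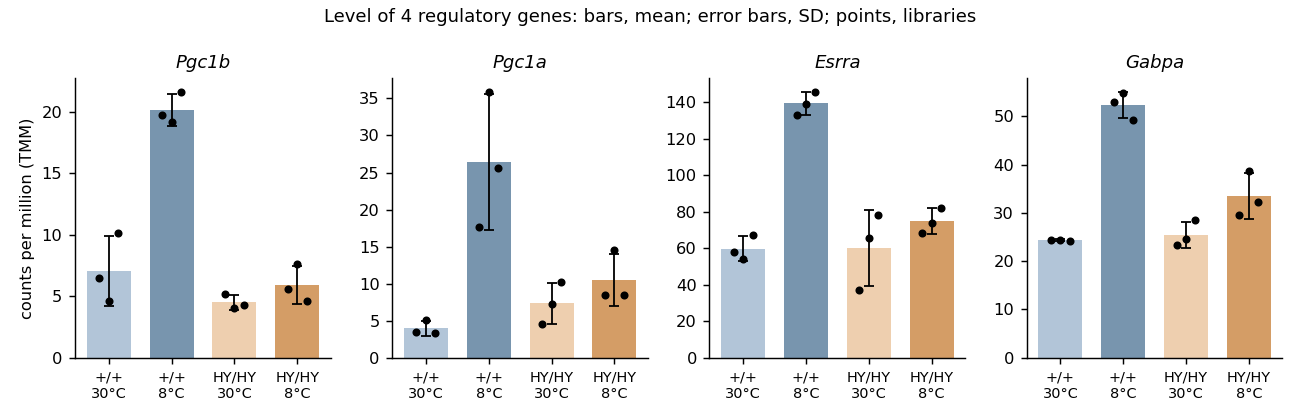
Level of *Pgc1b*, *Pgc1a*, *Esrra* and *Gabpa* in CPM after TMM scaling. Bars are the means of 3 mice, error bars the SD and points the single libraries. For each of the 4 genes all wild-type libraries at 8°C lie above all other libraries.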

Our analysis revealed that inactivation of JMJD1A catalytic activity abolished induction of *Pgc1b*, *Pgc1a*, estrogen related receptor α (*Esrra*) and *Gabpa* expression in scWAT under cold conditions (Figure 4H). ESRRA and GABPA were known to regulate the transcription for mitochondrial genes through the DNA-binding and cooperation with PGC-1.^24^ These findings strongly suggest that demethylation activity of JMJD1A is crucial for the activation of *Pgc1* genes and the subsequent mitochondrial biogenesis during scWAT beiging in response to chronic cold exposure. Furthermore, we examined the expression of genes involved in mitochondrial fission and fusion, as these processes play a role in maintaining mitochondrial quality.^25^^,^^26^ However, we did not observe any differences in the mRNA expression of mitofission-related genes (*Drp1*, *Mff*, *Fis1*, and *Mief1*) or mitofusion-related genes (*Mfn1*, *Mfn2*, *Opa1* and *Oma1*) between *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ (Figures S4F and S4G). 

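The loss of induction was tested as the difference between the cold responses of the genotypes. In log2 it was −1.11 for *Pgc1b* (*Ppargc1b*; standard error 0.37, adjusted p = 0.172, unadjusted p = 0.0113), −2.19 for *Pgc1a* (*Ppargc1a*; standard error 0.48, adjusted p = 0.0390), −0.91 for *Esrra* (standard error 0.30, adjusted p = 0.159) and −0.71 for *Gabpa* (standard error 0.16, adjusted p = 0.0459). Adjusted over the list alone, the 18 genes of Fig. 4H, the p of *Pgc1b* was 0.0435. That list was chosen by the study on these libraries and is not independent evidence. These calls changed with single libraries. The adjusted p of *Ppargc1a* reached 0.116 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C, and that of *Gabpa* 0.126 without the same replicate and 0.211 with library totals alone. The adjusted p of *Ppargc1b* was 0.0282 without replicate 3 of wild-type mice at 30°C, and that of *Esrra* 0.0064 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C. The paper looked for the drivers of mitochondrial biogenesis among the genes that WikiPathways lists for mitochondrial gene expression, and reports that *Pgc1b*, *Pgc1a*, *Esrra* and *Gabpa* are not induced in *Jmjd1a* HY/HY mice. It adds that ESRRA and GABPA were known to act on mitochondrial genes together with PGC-1, and proposes from these findings that the demethylase activity of JMJD1A activates the *Pgc1* genes and through them mitochondrial biogenesis.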

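Of these 8 genes at 8°C, *Mfn1* (ENSMUSG00000027668.13, chromosome 3 from 32529443 to 32579225) was at 61.2 ± 2.89 CPM (SD, n = 3) in wild-type and 47.8 ± 2.96 CPM in *Jmjd1a* HY/HY mice. Its log2 fold change was −0.36 (standard error 0.08, adjusted p = 0.0262). The adjusted p of *Mfn1* ranged over the alternatives from 0.0015 with DESeq2 to 0.201 with library totals alone, and was 0.120 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C. *Opa1* had a log2 fold change of −0.44 (adjusted p = 0.0768) and *Mff* one of −0.33 (adjusted p = 0.111). With DESeq2 the adjusted p of *Opa1* was 0.0350, and with only the libraries of the comparison 0.0209, within a range of 0.0149 to 0.25 over the alternatives. The other 5 genes had log2 fold changes of −0.19 for *Drp1* (listed as *Dnm1l*, adjusted p = 0.47), −0.08 for *Fis1* (0.723), −0.18 for *Mief1* (0.389), −0.22 for *Mfn2* (0.548) and 0.02 for *Oma1* (0.945). So 1 of the 8 genes had an adjusted p under 0.05 over all genes, and 3, *Mfn1*, *Mff* and *Opa1*, when adjusted over the list alone. The list was named by the study on these libraries. The number adjusted over all genes was 3 with the replicate number as a block. It was 2 with DESeq2, with only the libraries of the comparison, and without replicate 1 or replicate 3 of *Jmjd1a* HY/HY mice at 30°C. It was 0 without a filter on low counts, where 3 had an unadjusted p under 0.05, and with library totals alone, where 2 had. It was also 0 when any library at 8°C except replicate 1 of wild-type mice was left out. In those fits 2 or 3 had an unadjusted p under 0.05. In every library of wild-type mice at 8°C *Mfn1*, *Mff* and *Opa1* lay above every library of *Jmjd1a* HY/HY mice at 8°C (exact permutation test, two-sided p = 0.1). By cold in wild-type mice 6 of the 8 genes rose at an adjusted p under 0.05, of which *Opa1* rose most (log2 fold change 1.15, adjusted p = 1.7e-04). The exceptions were *Fis1* and *Oma1*. With library totals alone the number was 3.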

Taken together, these results indicate that the catalytic activity of JMJD1A specifically affects *Pgc1* function and mitochondrial biogenesis in scWAT beiging under chronic cold exposure, rather than influencing mitochondrial dynamics through fission and fusion processes.

### Cold-sensitive JMJD1A demethylates H3K9me2 in the enhancers of the mitochondrial master regulator *Pgc1,* inducing gene expression

To gain insight into the direct target genes of JMJD1A in beige adipocytes, we utilized previously published chromatin immunoprecipitation sequencing (ChIP-seq) data for JMJD1A in cultured beige adipocytes.^19^ This data was integrated with H3K27ac ChIP-seq data from beige adipocytes in scWAT under two conditions; exposure of mice to cold (referred to as cold beige) and following exposure to warm conditions after induction of beige adipocytes formation (referred to as warm beige).^21^ Initially, we classified H3K27ac peaks into 3 categories: cold beige-specific peaks (10,385 regions with fold change [FC] of H3K27ac cold beige/H3K27ac warm beige >2), warm beige-specific peaks (5,744 regions with an FC of cold beige H3K27ac/warm beige H3K27ac < 0.5), and common H3K27ac peaks (17,795 regions with an FC of cold beige H3K27ac/warm beige H3K27ac from 0.5 to 2) (Figure S5A). Next, we compared cold beige-specific H3K27ac peaks (10,385 peaks) with JMJD1A binding sites (39,364 peaks), and identified 2,089 overlapping peaks that were annotated to promoters of 1,647 genes (defined as 2 kb upstream to 1 kb downstream of TSS) (Figure S5B). Further comparison of the 857 genes cold-induced JMJD1A demethylation-dependent (as shown in Figure 4C) with 1,647 genes that exhibited both JMJD1A binding and cold beige-specific H3K27ac peaks lead to identification of 228 genes, including *Pgc1b* and *Pgc1a*. These 228 genes were defined as JMJD1A direct target genes, as they met the criteria of being cold-induced, JMJD1A demethylation-dependent, exhibiting cold beige-specific H3K27ac peaks, and having JMJD1A binding (Figure S5B; Table S1).

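The ChIP-seq data behind 2 of these 4 criteria were not analysed here. Of the 228 gene names in Table S1, 223 were matched to genes in the deposited counts, after misread characters in 13 names had been corrected. All 223 met both fold limits of the table on the group means, with a median log2 fold change of 1.58 by cold in wild-type mice and of −1.0 between the genotypes at 8°C. With library totals alone 181 met both limits. Of the 223 genes, 216 had an adjusted p under 0.05 by cold, 183 between the genotypes at 8°C and 101 for the difference between the cold responses, and 180 were among the overlapping genes. This number was 100 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C and 193 without replicate 1, or without replicate 3, of *Jmjd1a* HY/HY mice at 30°C. The table's genes were selected on these same libraries.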

To identify putative enhancers of mitochondrial regulatory genes, particularly *Pgc1b*, that are epigenetically regulated under cold conditions, we conducted transposase-accessible chromatin sequencing (ATAC-seq) analysis using cultured beige adipocytes derived from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^. The ATAC-seq data revealed periodicity signals matching nucleosome units (Figure S6A) and their distribution along the transcription start site (TSS) (Figure S6B). Interestingly, the distribution of ATAC-seq peaks showed a similar pattern between *Jmjd1a*^+/+^ or *Jmjd1a*^HY/HY^ cells, with a higher proportion of peaks (27.2% for *Jmjd1a*^+/+^ and 22.3% for *Jmjd1a*^HY/HY^ cultured adipocytes, respectively) located at promoter-transcription start sites (TSS) among all the peaks (Figure S6C). This indicates that the chromatin accessibility profile, as indicated by the ATAC-seq peaks, was not significantly affected by loss of demethylation activity of JMJD1A (Figure S6C). By comparing open chromatin peaks in cultured preadipocytes and adipocytes that were differentiated into beige adipocytes in both genotypes, we identified total of 10,048 peaks in *Jmjd1a*^+/+^ and 12,500 in *Jmjd1a*^HY/HY^ cultured adipocytes. These peaks were specifically present in differentiated beige adipocytes (Figure S6D).

Gene ontology (GO) analysis of the 5,224 and 6,061 genes associated with the adipocyte differentiation-specific peaks for *Jmjd1a*^+/+^ (10,048 peaks) or *Jmjd1a*^HY/HY^ (12,500 peaks) respectively (Figure S6D) demonstrated an enrichment of cold-induced thermogenesis-related genes in adipocytes for both genotypes (Figure S6E). Moreover, we observed a significant enrichment of the EBF2, CEBP, and NFI transcription factor binding motifs within the identified peaks specific to beige adipocytes in both genotypes. This is significant because these factors are well-studied transcription factors involved in the induction of thermogenic genes^27^^,^^28^^,^^29^^,^^30^ (Figure S6F). These results indicate that our ATAC-seq data successfully captured regions of open chromatin that undergo dynamic changes during the differentiation of beige adipocytes.

To identify enhancer regions that are associated with beige specific genes influenced by both cold and thermoneutral temperatures, we integrated H3K27ac and H3K4me1 ChIP-seq dataset from beige adipocytes in scWAT of NuTRAP mice, a system allowing histone modification analysis from single cell types in animal tissues (explained in more detail below),^21^ with our ATAC-seq dataset from cultured beige adipocytes. This analysis revealed predicted enhancer regions of several genes, including *Pgc1b* (−38, −48, and −73 kb from transcription start site [TSS]), *Pgc1a* (−42, −272 and −314 kb) (mitochondrial regulatory genes) (Figure 5A), *Ucp1* (−4.8 kb), *Ppara* (−10 kb) and *Cidea* (−13.5 kb) (thermogenesis genes) (Figure S7A). Notably, the predicted enhancer regions for *Ucp1*, *Ppara* and *Cidea* were consistent with previous reports.^14^ To validate the predicted enhancer of *Pgc1b* and *Pgc1a*, we analyzed published HiC- data and confirmed that these enhancers (−38 and −48 kb of *Pgc1b* and −42, −272, and −314kb of *Pgc1a*) physically interacted with the TSS in 3T3-L1 adipocytes^31^ (Figure S7B). Furthermore, information in the database EnhancerAtlas also indicated that the distal regions of *Pgc1b* were annotated as enhancers in BAT^32^ (Figure 5A).

**Figure 5:**
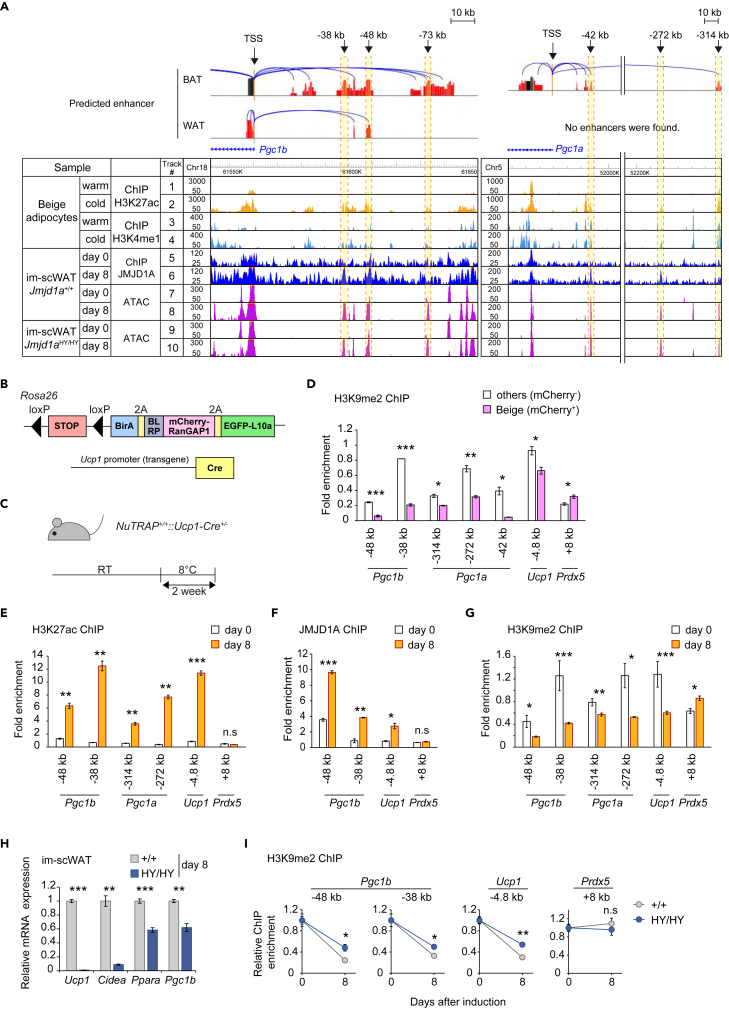
Histone demethylation in the enhancer region of mitochondrial regulator and thermogenesis genes by JMJD1A (A) Genome browser representation for H3K27ac, H3K4me1 in cold or warm beige adipocytes, and JMJD1A and ATAC-seq in im-scWAT cells on days 0 and 8 on *Pgc1b* or *Pgc1a* genomic regions. Distal enhancers of *Pgc1b* and *Pgc1a* predicted by Enhancer Atlas 2.0 are also presented on the genome browser. (B) Schematic representation of the transgene in NuTRAP::*Ucp1*-Cre mice. (C) NuTRAP::*Ucp1*-Cre mice were exposed to cold at 8°C for 2 weeks before analysis. (D) ChIP-qPCR analysis of H3K9me2 using sorted mCherry^+^ nuclei from beige adipocytes and mCherry^−^ nuclei from the other cells. (E–G) ChIP-qPCR analysis of H3K27ac (E), JMJD1A (F) and H3K9me2 (G) on indicated *Pgc1b*, *Pgc1a*, *Ucp1* and *Prdx5* enhancers during beige adipogenesis. (H) mRNA expression of indicated genes in differentiated im-scWAT cells (day 8) derived from *Jmjd1a*^+/+^ or *Jmjd1a*^HY/HY^ mice. (I) ChIP-qPCR showing the decrease in H3K9me2 levels on *Pgc1b* and *Ucp1* genes during beige adipogenesis, which was perturbed in the im-scWAT from *Jmjd1a*^HY/HY^ mice. Values of fold enrichment at day 0 of differentiation are set to 1. Data are the mean ± SEM (D–I). Representative of two (D–G) or three (H and I) independent experiments. Welch’s *t* test was performed for comparison in (D–I). ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001 were considered statistically significant. See also Figures S5–S7.

To assess the H3K9me2 levels of these differentiation regulated enhancers in beige adipocytes *in vivo*, we utilized NuTRAP::*Ucp1*-Cre mice, which allowed us to purify the nuclei specifically from beige adipocytes^21^^,^^33^ within a large background of white adipocytes. These mice expressed mCherry-labeled nuclei and EGFP-labeled ribosomes exclusively in beige adipocytes (Figure 5B). Following cold exposure, we isolated mCherry-labeled nuclei from WAT using flow cytometry (Figures 5C and S7C). Isolated nuclei were cross-linked, immunoprecipitated with anti-H3K9me2 antibody followed by ChIP-qPCR. The results indicated that the H3K9me2 levels at the enhancers of *Pgc1b* (−48 and −38 kb) and *Pgc1a* (−314, −272 and −42 kb) in mCherry-positive-beige cell nuclei were significantly reduced as compared to the H3K9me2 levels in mCherry-negative nuclei (non-beige cell nuclei) (Figure 5D), indicating that demethylation of H3K9me2 occurs in beige adipocytes in both *in vitro* and *in vivo* settings. These data also underscore that active epigenetic marks H3K27ac and H3K4me1 on *Pgc1a/b* enhancers overlapped with reduced H3K9me2 levels in beige adipocytes. Furthermore, the ChIP-qPCR analysis provided additional evidence of increased H3K27ac levels (Figures 5E and S7D) and recruitment of JMJD1A (Figure 5F) in the enhancers of *Pgc1b* and *Pgc1a*, while simultaneously showing a decrease in H3K9me2 levels to these regions during beige differentiation of cultured preadipocytes derived from scWAT (Figures 5G and S7E). Similar results were obtained for the *Ucp1*, *Ppara*, and *Cidea* enhancers. By contrast, there were minimal effects observed on histone modification or JMJD1A recruitment to the control region of *Prdx5* gene (Figures 5E–5G). Consistent with a key role for the enzyme activity of JMJD1A during adipocyte differentiation, we observed lower expression of *Ucp1*, *Cidea*, *Ppara*, and *Pgc1b* in differentiated im-scWAT adipocytes derived from *Jmjd1a*^HY/HY^ mice compared to *Jmjd1a*^+/+^ mice (Figure 5H). Additionally, H3K9me2 levels remained higher in *Jmjd1a*^HY/HY^ im-scWAT cells at the enhancers of *Pgc1b, Ucp1*, *Ppara*, and *Cidea* after beige adipocyte differentiation (Figures 5I and S7F). Interestingly, despite the lower expression and the higher histone methylation of these key adipogenic genes, ATAC-seq analysis from differentiated *Jmjd1a*^HY/HY^ im-scWAT cells before and after differentiation revealed an open chromatin state in these enhancers in both genotypes (Figure 5A, track 8 and 10), indicating that these enhancers are open upon differentiation and that H3K9me2 regulation occurs through changes in gene function not directly related to chromatin accessibility. The precise biological mechanism that H3K9me2 contributes to in this context remains unclear. However, these results indicate that the expression of *Pgc1* genes, key regulators of mitochondrial biogenesis, and other thermogenic genes are epigenetically controlled by JMJD1A during beige adipogenesis.

### Impaired mitochondrial biogenesis observed in *Jmjd1a*^HY/HY^ mice leads to obesity and metabolic disorders in aged mice

Next, we followed male and female *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice over the course of a sixty-week time course at room temperature (23°C). It is important to note that this temperature is below the thermoneutral zone for mice, as evidenced by previous studies.^34^^,^^35^^,^^36^ Both genotypes of mice gained weight over time, however both male and female *Jmjd1a*^HY/HY^ gained more weight than the control starting at around 30 weeks of age (Figures 6A–6C). Because mice typically exhibit a partial cold-induced thermogenic response characterized by increased energy expenditure and activation of thermogenic adipocytes at 23°C relative to thermoneutrality, we hypothesized that the *Jmjd1a*^HY/HY^ mice may gain more weight because of a defect in mitochondrial biogenesis and beige associated thermogenesis. Consistent with this hypothesis, mitochondrial DNA qPCR analysis revealed that *Jmjd1a*^HY/HY^ mice had lower mitochondrial DNA content compared to *Jmjd1a*^+/+^ mice at 53 weeks of age (Figure 6D). Histological analysis showed that the *Jmjd1a*^*+/+*^ mice developed a small population of scWAT that express both UCP1 and TOMM20, whereas similarly aged *Jmjd1a*^HY/HY^ did not exhibit the same phenotype (Figures 6E and S8A). Indirect calorimetry analysis demonstrated that *Jmjd1a*^HY/HY^ mice had significantly lower oxygen consumption and carbon dioxide production during both light and dark phases as compared to *Jmjd1a*^*+/+*^ mice (Figures 6F and S8B, left and middle). These results suggest that mitochondrial biogenesis and beige adipocyte conversion in scWAT contributes to an increase in energy expenditure that significantly contributes to the management of body weight over time. However, there was no significant difference in respiratory quotient (RQ) between the two genotype groups, indicating that fuel substrates utilized by both genotypes were not significantly different (Figures S8B, right and S8C).

**Figure 6:**
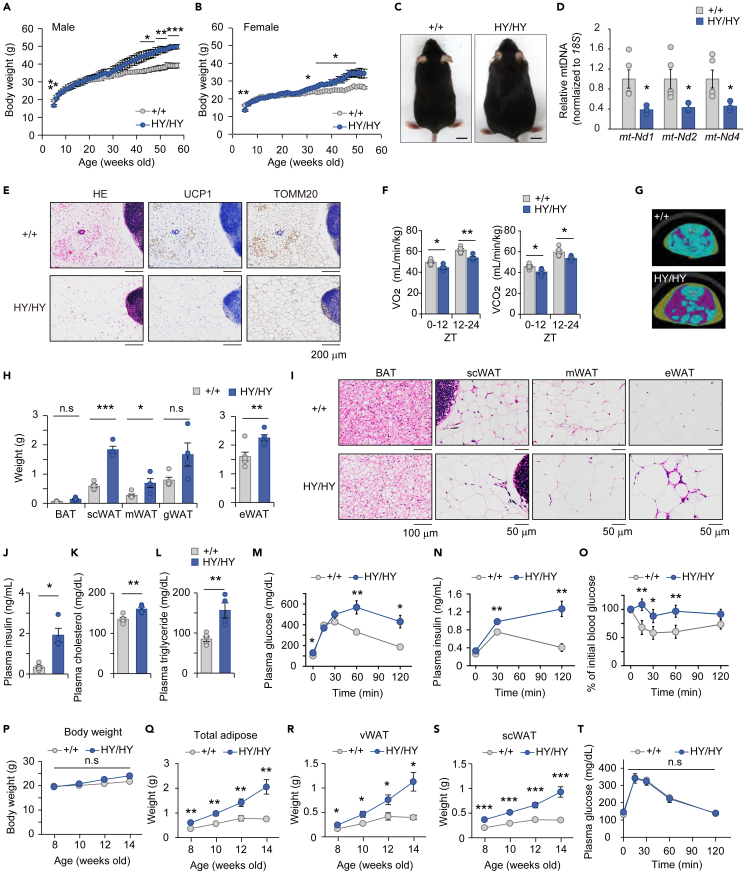
Impaired mitochondrial biogenesis causes obesity and metabolic dysfunction in *Jmjd1a*^HY/HY^ mice (A and B) Changes in body weight. *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ male mice (A, *Jmjd1a*^+/+^: n = 6, *Jmjd1a*^HY/HY^: n = 5) or female mice (B, *Jmjd1a*^+/+^: n = 5, *Jmjd1a*^HY/HY^: n = 4) were fed normal chow at 23°C. (C) Representative photographs of 53-week-old *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ female mice (scale bar, 10 mm). (D) Mitochondrial DNA content was measured by qPCR using primers for the *mt-Nd1*, *mt-Nd2,* and *mt-Nd4* genes in scWAT from 53-week-old *Jmjd1a*^+/+^ (n = 5) and *Jmjd1a*^HY/HY^ (n = 3) mice housed at 23°C. (E) Representative images of H&E and immunohistochemical staining for UCP1 and TOMM20 in scWAT sections from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice (scale bar, 200 μm). Low magnification images are shown in Figure S8A. (F) The mean of oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) was calculated every 12 h. VO_2_ and VCO_2_ were normalized to mouse body weight (42 weeks old, *Jmjd1a*^+/+^: n = 5, *Jmjd1a*^HY/HY^: n = 4). (G) Representative computed tomography (CT) images of the lumber L4 vertebra of *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ female mice. Visceral fat, subcutaneous fat, and muscle are shown in purple, yellow, and blue, respectively. (H) Weights of BAT, scWAT, mesenteric (m)WAT, gonadal (g)WAT from female mice (53 weeks old, *Jmjd1a*^+/+^: n = 5, *Jmjd1a*^HY/HY^: n = 4), and epididymal (e)WAT from male mice (57 weeks old, *Jmjd1a*^+/+^: n = 6, *Jmjd1a*^HY/HY^: n = 5). (I) H&E stained sections of BAT (scale bar, 100 μm), scWAT, and mWAT from *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ female mice, and eWAT from male mice (scale bar, 50 μm). (J–L) Plasma insulin (J), cholesterol (K), and triglycerides (L) were measured in *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice in the fed state. (M and N) Glucose tolerance test (GTT). Plasma glucose (M) and insulin (N) concentrations were measured after the intraperitoneal injection of 2 g/kg glucose (49 weeks old, *Jmjd1a*^+/+^: n = 5, *Jmjd1a*^HY/HY^: n = 4). (O) Insulin tolerance test (ITT). Plasma glucose concentration was measured after the administration of 0.75 U/kg insulin (52 weeks old, *Jmjd1a*^+/+^: n = 5, *Jmjd1a*^HY/HY^: n = 4). (P–S) Changes in body weight (P) and fat mass determined by X-ray CT (Q-S) in 8- to 14- week-old *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ female mice (*Jmjd1a*^+/+^: n = 9, *Jmjd1a*^HY/HY^: n = 7). (T) GTT was conducted as described in (M) using 15-week-old female mice (*Jmjd1a*^+/+^: n = 11, *Jmjd1a*^HY/HY^: n = 4).Data are the mean ± SEM (A, B, D, F, H, J-T). Repeated-measures ANOVA with a post-hoc Welch’s – test (A, B, M-T) or Welch’s *t* test was performed for comparison in (D, F, H, J-L). ∗p < 0.05 and ∗∗p < 0.01, and ∗∗∗p < 0.001 were considered statistically significant. n.s indicates no significance. See also Figure S8.

Analysis of body composition using X-ray computed tomography (CT) scanning revealed marked fat deposition in scWAT and visceral adipose tissue (vWAT) of *Jmjd1a*^HY/HY^ mice at 43 weeks of age (Figure 6G). Anatomical analysis confirmed that *Jmjd1a*^HY/HY^ mice had a greater body weight at the time of CT scanning (Figure S8D). Moreover, the total adipose tissue weight, including both vWAT and scWAT, in *Jmjd1a*^HY/HY^ mice was approximately 3.8 times higher compared to *Jmjd1a*^+/+^ mice (Figure S8E). Specifically, the weights of scWAT and vWAT, including mesenteric WAT (mWAT) and epididymal WAT (eWAT), were significantly higher in *Jmjd1a*^HY/HY^ mice compared to control mice (Figures 6H, S8F, and S8G). Female mice also showed an increasing trend in BAT and gWAT weights (Figures 6H, S8H, and S8I). Histological analysis further revealed lipid accumulation in BAT and adipocyte hypertrophy in scWAT, visceral mWAT, and gWAT in *Jmjd1a*^HY/HY^ mice (Figures 6I and S8J–S8L). Notably, the presence of crown-like structures (CLS) was observed in visceral eWAT of *Jmjd1a*^HY/HY^ mice, suggesting these mice also suffered from low grade chronic inflammation (Figure 6I). Consistent with this observation, the mRNA expression levels of inflammation-related genes, *Ccl2*, *Ccl5*, *Tnf-a*, *F4/80* and *Cd11b* in eWAT were significantly higher in *Jmjd1a*^HY/HY^ mice (Figure S8M). These findings suggest that impaired mitochondrial biogenesis in scWAT due to JMJD1A deficiency contributes to obesity, altered body composition, and possibly metabolic disorders.

In fact, the aged *Jmjd1a*^HY/HY^ mice had significantly higher levels of plasma insulin, cholesterol, and triglyceride compared to *Jmjd1a*^+/+^ mice (Figures 6J–6L). Additionally, *Jmjd1a*^HY/HY^ mice showed lower level of non-esterified fatty acid (NEFA) after fasting (Figure S8N). However, the levels of plasma glucose and total ketone bodies were comparable between the two genotype groups (Figures S8O and S8P). Plasma leptin, a hormone associated with satiety and adiposity, was approximately 3 times higher in *Jmjd1a*^HY/HY^ mice consistent with adipose tissue dysfunction (Figure S8Q). During the glucose tolerance test, *Jmjd1a*^HY/HY^ mice had higher plasma glucose and insulin levels compared to control mice (Figures 6M and 6N). Additionally, the insulin tolerance test showed higher plasma glucose levels in *Jmjd1a*^HY/HY^ mice compared to *Jmjd1a*^+/+^ mice (Figure 6O). These findings indicate that the glucose intolerance in *Jmjd1a*^HY/HY^ mice is attributable to insulin insensitivity. The presence of CLS in the visceral eWAT of *Jmjd1a*^HY/HY^ mice (Figure 6I) suggests that adipose tissue inflammation may contribute, at least in partially, to the insulin insensitivity observed in *Jmjd1a*^HY/HY^ mice. Based on these results, it can be concluded that *Jmjd1a*^HY/HY^ mice developed a range of biochemical abnormalities that are hallmarks of metabolic diseases that accumulate over time. The study highlights the importance of mitochondrial biogenesis in scWAT, especially in response to mild cold exposure (room temperature), as a protective mechanism against age related obesity and metabolic disorders.

To investigate if the metabolic abnormalities developed prior to the noticeable differences in body weight, we performed body composition measurements on young mice aged 8 to 14 weeks, which did not exhibit any body weight difference compared to *Jmjd1a*^+/+^ mice (Figure 6P). CT analysis revealed significantly higher adipose tissue content, including visceral and subcutaneous WAT, in *Jmjd1a*^HY/HY^ mice (Figures 6Q–6S). Notably, at 15 weeks of age, *Jmjd1a*^HY/HY^ mice showed similar glucose tolerance despite having larger adipose tissue compared to *Jmjd1a*^+/+^ mice (Figure 6T). These observations suggest that young *Jmjd1a*^HY/HY^ mice experience normal weight obesity and display metabolic abnormalities as they age. Overall, the findings of this study demonstrate that *Jmjd1a*^HY/HY^ mice exhibit a spectrum of metabolic abnormalities associated with aging, resembling characteristic features of metabolic diseases. These results underscore the crucial role of mitochondrial biogenesis in scWAT, particularly in response to mild cold exposure, as a protective mechanism against obesity and metabolic disorders. They also are consistent with the obesity/metabolic disease paradigm that excess body weight that occurs during aging precedes the appearance of significant metabolic disorders.

To further investigate the link between JMJD1A and metabolic disease, we utilized datasets of human metabolic parameters and adipose tissue gene expression from METSIM (METabolic Syndrome In Men), a cohort study of Finnish men.^37^^,^^38^ Our analysis revealed negatively correlation between *JMJD1A* expression and BMI, waist circumference, hip circumference, serum triglycerides, and serum cholesterol (Figures 7A–7F). This implies that JMJD1A may play a role in enhancing energy metabolism in adipose tissue and potentially preventing obesity in humans.

**Figure 7:**
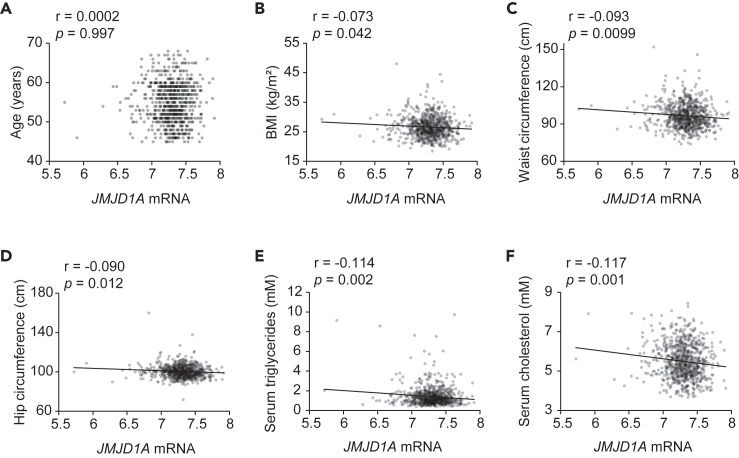
Correlation between the expression of *JMJD1A* and the risk of obesity and metabolic disorder in human cohorts (A–F) Correlation between the expression level of *JMJD1A* in human adipose tissue and age (A), BMI (B), waist circumference (C), hip circumference (D), serum triglycerides (E) and serum cholesterol (F). Pearson’s correlation coefficient was used to determine the correlation between *JMJD1A* expression level and the indicated parameters. These datasets were obtained from GSE70353.^37^^,^^38^

## Discussion

In our current study, we extend our previous studies^14^^,^^15^^,^^19^ to show that the expression of key mitochondrial regulators, such as *Pgc1a* and *b,* in scWAT are regulated by the histone demethylase JMJD1A in an external temperature-dependent manner in mice. We generated a mouse model with a single amino acid change in the Jumonji domain that eliminates iron binding which is critical to the α-ketoglutarate dependent demethylase activity of all Jumonji domain proteins. We used this *Jmjd1a*^HY/HY^ mouse model to demonstrate that JMJD1A plays a pivotal role in modulating H3K9me2 levels at enhancers of key mitochondrial genes such as *Pgc1a/b* to promote their expression, thereby facilitating mitochondrial biogenesis and the development of beige adipocytes during cold exposure in mice (Figure 8A). Our previous studies^14^^,^^15^ (also reviewed in^16^^,^^17^^,^^18^) combined with our current observations show that JMJD1A regulates thermogenesis in beige scWAT through a sequential two-step mechanism, starting with the phosphorylation of JMJD1A at amino acid S265, followed by the demethylation of histone H3K9, ultimately leading to the induction of mitochondrial biogenesis and beige adipogenesis. Notably, our data suggests that inactivation of JMJD1A’s catalytic activity does not influence chromatin opening (Figure S6C), suggesting that the demethylation of H3K9me2 promotes gene transcription by facilitating the recruitment of coactivators^19^ and other histone modifications, such as H3K9 acetylation to open sites.

**Figure 8:**
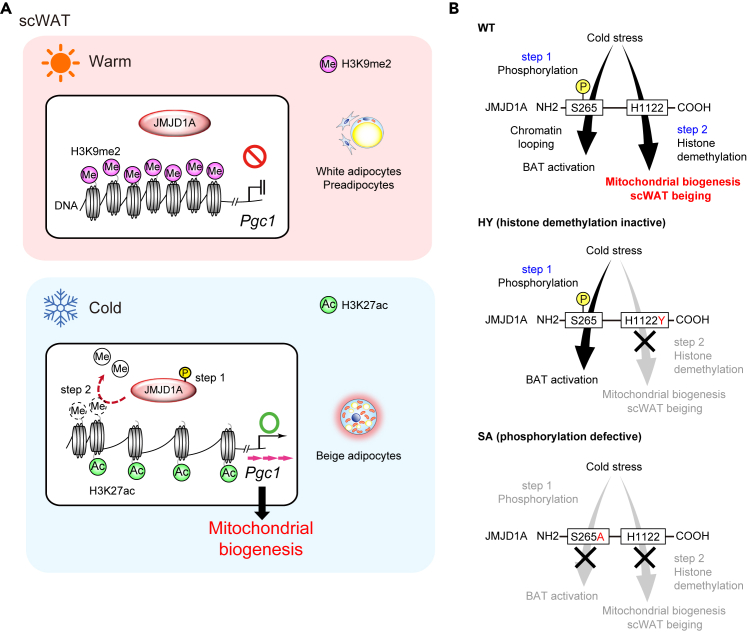
Summary of this study (A) Schematic model of cold-induced mitochondrial biogenesis via epigenetic reprogramming of mitochondrial regulatory genes during scWAT beiging by JMJD1A. (B) Distinct roles of serine phosphorylation (step 1) and histone demethylation (step 2) of JMJD1A in BAT activation and scWAT beiging. (Top) JMJD1A WT mice can activate BAT and induce WAT beiging via histone demethylation independent and dependent mechanisms. (Middle) JMJD1A demethylation inactive mice (HY) are unable to induce mitochondrial biogenesis in scWAT while BAT activation is unaffected. (Bottom) JMJD1A phosphorylation defective mice (SA) are unable to activate either BAT or scWAT beiging.

Our study revealed that defects in JMJD1A-mediated demethylation is associated with obesity and metabolic disorders as mice age on a normal chow diet. Interestingly, young mice fed a normal diet showed no difference in body weight but had increased body fat mass (Figures 6Pand 6Q). These mice exhibited decreased scWAT beiging and thermogenesis due to reduced mitochondrial biosynthesis under mild cold exposure (room temperature). These phenotypes are recognized as “normal weight obesity” or “sarcopenic obesity” in humans which are linked to a higher risk of future metabolic abnormalities and insulin resistance.^39^ Mechanistically, our study emphasizes the critical role of JMJD1A in histone demethylation of key mitochondrial regulatory genes, PGC-1α and PGC-1β, for preventing obesity and metabolic abnormalities.

Aging is associated with a decline in mitochondrial quantity and function, contributing to the development of obesity over the life span in humans.^40^ Additionally, the activity of brown adipose and beige adipose tissues declines as humans age as well.^41^ This has sparked a growing interest in approaches to enhance mitochondrial function in adipose tissue to address and prevent obesity and metabolic diseases.^10^ The regulation of mitochondrial activity through histone demethylation holds promise as a potential avenue to achieve this objective.

JMJD1A also functions as a chromatin scaffold in brown adipocytes in BAT, which is independent of its enzyme activity.^15^ Importantly, our study further demonstrates that the absence of catalytic activity of JMJD1A does not influence brown adipocyte thermogenic functions, and thus, it has no impact on cold tolerance during acute cold stress (Figure 3), nor does it appear to be involved in the hyperplasia observed under chronic cold stress (Figures S2A and S2F). These findings indicate that JMJD1A’s contribution to acute thermogenesis in brown adipocytes is independent of histone demethylation activity. Instead, our previously reported PKA-induced JMJD1A phosphorylation and long-range chromatin looping, which bring active distal enhancers closer to the proximal promoter, play a more significant role in activating thermogenic genes such as *Ucp1*, *Dio2*, *Adrb1* and others, consistent with our previous reports.^13^^,^^14^^,^^15^^,^^19^ This critical result emphasizes the complementary roles played by JMJD1A in regulating thermogenesis in the two different types of thermogenic adipocytes, brown and beige.

Although JMJD1A catalytic activity has no impact on brown adipocyte thermogenic function, following the *Jmjd1a*^HY/HY^ over time also revealed a key role for JMJD1A in regulating body weight as mice age (Figure 6). The absence of JMJD1A’s catalytic activity led to impaired mitochondrial biogenesis in scWAT, resulting in increased weight gain that proceeded the development of metabolic abnormalities including glucose intolerance (Figure 6). These observations highlight the significance of JMJD1A in regulating epigenetic remodeling, promoting mitochondrial biogenesis in scWAT, which in turn prevents excess weight gain and glucose intolerance as mice age. These findings also provide significant support for the model that obesity associated metabolic disease is a consequence of excess weight gain.

Thermogenic adipocytes, brown adipocytes in BAT and beige adipocytes in scWAT, play a significant role in energy expenditure. Previous studies have highlighted the importance of thermogenesis in beige scWAT in maintaining systemic energy metabolism. For example, one study demonstrated that the loss of CD81, a marker of beige adipocyte progenitor cells, impairs the differentiation of beige adipocytes, but not brown adipocytes, leading to diet-induced obesity and insulin resistance.^42^ In contrast, the specific deficiency of PRDM16, a transcriptional regulator that promotes the differentiation of both brown and beige adipocytes, in brown adipocytes alone did not result in obesity.^43^ By elucidating the specific contribution of *Jmjd1a* in beige scWAT thermogenesis, our study provides additional evidence for the importance of beige adipocytes in maintaining energy balance and metabolic homeostasis.

Previous *in vivo* studies using *Jmjd1a* knock-in mice with a S265A mutation (preventing phosphorylation of JMJD1A) have shown reduced energy expenditure in both BAT and scWAT (Figure 8B),^14^ however, these mouse models were not sufficient for directly investigating the two-step regulatory mechanism mediated by JMJD1A *in vivo*. Therefore, we engineered a new complementary mouse model with a selective inactivation of the catalytic activity of JMJD1A, and results presented here provide more direct *in vivo* evidence supporting the involvement of the two-step mechanism in the induction of genes involved in mitochondrial biogenesis such as *Pgc1a* and *Pgc1b* in scWAT. Figure 8B presents an overview of the distinct yet overlapping phenotypes revealed by our studies using the three mouse models: step 1 signal sensing deficient mice (knock-in mice with a S265A mutation), step 2 epigenetic rewriting defective point mutant mice (knock-in mice with an H1122Y mutation). The combined studies expand our understanding beyond the regulation of beige-selective genes and highlights the broader role of JMJD1A in promoting mitochondrial biogenesis in response to β-AR signaling and in thermogenic regulation during cold exposure and aging.

In summary, our data highlight the importance of JMJD1A in epigenetic regulation of mitochondrial biogenesis in scWAT downstream of β-AR signaling. This process plays a critical role in regulating energy expenditure and also in preventing obesity associated metabolic disease as mice age. Thus, the concept of tissue-specific regulation of mitochondrial biogenesis through the rewritable epigenome provides a new perspective for the development of therapeutic interventions aimed at improving energy metabolism and combating metabolic disorders associated with obesity.

### Limitations of the study

Using *Jmjd1a*^HY/HY^ mice, we have shown that loss of JMJD1A activity in mice impairs both mitochondrial biogenesis and beige adipogenesis in scWAT, however, it is important to note that JMJD1A activity is globally inactivated in these mice. Therefore, it remains plausible that this effect is mediated by tissues and cell types beyond adipocytes, including potential influences from neuronal effects or immune cells. To address this possibility, tissue-specific deletion of JMJD1A is required in future studies.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

mouse monoclonal anti-mouse JMJD1A antibody	Abe et al.^15^	IgG-F0618
mouse monoclonal anti-mouse JMJD1A antibody	Abe et al.^15^	IgG-F0231
mouse monoclonal anti-mouse JMJD1A antibody	This paper	IgG-F1313
rabbit polyclonal anti-phospho-JMJD1A (S265) antibody	Abe et al.^15^	#11890-2
mouse monoclonal anti-H3K27ac antibody	Kimura et al.^44^	CMA309/9E2H10
mouse monoclonal anti-H3K9me2 antibody	Hayashi-Takanaka et al.^45^	CMA317/6D11
rabbit polyclonal anti-UCP1 antibody	Abcam	ab10983; RRID:AB_2241462
total OXPHOS rodent WB antibody cocktail	Abcam	ab110413; RRID:AB_2629281
rabbit monoclonal anti-COX IV antibody	Cell Signaling Technology	4850T; RRID:AB_2085424
mouse monoclonal anti-ACTB antibody	Sigma-Aldrich	A5441; RRID:AB_476744
rabbit polyclonal anti-TOMM20 antibody	Proteintech	11802-1-AP; RRID:AB_2207530

**Bacterial and virus strains**		

pFastBac1-eXact-hJMJD1A-WT (489-1321)	Abe et al.^15^	N/A
pFastBac1-eXact-hJMJD1A-H1120F (489-1321)	This paper	N/A
pBabe SV40 large T antigen	Addgene	13970

**Chemicals, peptides, and recombinant proteins**		

Norepinephrine	Merck	A9512-250MG
Insulin	Sigma-Aldrich	I5523
Medetomidine	Nippon Zenyaku Kogyo	N/A
Midazolam	Maruishi Pharmaceutical	211-762100
Butorphanol	Meiji animal health	N/A
Antigen retrieval solution, pH 9.0	Nichirei Bio Sciences	415291
Collagenase D	Wako	034-22363
Dispase II	Thermo Fisher Scientific	17105-041
DMEM/Ham’s F12 medium	Sigma-Aldrich	D0547-10X1L
Fetal bovine serum	Thermo Fisher Scientific	10270
Penicillin and streptomycin sulfate	Nacalai Tesque	09367-34
Puromycin	Santacruz	sc-108071
Indomethacin	Sigma-Aldrich	I7378-5G
Dexamethasone	Sigma-Aldrich	D4902
3-isobutyl-1-methylxanthine	Sigma-Aldrich	I5879
Rosiglitazone	Wako	184-02651
T3	Sigma-Aldrich	T-2877
Oil red O	Wako	154-02072

**Critical commercial assays**		

Glucose C2 test kit	Wako	439-90901
NEFA C-test kit	Wako	279-75401
Autokit Total Ketone Bodies	Wako	415-73301
Triglyceride E-test kit	Wako	432-40201
Cholesterol E-test kit	Wako	439-17501
LBIS mouse insulin ELISA kit (U-type)	Wako	633-03411
Mouse leptin immunoassay kit	Morinaga Institute of Biological Science Inc.	M1305
Simple Stain Mouse MAX PRO	Nichirei Bio Sciences	414311
TruSeq RNA Sample Purification Kit	Illumina	RS-122-2001

**Deposited data**		

RNA-seq transcriptome data	This paper	GEO: GSE236733
ATAC-seq data	This paper	GEO: GSE236724
ChIP-seq data of JMJD1A	Abe et al.^14^	GEO: GSE107901
ChIP-seq data of H3K27ac and H3K4me1	Roh et al.^21^	GEO: GSE108077
HiC data	Siersbaek et al.^31^	GEO: GSE95533
Transcriptome of human adipose tissue	Civelek et al.^38^	GEO: GSE70353

**Experimental models: Cell lines**		

Sf9 cells	Thermo Fisher Scientific	11496015
im-scWAT cells transduced with WT-hJMJD1A	Takahashi et al.^19^	N/A
im-scWAT cells transduced with H1120Y-hJMJD1A	Takahashi et al.^19^	N/A
im-scWAT cells derived from *Jmjd1a*^+/+^ mice	This paper	N/A
im-scWAT cells derived from *Jmjd1a*^HY/HY^ mice	This paper	N/A

**Experimental models: Organisms/strains**		

C57BL/6J	Jackson laboratory Japan	N/A
*Jmjd1a*^HY/HY^ mice	This paper	N/A
NuTRAP mice	Jackson laboratory	029899
*Ucp1*-Cre mice	Jackson laboratory	024670

**Oligonucleotides**		

Primers used for Real-time PCR reactions	See Tables S3 and S4	N/A

**Software and algorithms**		

ImageJ	Schneider et al.^46^	https://imagej.net/ij/
IBM SPSS 28.0	IBM	N/A
FlowJo V10 software	BD Biosciences	N/A
FastQC	N/A	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
fastp	Chen et al.^47^	https://github.com/OpenGene/fastp
STAR	Dobin et al.^48^	https://github.com/alexdobin/STAR
StringTie	Pertea et al.^49^	https://ccb.jhu.edu/software/stringtie/
GFOLD	Feng et al.^50^	https://zhanglab.tongji.edu.cn/softwares/GFOLD/index.html
Trimmomatic	Bolger et al.^51^	http://www.usadellab.org/cms/?page=trimmomatic
Bowtie2	Langmead et al.^52^	https://sourceforge.net/projects/bowtie-bio/files/bowtie2/
SAMtools	Li et al.^53^	https://github.com/samtools/samtools
Picard	N/A	https://broadinstitute.github.io/picard/
deepTools	Ramirez et al.^54^	https://deeptools.readthedocs.io/en/develop/
HOMER	Heinz et al.^55^	http://homer.ucsd.edu/homer/
MACS3	Zhang et al.^56^	https://github.com/macs3-project/MACS
BEDTools	Quinlan et al.^65^	https://bedtools.readthedocs.io/en/latest/
Hicup	Lieberman-Aiden et al.^67^	https://www.bioinformatics.babraham.ac.uk/projects/hicup/
Juicer	Durand et al.^68^	https://github.com/aidenlab/juicer/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Juro Sakai ().

#### Materials availavility

Mouse lines generated in this study are available on a reasonable request from the lead contact, Juro Sakai ().

#### Data and code availability

• Data supporting this study are available upon request from the corresponding author. RNA-seq transcriptome and ATAC-seq data (days 0 and 8) have been deposited in the Gene Expression Omnibus (GEO) database with accession numbers GSE236733 and GSE236724, respectively. ChIP-seq data of JMJD1A were obtained from GSE107901, and ChIP-seq data of H3K27ac and H3K4me1 were obtained from GSE108077. HiC data were obtained from GSE95533. Datasets of human adipose tissue gene expression and metabolic parameters were obtained from GSE70353.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Animals and Ethics Statement

All animal studies were conducted at Tohoku University and the University of Tokyo and adhered to the basic guidelines for conducting animal experiments established by the Animal Care and Use Committee. Mice were maintained on a chow diet (CE-2, CLEA Japan, Tokyo, Japan) with free access to water under a 12-h light/dark cycle at a constant temperature (22-24°C). The generation of *Jmjd1a*^HY/HY^ mice is described in detail below. The brown and beige adipocyte-specific studies involved crossing NuTRAP mice (Jackson Laboratory, 029899)^33^ with *Ucp1*-Cre mice (JAX024670).^57^ Both mouse lines, which were backcrossed for over eight generations with C57BL/6J mice, were generously gifted by Dr. Evan D. Rosen. Additional information regarding the age and sex of the mice is provided in Table S2.

#### Cell Culture

To isolate scWAT derived-stromal vascular fractions (SVFs), scWAT was dissected from 5-week-old *Jmjd1a*^+/+^ and *Jmjd1a*^HY/HY^ mice. The tissue was minced in phosphate buffered saline (PBS) and digested with collagenase D (Wako) and dispase II (Roche Diagnostics, Indianapolis, IN, USA) in PBS at 37°C for 40 min with shaking as described by Abe et al.^14^ Following digestion, the cell suspension was filtered through a 70-μm cell strainer into a new tube and then centrifuged at 800 × g for 5 min. The resulting cell pellet was resuspended in medium A, which consisted of Dulbecco’s Modified Eagle Medium (DMEM)/Ham's F-12 medium (Sigma-Aldrich) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, USA) and 100 units/ml penicillin and 100 μg/ml streptomycin sulfate (Nacalai Tesque, Kyoto, Japan). The cells were then cultured at 37°C with a 5% CO_2_ atmosphere in a humidified incubator. To immortalize cells, the cells were infected with a retrovirus expressing the large T antigen, pBabe SV40 large T antigen from Addgene (No. 13970). Three days after infection, the SVFs were selected using puromycin at a concentration of 0.5 μg/ml to establish immortalized cell lines referred to as im-scWAT cells. All the cells were confirmed to be free from mycoplasma infection using Mycoplasma Hoechst Stain Kit (MP biomedicals, Irvine, CA, USA).

For differentiation into beige adipocytes, im-scWAT cells were cultured to approximately 100% confluence. The cells were then treated with induction medium A containing 0.125mM indomethacin (Sigma-Aldrich), 5 μM dexamethasone (Sigma-Aldrich), 0.5mM 3-isobutyl-1-methylxanthine (Sigma-Aldrich), 0.5 μM rosiglitazone (Wako), 5 μg/ml insulin (Sigma-Aldrich), and 1 nM T3 (Sigma-Aldrich). After 2 days of induction, the cells were switched to medium A containing only insulin, T3, and rosiglitazone for another 6 days to support further differentiation and maturation into beige adipocytes.

For oil red O (ORO) staining, cells at specified stages of differentiation were rinsed with PBS and fixed in 3.7% formaldehyde in H_2_O for 10 min. After two washes with PBS and one wash with 60% isopropanol for 1 min, the cells were stained for 15 min in freshly diluted ORO solution (0.18% (wt/vol) ORO in 60% isopropanol). The stain was removed, and the cells were washed twice with PBS and photographed as previously described.^58^^,^^59^

### Method details

#### Antibodies

The mouse monoclonal antibody, immunoglobulin G F1313 (IgG-F1313) against mouse JMJD1A was produced by immunizing mice with affinity-purified recombinant full-length JMJD1A. Mouse monoclonal anti-mJMJD1A antibodies (IgG-F0618 and IgG-F0231), rabbit polyclonal anti-phospho-JMJD1A S265 (#11890-2),^15^ mouse monoclonal anti-H3K27ac IgG (CMA309/9E2H10),^44^ and mouse monoclonal anti-H3K9me2 IgG (CMA317/6D11)^45^ were developed as described previously. Antibodies against UCP1 (ab10983) and total OXPHOS rodent WB antibody cocktail (ab110413) were purchased from Abcam (Cambridge, UK). Anti-COX IV (4850T), anti-ACTB (A5441), and anti-TOMM20 (11802-1-AP) antibodies were obtained from Cell Signaling Technology (Danvers, MA, USA), Sigma-Aldrich (Saint Louis, MO, USA), and Proteintech (Rosemont, IL, USA), respectively.

#### Generation of *Jmjd1a*^HY/HY^ mice

To generate *Jmjd1a*^HY/HY^ mice, the following procedure was followed: a CRISPR-Cas9 expression vector (5 ng/μL), sgRNA targeting *Jmjd1a* exon 22 (5'- TACATCTAAGTGAAGATTTG -3'), and single-stranded donor DNA (10 ng/μL) containing the H1122Y mutation were injected into fertilized C57BL/6J eggs. The detailed method for harvesting fertilized eggs has been previously described.^60^ The injected single-cell embryos were transferred to pseudopregnant ICR mice. PCR-based screening and Sanger sequencing were performed to identify the founder mice. Genotyping was performed using clipped toes as the source of DNA. To amplify the *WT* allele, a specific set of primers (5'-GGAAATATGGGACCACAAATCTTC-3' for *WT* allele) and a reverse primer (5'-AGACAGTAAGCCCAGCTTCAA-3for both *WT* and *Jmjd1a*^HY^ allele) were used. To amplify the *Jmjd1a*^HY^ allele, a set of primers (5'-GGAAATATGGGACCACTAACTTGT-3' for *Jmjd1a*^HY^ allele), along with the common reverse primer for both the *WT* and *Jmjd1a*^HY^ allele, were used.

#### Cold exposure experiments

Mice were individually caged in a thermostatic chamber iB-230 (TAITEC, Aichi, Japan) and allowed to acclimate to thermal neutrality (30°C) for 1 week prior to the initiation of the cold exposure experiments. For acute cold exposure, the mice were transferred to different thermostatic chambers and maintained at 4°C for 8 h periods. For chronic cold exposure, the mice were placed in a chamber maintained at 8°C for 1 week.

#### Body temperature

Mice were restrained by hand, and a thermocouple RET-3 rectal probe (Physitemp, Clifton, NJ, USA) was gently inserted approximately 2 cm into the anus of the mice and held for 3 s to obtain the rectal temperature. The rectal temperature was monitored using a digital thermometer BDT-100 (BRC, Aichi, Japan) connected to the thermocouple RET-3 rectal probe.

#### Indirect calorimetry

Mice were placed in an individual acrylic metabolic chamber either set at RT or in a thermostatic chamber maintained at the indicated temperatures with unrestricted access to water and food and maintained on a 12-h light/dark cycle. Oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were monitored using an O_2_/CO_2_ metabolic measurement system (MK-5000RQ; Muromachi Kikai, Japan). Measurements were taken every 3 min for 2 consecutive days. The respiratory quotient (RQ) was calculated as the ratio of VCO_2_ to VO_2_. The mean values of 240 measurements of the O_2_ and CO_2_ concentrations were used to calculate the total O_2_ consumption and CO_2_ production in the mice during each 12-h period.

To analyze the thermogenic function induced by norepinephrine (NE, Sigma-Aldrich), mice were intraperitoneally injected with NE (1 mg/kg body weight) and oxygen consumption was measured for 1 h using an indirect calorimeter (MK-5000RQ). Daily energy expenditure was also measured using an MK-5000RQ. The chamber volume was 720 ml, and the airflow to the chamber was 400 ml/min for mice acclimated to 30°C and 800 ml/min for mice acclimated to 8°C. Samples were collected every 3 min, and a standard gas reference was taken every 30 min.

#### Metabolite measurements

Plasma glucose levels were determined using the Glucose CII test (Wako, Osaka, Japan). Plasma non-esterified fatty acids (NEFA) and total ketone body levels were determined using the NEFA C test (Wako) and Autokit Total Ketone Bodies test (Wako), respectively. Plasma triglyceride and cholesterol levels were measured using the triglyceride E-test (Wako) and cholesterol E-test (Wako), respectively. Plasma insulin and leptin levels were determined using a mouse insulin ELISA kit (U-type, Wako) and a mouse leptin immunoassay kit (Morinaga Institute of Biological Science, Inc.), respectively, according to the manufacturer's instructions.

#### Glucose and insulin tolerance test

For the glucose tolerance tests (GTTs), mice were fasted overnight for 16 h, glucose (2 g/kg body weight) was administrated intraperitoneally, and the plasma glucose concentration was determined using the Glucose CII test (Wako). The plasma insulin concentration was measured during the GTT using an LBIS mouse insulin ELISA kit (U-type, Wako). For the insulin tolerance test (ITT), non-fasted mice were injected intraperitoneally with 0.75 U/kg insulin (Sigma-Aldrich) approximately 2 h after the start of the light cycle.

#### Computed tomography analysis

To measure the fat content of the mice, computed tomography (CT) was performed using a LaTheta LCT-200 (Hitachi-Aloka, Tokyo, Japan) system under anesthesia with 0.3 mg/kg medetomidine, 4 mg/mL midazolam, and 5 mg/mL butorphanol. To quantify the visceral and subcutaneous fat depots, the area between the proximal end of the lumbar vertebra L1 and the distal end of L6 was scanned. The weight of the fat depots was calculated using LaTheta software.

#### Histological analysis

Excised BAT and scWAT samples were fixed in 10% (v/v) neutral buffered formalin for 48 h at 4°C and embedded in paraffin. Immunostaining was performed on deparaffinized 3 μm sections, which were subsequently rehydrated, and the endogenous peroxidase activity was quenched via treatment with 0.3% hydrogen peroxide for 20 min. Antigen retrieval was performed by incubating the slides in an autoclave at 120°C for 5 min in antigen retrieval solution (pH 9.0; 415291, Nichirei Bio Sciences, Tokyo, Japan). Sections were incubated overnight at 4°C with rabbit anti-UCP1 antibody (ab10983, Abcam) or anti-TOMM20 antibody (11802-1-AP, Proteintech) at a dilution of 1:2000. UCP1 or TOMM20 signals were amplified with Simple Stain Mouse MAX PO (414311, Nichirei Bio Sciences), and the color was developed using a 3,3'Diaminobenzidine (DAB) substrate. The sections were counterstained with hematoxylin. Adipocytes were quantified with regards to area and number using the ImageRI_Adipocyte_Tools’ (https://dev.mri.cnrs.fr/projects/imagej-macros/wiki/Adipocytes_Tool) tool with a minimum size of 40 μm^2^ and a maximum size of 40000 μm^2^. More than 110 cells were counted in each individual during quantification.

#### Tissue temperature measurements

The mouse tissue temperature was measured according to a method described in a previous report.^61^ Briefly, anesthesia was induced in mice through the intraperitoneal injection of medetomidine hydrochloride (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). The mice were then placed on a self-regulating heating pad (NHP-M30N, Nissinrika, Tokyo, Japan) to maintain their rectal temperature at 37°C. To measure the tissue temperature, a thermocouple RET-3 rectal probe (Physitemp, Clifton, NJ, USA) was implanted into the rectum, whereas needle microprobes MT-29-1 (Physitemp, Clifton, NJ, USA) were inserted into the interscapular BAT and the skeletal muscle on the back. The tissue temperatures were recorded simultaneously using the TC-2000 Meter (Sable Systems International, North Las Vegas, NV, USA). Once the tissue temperature had stabilized for over 5 min, an intraperitoneal infusion of 1 mg/kg NE was administered. Changes in tissue temperature were continuously measured every second for 1 h, and the mean value per minute was calculated.

#### Transmission electron Microscopy

Differentiated cells expressing WT-hJMJD1A or HY-hJMJD1A were incubated in a solution containing 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4) for 1 h. The cells were then washed three times with 0.1 M cacodylate buffer. Subsequently, cells were treated with 1% OsO_4_ in 0.1 M cacodylate buffer for 15 min. After dehydration in a series of ethanol concentrations ranging from 50-100%, the dehydrated cells were embedded in Epon resin. Thin sections were cut using a microtome (EM UC-7; Leica, Wetzlar, Germany), stained with 2% uranyl acetate, 1% lead citrate, 1% lead acetate, and 1% lead nitrate, and images were obtained using a transmission electron microscope (JEM1400, JEOL, Tokyo, Japan).

#### Recombinant Protein purification

To purify the truncated form of the recombinant hJMJD1A-WT (amino acids [a.a.] 489–1321) and hJMJD1A-H1120F (a.a. 489-1321) proteins, a baculovirus expressing eXact™-tagged hJMJD1A was produced following a previously described method.^15^ To create pFastBac1-eXact-hJMJD1A-WT (489-1321) and pFastBac1-eXact-hJMJD1A-H1120F (489-1321) plasmids, fragments of the eXact™ tag sequence and either the WT or H1120F sequence of hJMJD1A (489-1321) were cloned into the pFastBac1 vector (Invitrogen). After infecting Sf9 cells with baculovirus-expressing eXact™-tagged WT or H1120F hJMJD1A (amino acids 489-1321), the harvested cell pellets were lysed using lysis buffer. Supernatants containing the lysed proteins were then incubated with Profinity eXact™ purification resin (Bio-Rad Laboratories, Hercules, CA, USA). After washing, the WT or H1120F hJMJD1A (489-1321) protein was eluted using elution buffer, as previous described.^15^

#### *In vitro* demethylation activity assay

To assess the demethylation activity of recombinant JMJD1A proteins, the HTRF-FRET demethylation assay was performed using a biotinylated dimethyl-histone H3K9me2 (1-21) peptide substrate (AnaSpec, Fremont, CA, USA) and a Europium cryptate-labeled anti-unmethylated histone H3K9 specific monoclonal antibody (anti-H3K9me0-Eu(K)) (Sceti Medical Labo, Tokyo, Japan), according to the manufacturer's protocol with slight modification as previously described.^15^

#### Immunoprecipitation and immunoblotting

Cultured cells were lysed in cell lysis buffer (50 mM HEPES-KOH [pH 7.9], 150 mM NaCl, 1.5 mM MgCl_2_ and 0.1% NP-40) and tissue homogenates were lysed in RIPA buffer (20 mM HEPES-KOH [pH 7.9], 1 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, and 0.5% DOC). Both buffers were supplemented with protease inhibitors (5 mg/ml pepstatin A, 10 mg/ml leupeptin, 2.8 mg/ml aprotinin, and 0.5 mM phenylmethylsulfonyl fluoride [PMSF]) and phosphatase inhibitors (40 mM NaF, 10 mM β-glycerophosphate, and 1 mM Na_3_VO_4_).

For immunoprecipitation with anti-JMJD1A antibody (IgG-F0618),^15^ 2 mg of the protein lysates were incubated with 3 μg of antibody. After a 2-h incubation at 4°C, Proteins G Sepharose 4 Fast Flow beads (GE Healthcare, Chicago, IL, USA) were added and incubated for another 1 h. The beads were washed three times with cell lysis buffer. Immunoprecipitates were subjected to immunoblotting using an anti-JMJD1A antibody (IgG-F0231)^15^ and anti-phospho-JMJD1A S265 (#11890-2).^15^ For immunoblotting, proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to poly vinylidene di-fluoride (PVDF) membranes, and incubated with antibodies overnight at 4°C. Immunoblots were visualized by chemiluminescence using Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific), and luminescence images were analyzed and quantified using ImageJ software.^46^

#### Evaluation of mtDNA copy number

The mitochondrial DNA (mtDNA) copy number was evaluated by determining the ratio of mtDNA to nuclear DNA (nDNA). mtDNA was extracted from scWAT using phenol/chloroform after digestion with proteinase K (150 μg/ml) in DNA lysis buffer (50 mM Tris-HCl [pH 7.9], 20 mM EDTA, 1% SDS, 100 mM NaCl) at 55°C overnight. The relative amounts of mtDNA were determined using quantitative real-time PCR relative to the 18S rRNA level. Mitochondrial coding genes encoding NADH dehydrogenase 1, 2, and 4 (*mt-Nd1, mt-Nd2,* and *mt-Nd4*, respectively) were selected to represent the mtDNA copy number.

#### Quantitative RT- PCR

Total RNA was extracted from cells using a Sepasol reagent (Nacalai Tesque) or from tissues using the ISOGEN reagent (Nippon Gene, Tokyo, Japan), according to the manufacturer's instructions. Extracted RNA (2 μg) was converted to cDNA using the SuperScript III First-Strand Synthesis System and oligo (dT) primers (Thermo Fisher Scientific). Real-time PCR was performed in 384-well plates using SYBR Green PCR buffer and the ABI PRISM 7900HT Sequence Detection System (Thermo Fisher Scientific). All reactions were performed in triplicate. mRNA expression is presented as a fold change relative to the indicated control after normalization to *Cyclophilin*^15^ or *Rpl32*.^62^ All primer sequences used in this study are listed in Table S3.

#### Chromatin immunoprecipitation assay

For ChIP using the anti-H3K27ac and anti-H3K9me2 antibodies, cells were cross-linked with 0.5% formaldehyde for 10 min at RT as previously described.^58^^,^^63^ For ChIP using the anti-JMJD1A antibodies, cells were cross-linked with 1.5mM ethylene glycol bis (succinimidyl succinate) (Thermo Fisher Scientific) for 30 min, followed by a second cross-linking with 0.5% formaldehyde for 10 min at RT, as previously described.^14^^,^^19^ Cross-linked cells were homogenized by passing through a 22 G needle 10 times in ice-cold hypotonic buffer (10 mM HEPES-KOH [pH 7.5], 1.5 mM MgCl_2_, 10 mM KCl, 1 mM EDTA, 1 mM EGTA) with protease inhibitors. Nuclear fractions were lysed in cell lysis buffer C (23 mM Tris-HCl [pH 8.0], 3.0 mM EDTA, 0.9% Triton X-100, 134mM NaCl, 0.2% SDS) with protease inhibitors, and fragmented to approximately 500 bp using a Branson SONIFIER 250 (Emerson, St. Louis, MO, USA). The sonicated nuclear fraction was incubated overnight with each antibody conjugated to Dynabeads Protein G (Thermo Fisher Scientific). After washing, decrosslinking, and elution, the immunoprecipitated DNA was purified using the QIAquick PCR purification kit (Qiagen, Venlo, Netherlands), and the concentration was determined using the Qubit double-stranded DNA High Sensitivity Assay Kit (Thermo Fisher Scientific).

The following antibodies were used for ChIP: mouse monoclonal anti-H3K27ac IgG (CMA309/9E2H10)^44^ (2 μg of antibody/30 μg of DNA), and mouse monoclonal anti-H3K9me2 IgG (CMA317/6D10)^45^ (2 μg of antibody/3 μg of DNA). All primer sequences used for ChIP-qPCR are listed in Table S4.

#### RNA-sequencing (RNA-seq)

RNA-seq libraries were prepared using the TruSeq RNA Sample Purification Kit (Illumina, San Diego, CA, USA), according to the manufacturer's protocol. Deep sequencing was performed on a HiSeq 2500 sequencer (Illumina, San Diego, CA, USA) using paired-end 50-base reads.

#### RNA-seq data analysis

For RNA-seq data analysis, FastQC (developed by the Bioinformatics Group at the Babraham Institute; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to examine the quality of the sequencing reads from the FASTQ files. Adapter sequences and low quality bases were trimmed using fastp.^47^ After adapter trimming and filtering low-quality reads, the sequencing reads were aligned to the mm10 mouse genome using STAR.^48^ Fragments per kilobase of exon per million (FPKM) tables of RNA-seq data were calculated using StringTie^49^ with the GENOCODE comprehensive gene annotation set M25 Release. For the integrated analysis of RNA-seq and JMJD1A ChIP-seq data in cultured beige adipocytes^14^ (GSE107901), sequencing reads were aligned to the mouse genome mm9, and FPKM was calculated using GFOLD^50^ with the GENOCODE comprehensive gene annotation set M1 release.

#### ChIP-seq data analysis

For ChIP-seq data analysis, FastQC was used to examine the quality of sequencing reads in the FASTQ files. Adapter sequences and low-quality bases were trimmed using Trimmomatic.^51^ After adapter trimming and filtering of low-quality reads, sequencing reads were aligned to the mouse genome mm9 using Bowtie2^52^ for integrated analysis with databases, such as EnhancerAtlas.^32^ After the alignment of the ChIP-seq sequence reads, SAM files of the aligned sequences were converted to sorted BAM files using SAMtools.^53^ PCR duplicates were removed using Picard, developed by Broad Institute. Bigwig files were generated using the deepTools bamCoverage^54^ tool after removing signals from regions blacklisted by mm9.^64^ For peak calling, JMJD1A peaks were retrieved using the histone mode of the findPeaks function of HOMER,^55^ and the peaks of transcription factors were retrieved using MACS3.^56^ Overlapping peaks were defined as peaks with > 50% overlap and were calculated using the intersection function of BEDTools.^65^

#### ATAC-sequencing and data analysis

A nuclear suspension was prepared from im-scWAT cells derived from *Jmjd1a*^+/+^ or *Jmjd1a*^HY/HY^ mice, both before and after differentiation into beige adipocytes (day 0 or day 8), using a resuspension buffer (10 mM Tris-HCl, 10 mM NaCl, and 3 mM MgCl_2_, pH 7.4), as previously described.^66^ ATAC sequencing (ATAC-seq) was performed using the ATAC-Seq Kit (Active Motif, Carlsbad, CA, USA) according to the manufacturer's instructions (Active Motif). Briefly, 100,000 cell nuclei were incubated with the labeling mix containing Tn5 transposase at 37°C for 30 min. Subsequently, the DNA was purified and amplified using PCR. After purification, the library quality was assessed using a 4200 TapeStation system (Agilent Technologies, Santa Clara, CA). The library was sequenced using a NovaSeq 6000 system (Illumina, San Diego, CA, USA), generating approximately 30 million reads per sample. Data analyses included adaptor trimming, filtering, read mapping, sorting, PCR duplication removal, bigwig file generation, and peak calling. The same procedure was implemented for ChIP-seq data analysis. Fragment size visualization was performed using Picard, and metagene plots and heat maps were generated using BEDTools.^66^ Visualization of the genome-wide distribution and motif searching of ATAC peaks were performed using HOMER.^55^

#### Hi-C data analysis

Raw data from the Hi-C analysis of differentiating 3T3-L1 preadipocytes were obtained from a public database ( GSE95533).^31^ The data were processed using the Hicup^67^ and Juicer^68^ tools. Genomic interactions involving *Pgc1b* and *Pgc1a* were visualized using the Wash-U Epigenome Browser (https://epigenomegateway.wustl.edu/).

#### Nuclear isolation and sorting

Nuclear isolation was performed based on the method described by Roh et al..^21^^,^^33^ scWAT was homogenized using a digital homogenizer HK-1 (AS ONE, Osaka, Japan) in nucleus preparation buffer (NPB) containing 10 mM HEPES, 1.5 mM MgCl_2_, 10 mM KCl, 250 mM sucrose, 0.1% NP-40, and 0.2 mM DTT, and adjusted to pH 7.9. Homogenates were filtered through 100-μm cell strainers, cross-linked with 1% paraformaldehyde (PFA) at 25°C for 4 min, and then quenched by adding 125 mM glycine for 10 min. The cross-linked homogenates were centrifuged at 1000 × *g* for 10 min, and the nuclei-containing pellets were washed twice with NPB. Nuclear pellets were resuspended in nucleus sorting buffer (NSB) (10 mM Tris [pH 7.9], 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% NP-40, 0.2 mM DTT), along with 20 ng/mL 4’,6-diamidino-2-phenylindole (DAPI) to label DNA. After filtering through 40-μm cell strainers, isolated nuclei were sorted using a FACS Aria II flow cytometer (BD, Franklin Lakes, NJ, USA), and gated by DAPI-stained DNA fluorescence. Singlets were gated using forward scatter (FSC), side scatter (SSC), and mCherry-positive and mCherry-negative populations. Data were analyzed using FlowJo v10 software (BD Biosciences, Franklin Lakes, NJ, USA). The collected samples were subjected to ChIP-qPCR using an anti-H3K9me2 antibody. Chromatin-immunoprecipitated DNA was subjected to qPCR using the SYBR green fluorescent dye.^19^^,^^58^^,^^63^

#### Extracellular flux measurement

Oxygen consumption rate (OCR) was measured using a Seahorse XF24 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA, USA), as previously described.^14^^,^^15^^,^^19^ On day 7 of differentiation, cultured adipocytes were detached with trypsin (0.5 g/L)/EDTA (0.53mM) solution (Nacalai Tesque) and re-seeded at 1.0 × 10^5^ cells per well into XF24 V7 cell culture microplates (Seahorse Bioscience) in culture medium A (DMEM supplemented with 10% fetal bovine serum and penicillin/streptomycin). After 24 h, the cells were switched to a prewarmed assay medium (DMEM medium containing 25 mM glucose, 1 mM sodium pyruvate, and 2 mM L-glutamine). First, basal respiration was assessed in untreated cells. Second, ATP turnover was calculated in response to exposure to 4.4 μg/ml oligomycin (Oligo) (Wako). Third, maximum respiratory capacity was assessed after stimulation with 2.5 μM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) (Sigma-Aldrich). Finally, mitochondrial respiration was blocked by adding both 1 μM rotenone (Sigma-Aldrich) and 1 μM antimycin A (Wako), and the residual OCR was considered as the nonmitochondrial respiration. Proton leak was calculated by subtracting the ATP turnover and nonmitochondrial respiration components of basal respiration, as described previously.^14^^,^^15^^,^^19^

#### Human data analysis

The association between the expression of JMJD1A and metabolic disorders were analyzed using the database of METSIM study, which includes the transcriptome data and metabolic parameters of 770 Finnish men (GSE70353).^37^^,^^38^

### Quantification and statistical analysis

All values are expressed as mean ± standard error of the mean unless otherwise specified. For normality, we used Shapiro-Wilk tests when the number of cohorts is greater than six. When the data indicated non-normality, the significances were evaluated by non-parametric Mann-Whitney U test. Significant differences between mean values were evaluated using a two-tailed Welch's t-test (when two groups were analyzed) or repeated-measures ANOVA with a post-hoc Welch’s t-test (when comparing repeated measurements). Pearson’s correlation coefficient was used to determine correlation between the level of *JMJD1A* expression in subcutaneous adipose tissue and the metabolic parameters. IBM SPSS 28.0 software (IBM, Armonk, NY, USA) was used for the statistical analysis. Significance was considered as *p* < 0.05.

# Supplementary material for: Mitochondrial biogenesis in white adipose tissue mediated by JMJD1A-PGC-1 axis limits age-related metabolic disease
**Source:** iScience. 2024 Mar 1;27(4):109398. doi: 10.1016/j.isci.2024.109398
**Supplement:** Document S1. Figures S1–S9 and Tables S1–S4

## **Supplemental information**

### **Mitochondrial biogenesis in white adipose tissue mediated by JMJD1A-PGC-1 axis limits age-related metabolic disease**

**Ryo Ito, Shiyu Xie, Myagmar Tumenjargal, Yuto Sugahara, Chaoran Yang, Hiroki Takahashi, Makoto Arai, Shin-Ichi Inoue, Aoi Uchida, Kenji Nakano, Hyunmi Choi, Ge Yang, Yanan Zhao, Rei Yamaguchi, Hitomi Jin, Hina Sagae, Youichiro Wada, Toshiya Tanaka, Hiroshi Kimura, Tatsuhiko Kodama, Hiroyuki Aburatani, Kazuhisa Takeda, Takeshi Inagaki, Timothy F. Osborne, Takeshi Yoneshiro, Yoshihiro Matsumura, and Juro Sakai**

**A**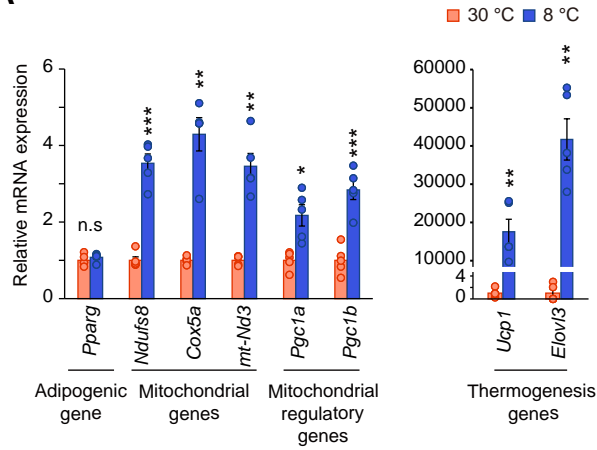**B**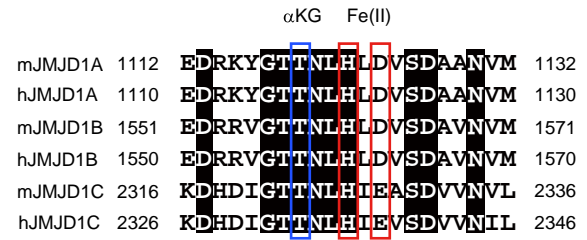**C**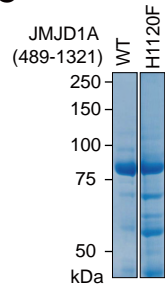**D**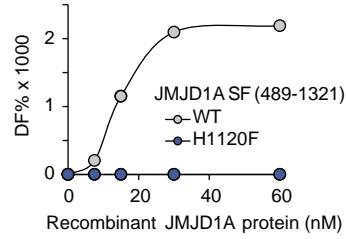**E**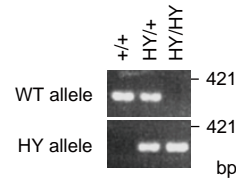**F**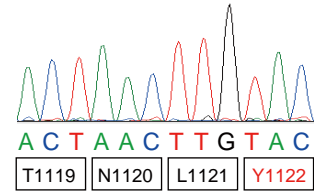**G**

| Line #1             |         |        | Line #2             |         |        |
|---------------------|---------|--------|---------------------|---------|--------|
| Genotype            | Numbers | (%)    | Genotype            | Numbers | (%)    |
| <i>Jmjd1a</i> +/+   | 149     | (34%)  | <i>Jmjd1a</i> +/+   | 65      | (33%)  |
| <i>Jmjd1a</i> HY/+  | 241     | (54%)  | <i>Jmjd1a</i> HY/+  | 116     | (58%)  |
| <i>Jmjd1a</i> HY/HY | 54      | (12%)  | <i>Jmjd1a</i> HY/HY | 18      | (9%)   |
| Total               | 444     | (100%) | Total               | 199     | (100%) |

**H**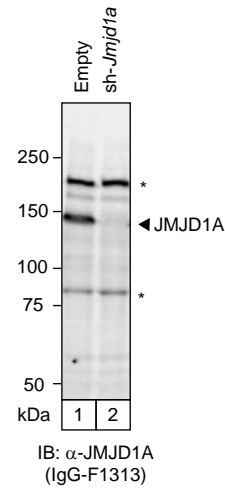**I**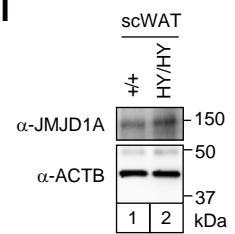

**Figure S1. Generation of *Jmjd1a*<sup>HY/HY</sup> mice with loss of demethylation activity, related to Figure 1.**

- (A) mRNA expression measured by qPCR using primers for *Pparg*, *Ndufs8*, *Cox5a*, *mt-Nd3*, *Pgc1a*, *Pgc1b*, *Ucp1* and *Elovl3* in the scWAT of *WT* mice housed at 8°C (n=5) or 30°C (n=5) for a week.
- (B) Alignment of amino acid sequences around α-KG and the Fe (II)-binding domain in the Jumonji C domain of mouse or human JMJD1 family members. Amino acids involved in α-KG and Fe (II) binding are indicated by blue and red squares, respectively.
- (C) Recombinant human JMJD1A short-form (489-1321) proteins with or without the H1120F mutation were purified from Sf9 cells and subjected to SDS-PAGE and CBB staining.
- (D) Histone demethylation activity of WT or H1120F JMJD1A (489-1321). Catalytic activities were examined using the HTRF-FRET histone demethylase assay, and the measured values are presented as DF% at the indicated concentrations of the recombinant JMJD1A protein (nM).
- (E) Ethidium bromide-stained agarose gel showing PCR products for genotyping to distinguish *WT* (+/+), H1122Y/*WT* heterozygous (HY/+), and H1122Y homozygous (HY/HY) mice.
- (F) Direct sequencing of genomic DNA from *Jmjd1a*<sup>HY/HY</sup> mice showing the tyrosine 1122 (TAC) mutation.
- (G) Genotypes of the pups (n = 444 in line #1 and n = 199 in line #2) obtained by crossing *Jmjd1a*<sup>HY/+</sup> mice.
- (H) Immunoblot analysis of JMJD1A in im-scWAT cells. Im-scWAT cells expressing control shRNA or shRNA targeting *Jmjd1a* were subjected to immunoblot analysis using an anti-mJMJD1A (IgG-F1313) antibody. Asterisks indicate non-specific bands.
- (I) Immunoblot analysis of JMJD1A in scWAT from *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice.
- Data are expressed as mean ± SEM (A). Welch's t test (A) was used for comparison. \**p* < 0.05, \*\**p* < 0.01, and \*\*\**p* < 0.001 were considered statistically significant. The uncropped images of the blots are shown in Figure S9.

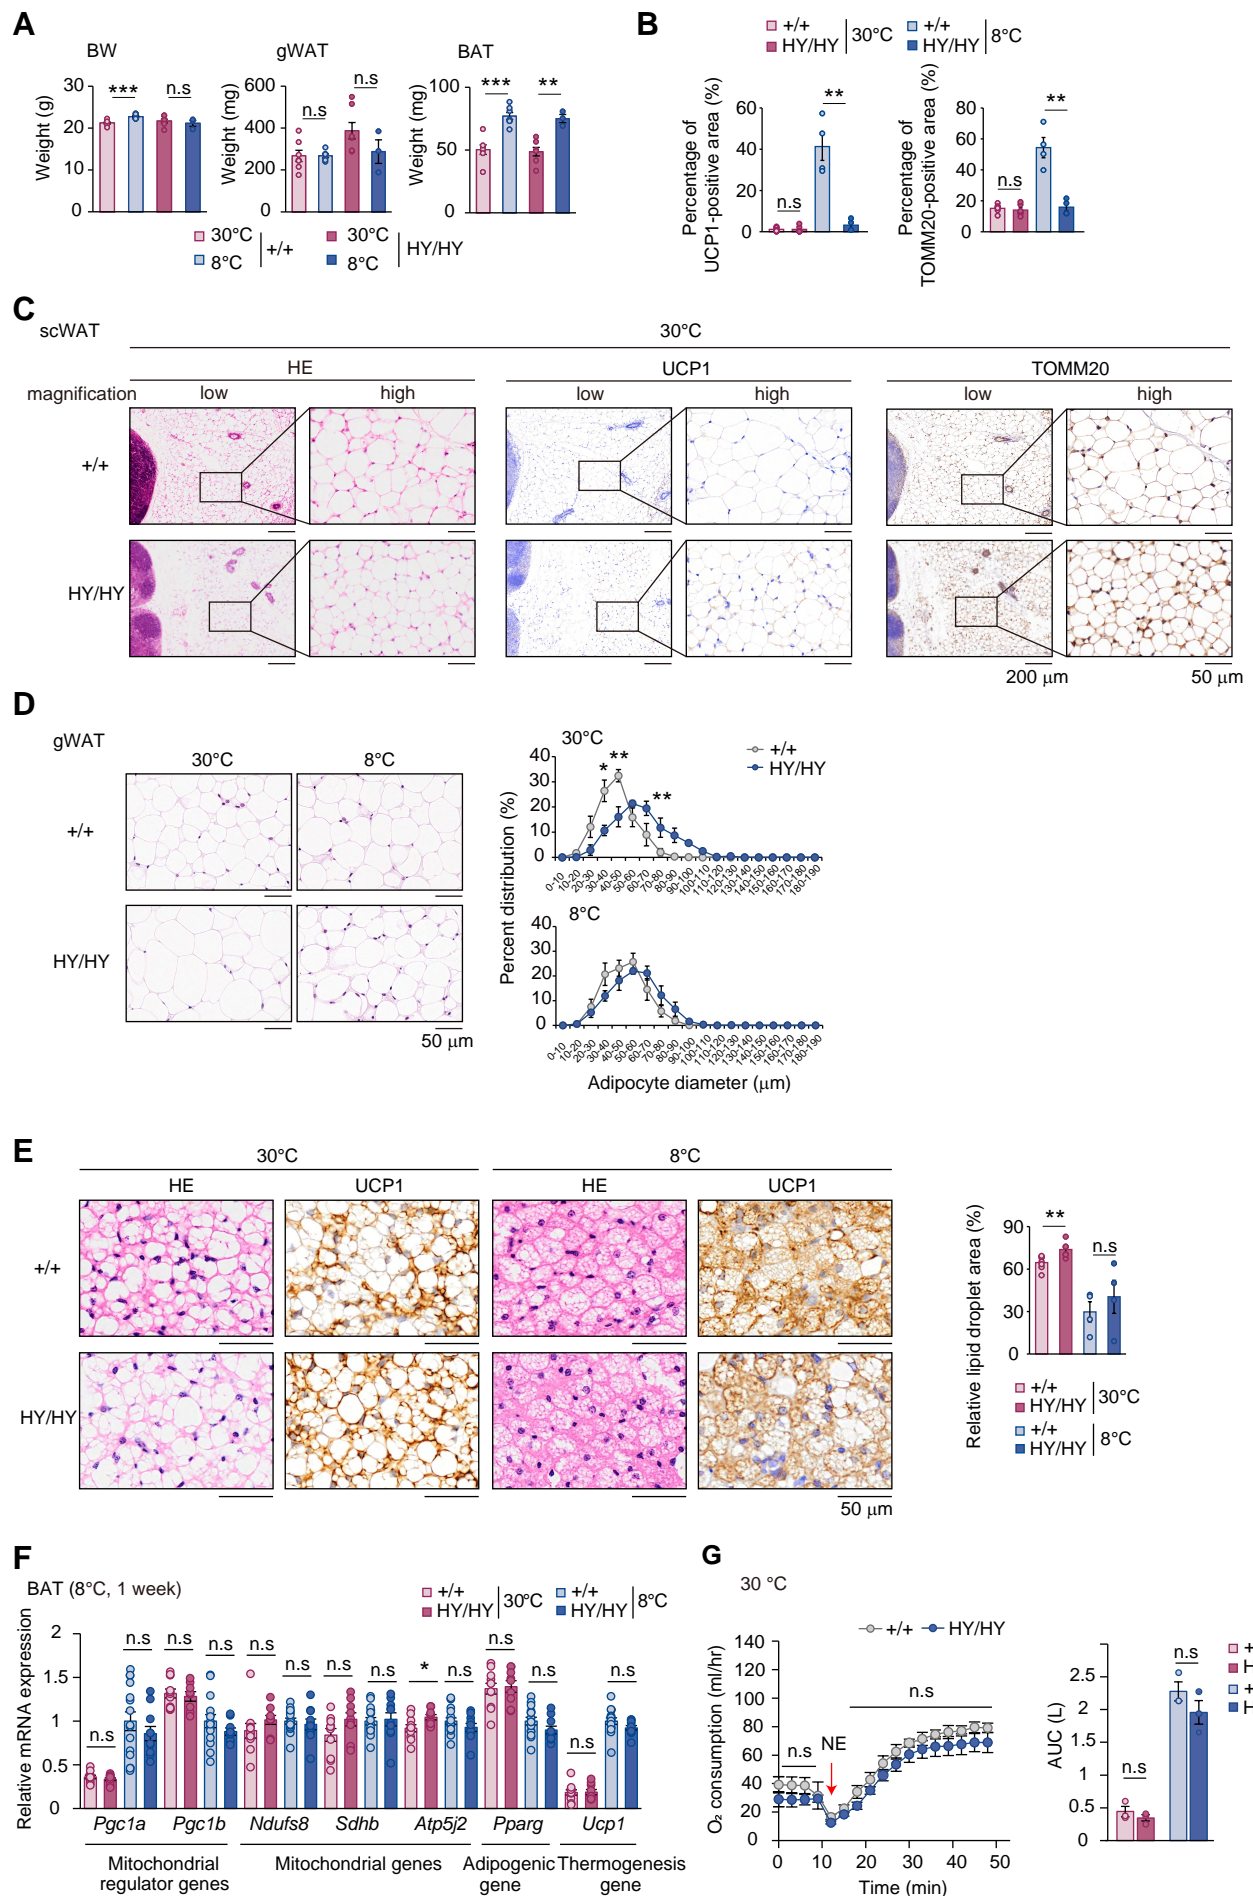

**Figure S2. Cold-induced mitochondrial biogenesis mediated by JMJD1A promotes energy expenditure, related to Figure 2.**

- (A) The weights of total body, gWAT and BAT of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice at 8°C or 30°C.
- (B) Population of UCP1- or TOMM20-positive area was calculated per field of view in Figures 2C and S2C.
- (C) H&E, UCP1, and TOMM20 staining of scWAT sections from *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice under thermoneutral conditions (scale bar, 200 µm at low magnification or 50 µm at high magnification).
- (D) H&E staining of gWAT sections from *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice under thermoneutral conditions (30°C) and chronic cold exposure (8°C) (scale bar, 50 µm) (left). Line graph showing the distribution of adipocyte diameters in gWAT of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice (right).
- (E) Representative images of H&E and UCP1 staining of BAT sections from *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice under thermoneutral conditions (30°C) and chronic cold exposure (8°C) (left; scale bar, 50 µm). Relative lipid droplet area was calculated per field of view (right).
- (F) mRNA levels of *Pgc1a*, *Pgc1b*, *Ndufs8*, *Sdhb*, *Atp5j2*, *Pparg* and *Ucp1* genes were determined by qPCR of BAT from *Jmjd1a*<sup>+/+</sup> or *Jmjd1a*<sup>HY/HY</sup> mice after chronic cold exposure (8°C) or thermoneutrality (30°C) conditions for 1 week.
- (G) NE-induced OCR in mice housed in thermoneutrality (30°C) for 2 weeks (*Jmjd1a*<sup>+/+</sup>: n = 3, *Jmjd1a*<sup>HY/HY</sup>: n = 3) (left). The OCR was analyzed before and 30 min after NE treatment (right).
- Data are mean ± SEM (A, B, D-G). Welch's t test (A, C-E, F (other than *Ndusf8* expression at 30°C), G) and Mann-Whitney U test (F (*Ndusf8* expression at 30°C)) were performed for comparison. \**p* < 0.05, \*\**p* < 0.01, and \*\*\**p* < 0.001 were considered statistically significant. n.s not significant.

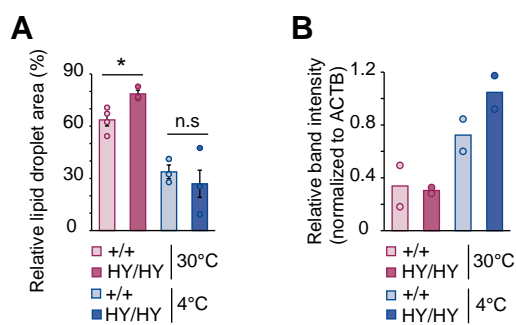

**Figure S3. JMJD1A demethylation activity is dispensable for thermogenic capacity in BAT, related to Figure 3.**

(A) Relative lipid droplet areas in the BAT of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice were calculated per the field of view from the images of H&E staining as shown in Figure 3D.

(B) Signal intensities of the UCP1 immunoblots in Figure 3F were calculated using ImageJ software. Actin was used as a loading control.

Data are mean  $\pm$  SEM (A) or mean (B). Welch's t test (A) was performed for comparison. \* $p < 0.05$  was considered statistically significant. n.s not significant.

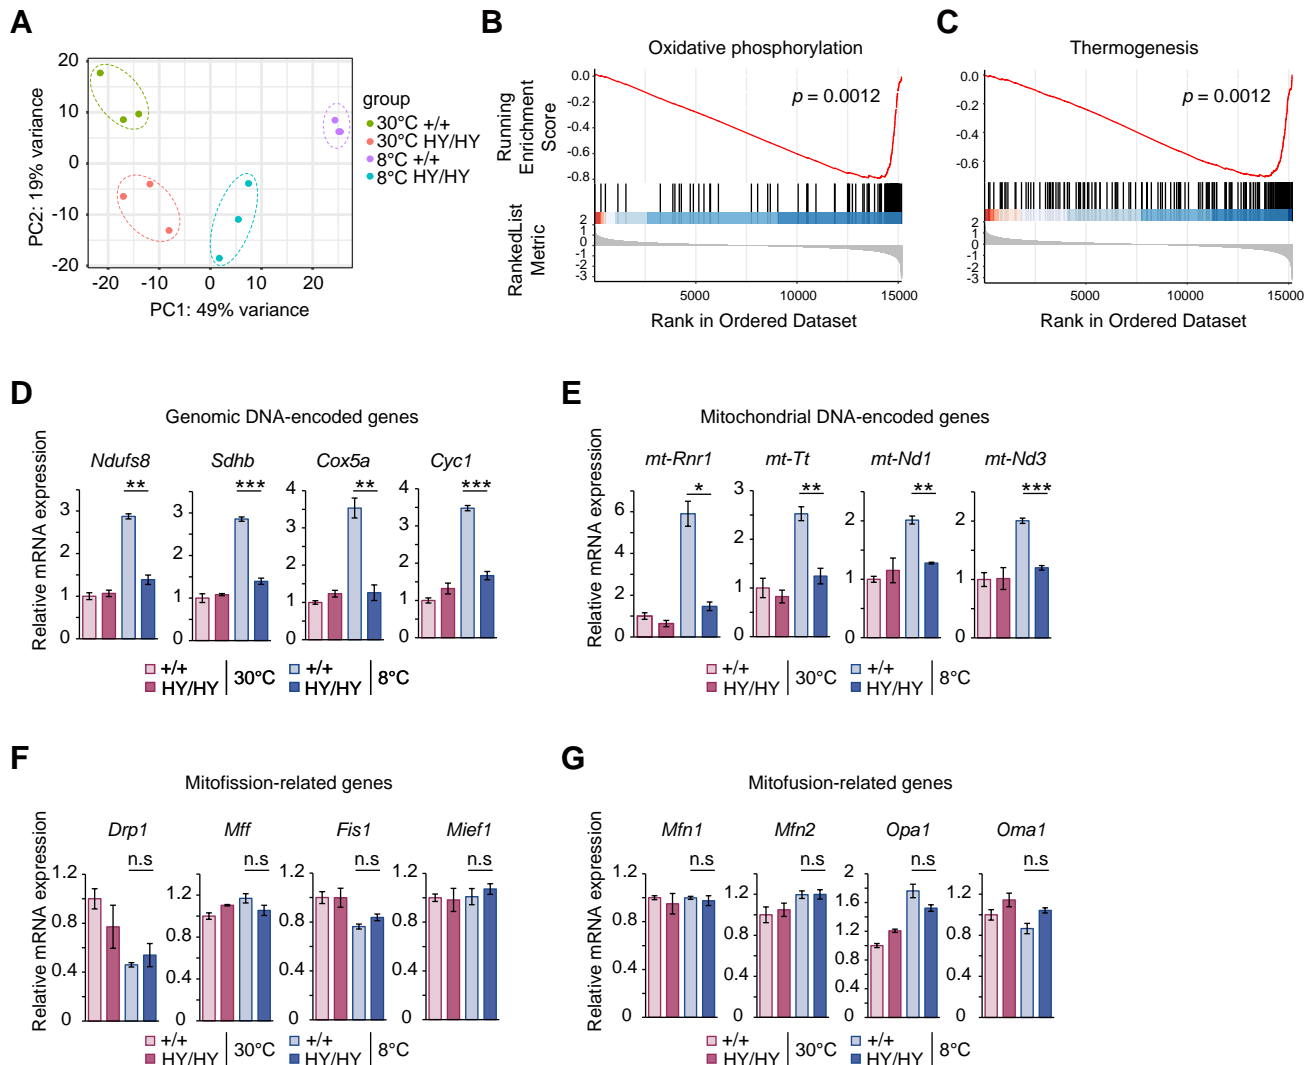

**Figure S4. JMJD1A demethylation activity is needed for the expression of thermogenesis and mitochondrial genes in response to chronic cold, related to Figure 4.**

(A) Principal component analysis (PCA) of all transcribed genes in scWAT of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice at 8°C or 30°C.

(B and C) Gene set enrichment analysis (GSEA) identifying negatively enriched “oxidative phosphorylation” (B) and “thermogenesis” (C) of JMJD1A demethylation-dependent cold-induced genes.

(D-G) Relative gene expression calculated using FPKM values from RNA-seq data of genomic DNA-coded mitochondrial genes (D), mitochondrial DNA-encoded genes (E), mitofission-related genes (F), and mitofusion-related genes (G). These values were normalized to those of *Jmjd1a*<sup>+/+</sup> cells at 30°C.

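The paper's values are FPKM, which divide a count by the length of the gene and by the total of the library, and are given relative to the mean of wild-type mice at 30°C. Gene length cancels out in such a ratio, whereas the scaling of the libraries does not. With TMM scaling *Ndufs8*, *Sdhb*, *Cox5a* and *Cyc1* were at 3.97, 3.73, 4.45 and 4.50 in wild-type mice at 8°C, and at 1.58, 1.59, 1.45 and 1.87 in *Jmjd1a* HY/HY mice at 8°C. With library totals alone the wild-type values were 3.16, 2.98, 3.52 and 3.58. Of the mitochondrial DNA-encoded genes, *mt-Rnr1* was at 7.71 with TMM scaling and 6.17 with library totals alone in wild-type mice at 8°C, and *mt-Nd1* at 2.63 and 2.08. *Opa1* was at 2.22 with TMM scaling and 1.76 with library totals alone. *mt-Nd3* was at 49.0 ± 82.9 (SD, n = 3) in wild-type mice at 8°C, which came from replicate 3 and fell to 1.09 without it.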

Data are mean ± SEM (D-G). Welch’s t test (D-G) was used for comparison. \**p* < 0.05, \*\**p* < 0.01 and \*\*\**p* < 0.001 were considered statistically significant. n.s not significant.

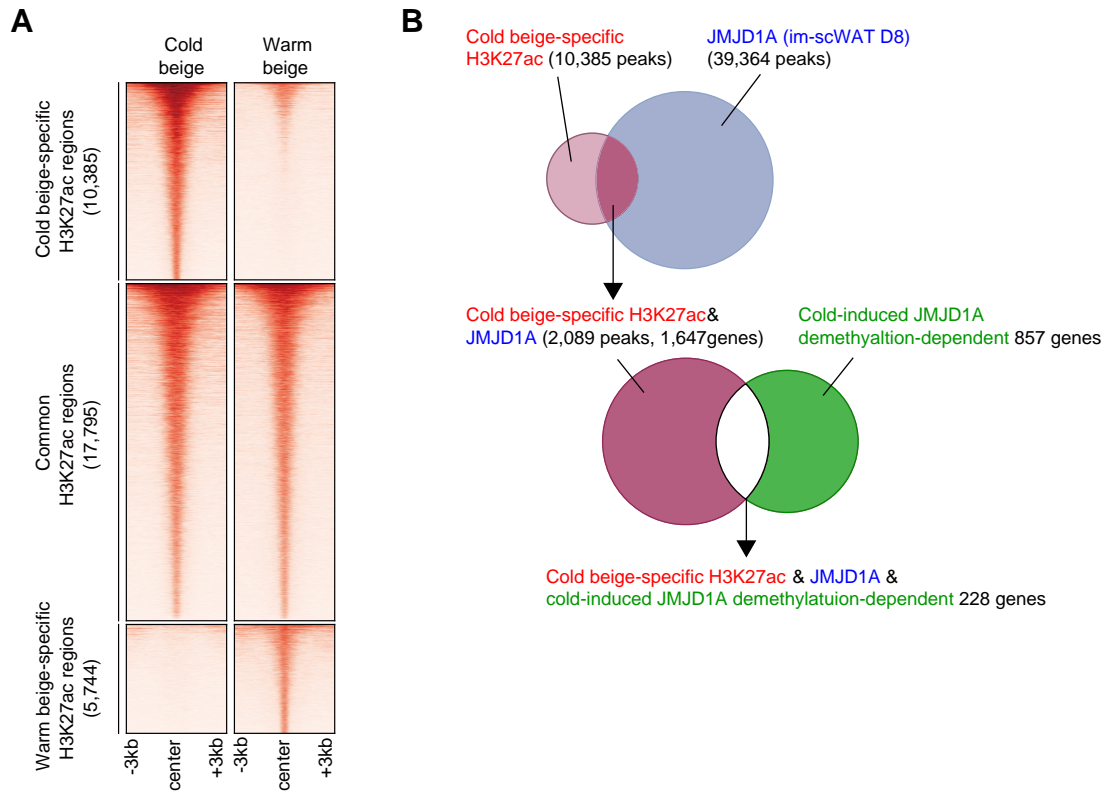

**Figure S5. Integration of ChIP-seq and RNA-seq data led to the identification of JMJD1A direct target genes, related to Figure 5.**

(A) Classification of H3K27ac regions in cold and warm beige adipocytes isolated from scWAT. Data for H3K27ac ChIP-seq of cold and warm beige adipocytes were obtained from GSE108077<sup>S1</sup>.

(B) Venn diagram showing the overlap between JMJD1A binding sites of im-scWAT beige cultures on D8 (39,364 peaks) and cold beige-specific H3K27ac regions (10,385 peaks) (top). Overlapping regions were defined as cold beige-specific H3K27ac and JMJD1A binding regions (2,089 peaks). Venn diagram showing the cold-induced JMJD1A demethylation-dependent, cold beige-specific H3K27ac, and JMJD1A binding genes (bottom).

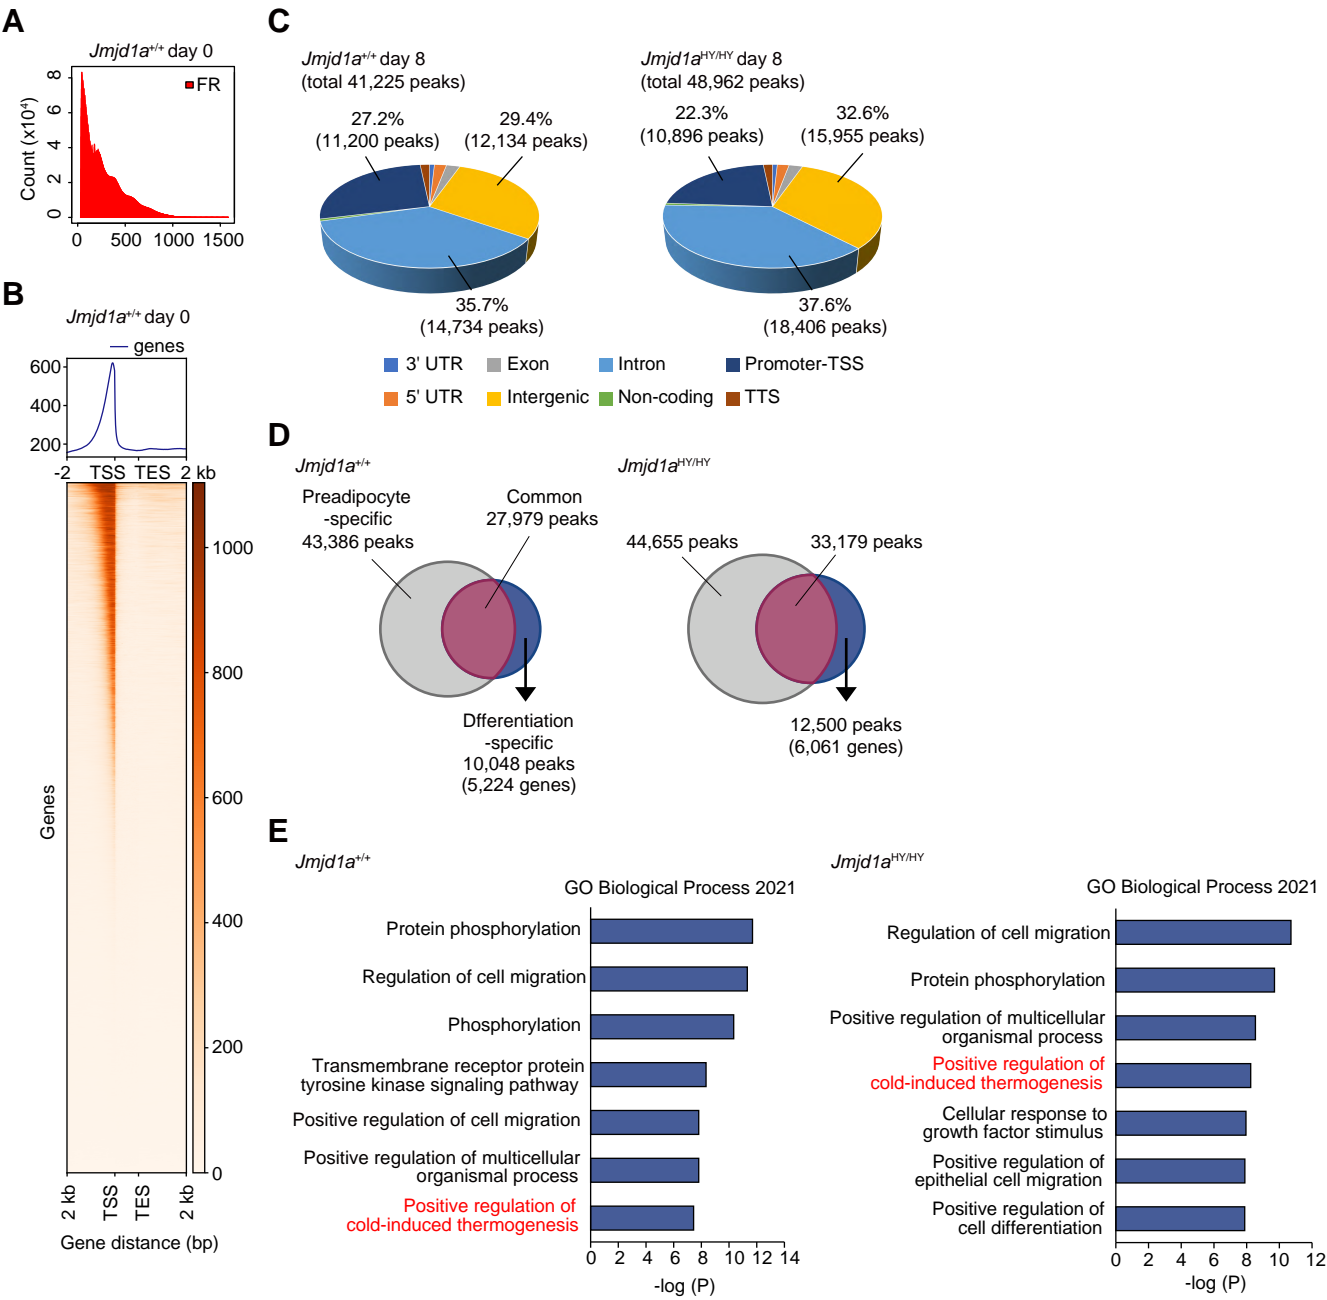

**F**

| Differentiation-specific | P-value | TF    |
|--------------------------|---------|-------|
|                          | 1E-1235 | CEBPD |
|                          | 1E-299  | NFIX  |
|                          | 1E-249  | EBF2  |

  

| Differentiation-specific | P-value | TF    |
|--------------------------|---------|-------|
|                          | 1E-1624 | CEBPA |
|                          | 1E-316  | NFIX  |
|                          | 1E-253  | EBF2  |

**Figure S6. Validation of ATAC-seq analysis of differentiated beige cells, related to Figure 5.**

- (A) Fragment size distribution of the ATAC-seq library of im-scWAT from *Jmjd1a*<sup>+/+</sup> mice on day 0.
- (B) Metaplots showing the abundance of ATAC-seq signal intensity in im-scWAT cells from *Jmjd1a*<sup>+/+</sup> mice on day 0 (top). The heatmap shows the accessibility of all genes (bottom).
- (C) Genome-wide distribution of ATAC-seq signals in differentiated im-scWAT derived from *Jmjd1a*<sup>+/+</sup> or *Jmjd1a*<sup>HY/HY</sup>. TSS, transcription start site. TTS, transcription termination site.
- (D) Venn diagram showing preadipocyte (day 0) and beige adipocyte (day 8) -derived peaks of *Jmjd1a*<sup>+/+</sup> (left) or *Jmjd1a*<sup>HY/HY</sup> (right) cells. The gray, red, and blue regions are defined as preadipocyte-specific regions (43,386 or 44,655 peaks), common regions (27,979 or 33,179 peaks), and differentiation-specific regions (10,048 or 12,500 peaks), respectively.
- (E) Gene Ontology (GO) analysis of 5,224 or 6,061 genes annotated from differentiation-specific peaks in im-scWAT cells from *Jmjd1a*<sup>+/+</sup> (left) and *Jmjd1a*<sup>HY/HY</sup> (right) mice, respectively. "Positive regulation of cold-induced thermogenesis" was significantly enriched in both groups.
- (F) HOMER motif analysis of the differentiation-specific peaks.

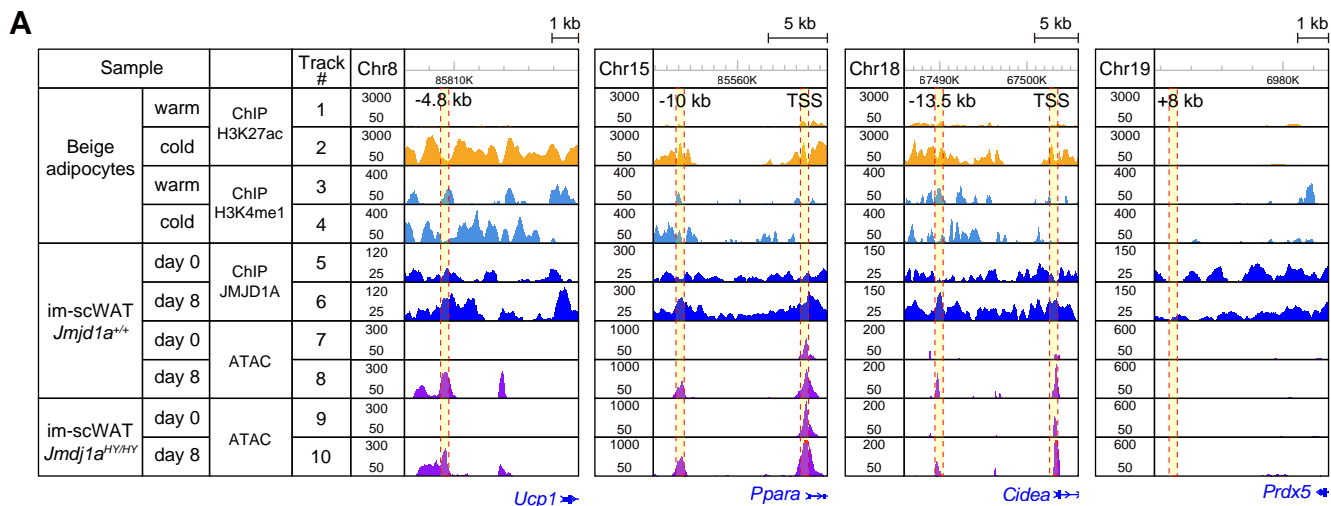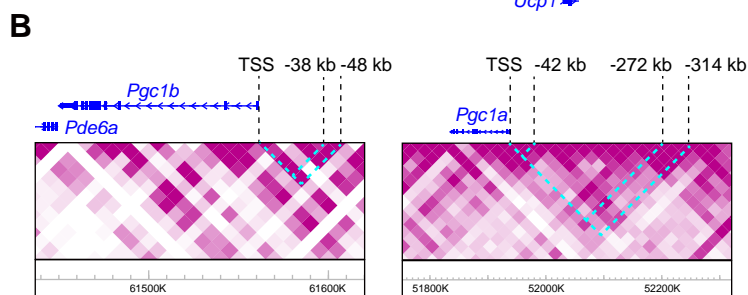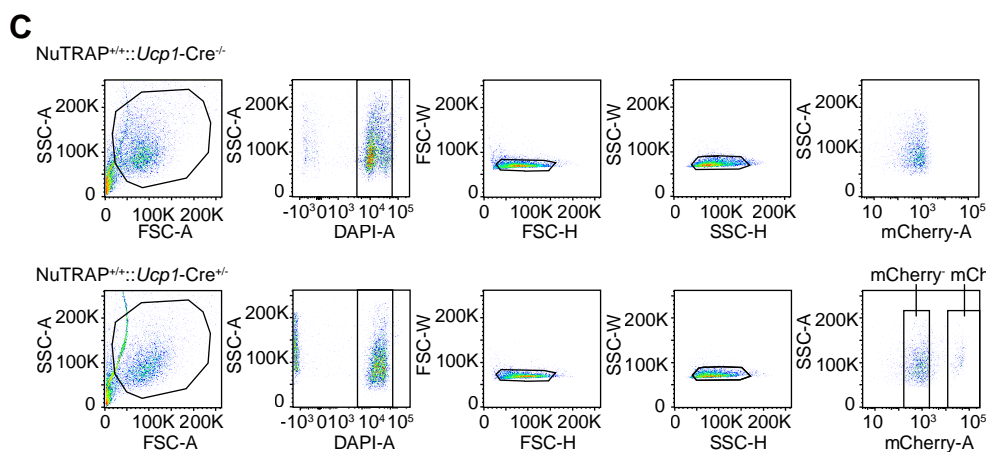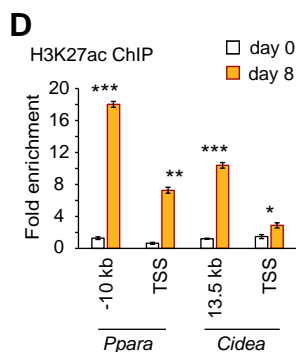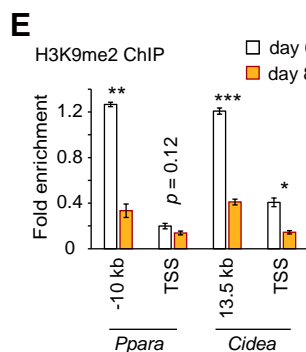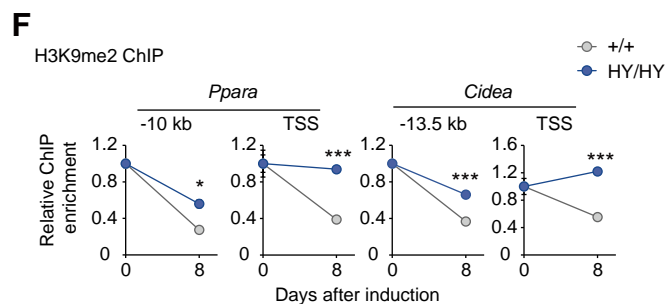

**Figure S7. JMJD1A demethylates H3K9me2 in the enhancer region of mitochondrial regulator and thermogenesis genes, related to Figure 5.**

(A) Genome browser representation for H3K27ac and H3K4me1 in cold or warm beige adipocytes and JMJD1A and ATAC in im-scWAT on days 0 and 8 in *Ucp1*, *Ppara*, *Cidea* and *Prdx5* genomic regions.

(B) 2D heat map showing the interaction frequency of *Pgc1b* (left) and *Pgc1a* (right) genomic regions in the Hi-C map.

(C) Gating strategy for the purification of nuclei specifically derived from beige adipocytes of NuTRAP<sup>+/+</sup>::*Ucp1*-Cre<sup>+/+</sup> mice using a flow cytometer. After debris removal using the FSC-A/SSC-A scatter gate, the nuclei were gated using DAPI signals. Doublets were then excluded using FSC-H/FSC-W and SSC-H/SSC-W gates. Target populations were collected based on mCherry fluorescence. NuTRAP<sup>+/+</sup>::*Ucp1*-Cre<sup>-/-</sup> mice were used as gates for mCherry-positive or -negative nuclei.

(D and E) ChIP-qPCR analysis of H3K27ac (D) and H3K9me2 (E) in the indicated *Ppara* and *Cidea* enhancers and TSS during beige adipogenesis.

(F) Changes in H3K9me2 levels determined by ChIP-qPCR of *Ppara* and *Cidea* during beige adipogenesis in im-scWAT from *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice.

Data are expressed as mean ± SEM of three technical replicates (D-F). Representative of two (D, E) or three (F) independent experiments. Welch's t test (D-F) was used for comparisons. \**p* < 0.05, \*\**p* < 0.01 and \*\*\**p* < 0.001 were considered statistically significant.

**A**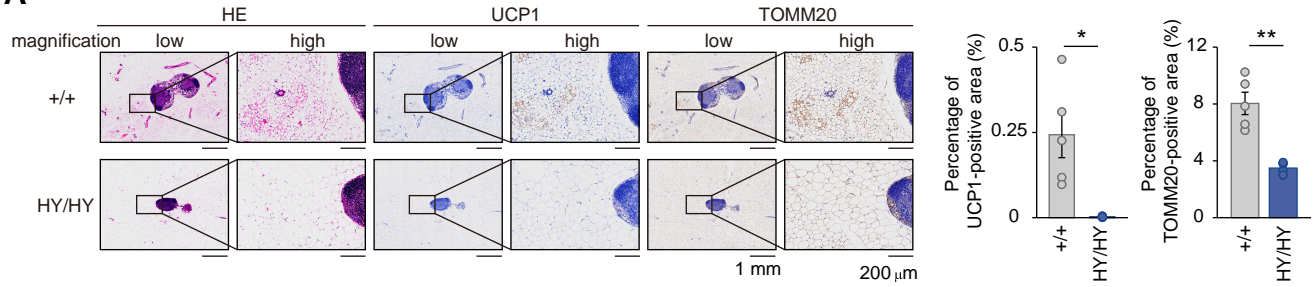**B**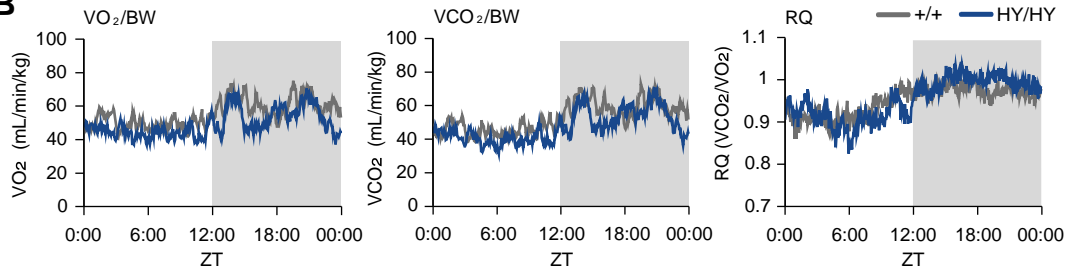**C**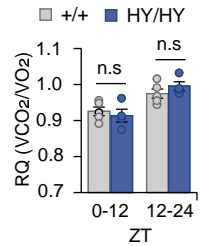**D**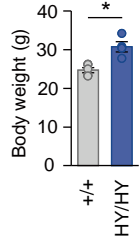**E**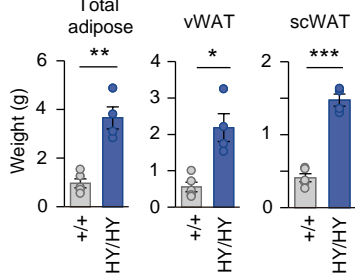**F**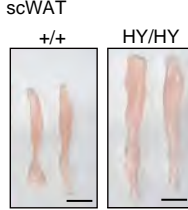**G**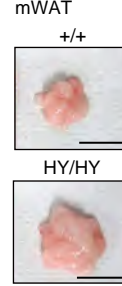**H**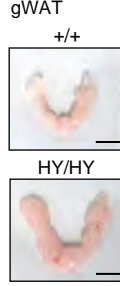**I**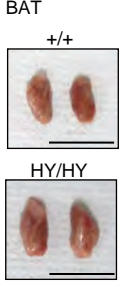**J**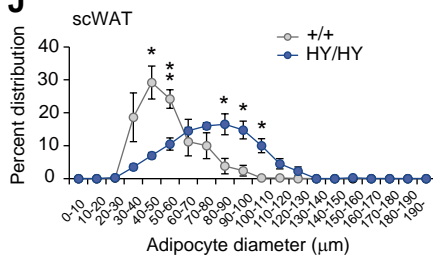**K**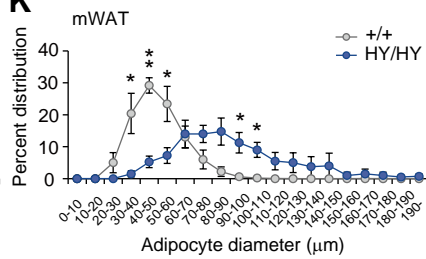**L**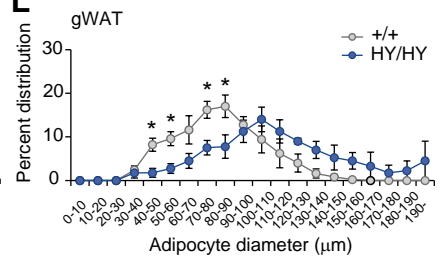**M**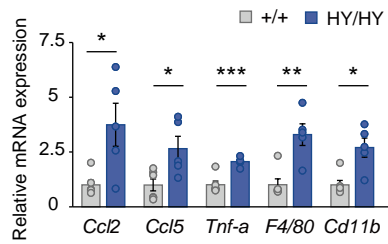**N**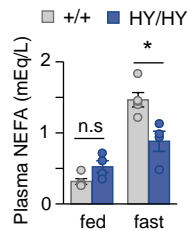**O**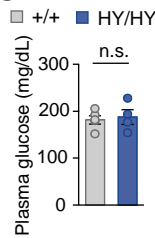**P**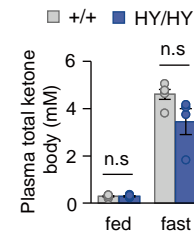**Q**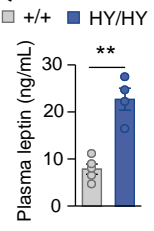

**Figure S8. Obesity and metabolic disorders caused by impaired mitochondrial biogenesis, related to Figure 6.**

- (A) Low-magnification images of H&E, UCP1 and TOMM20 staining in scWAT sections from *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice as shown in Fig. 6E (left; scale bar, 1 mm at low magnification or 200  $\mu$ m at high magnification). Percentage of UCP1- or TOMM20-positive area were calculated per the field of view (right) (*Jmjd1a*<sup>+/+</sup>: n = 5, *Jmjd1a*<sup>HY/HY</sup>: n = 4).
- (B) Oxygen consumption (VO<sub>2</sub>), carbon dioxide production (VCO<sub>2</sub>), and respiratory quotient (RQ) of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice were measured over 24 h. VO<sub>2</sub> and VCO<sub>2</sub> were normalized to the mouse body weight (*Jmjd1a*<sup>+/+</sup>: n = 5, *Jmjd1a*<sup>HY/HY</sup>: n = 4).
- (C) Mean RQ calculated every 12 h.
- (D) Differences in body weight between *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice subjected to CT (Figure 6G).
- (E) Quantification of fat mass from CT scans of the total fat, vWAT, and scWAT (*Jmjd1a*<sup>+/+</sup>: n = 5, *Jmjd1a*<sup>HY/HY</sup>: n = 4).
- (F-I) Representative images of scWAT (F), mWAT (G), gWAT (H), and BAT (I).
- (J-L) Line graph showing the distribution of adipocyte diameters in the scWAT (J), mWAT (K), and gWAT (L) of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice (*Jmjd1a*<sup>+/+</sup>: n = 5, *Jmjd1a*<sup>HY/HY</sup>: n = 4).
- (M) mRNA levels of *Ccl2*, *Ccl5*, *Tnf- $\alpha$* , *F4/80* and *Cd11b* were measured by qPCR of eWAT from *Jmjd1a*<sup>+/+</sup> or *Jmjd1a*<sup>HY/HY</sup> mice (*Jmjd1a*<sup>+/+</sup>: n = 6, *Jmjd1a*<sup>HY/HY</sup>: n = 5).
- (N and P) Plasma NEFA (N) and total ketone body (P) concentrations were measured in *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice that were fed and fasted for 12 h.
- (O and Q) Plasma glucose (O) and leptin (Q) levels were measured in *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>HY/HY</sup> mice in fed state.

Data are mean  $\pm$  SEM (A-E, J-Q). Welch's t test was performed for comparisons (A, C-E, J-Q). \**p* < 0.05, \*\**p* < 0.01 and \*\*\**p* < 0.001 were considered statistically significant. n.s indicates no significance.

**Figure 1J**

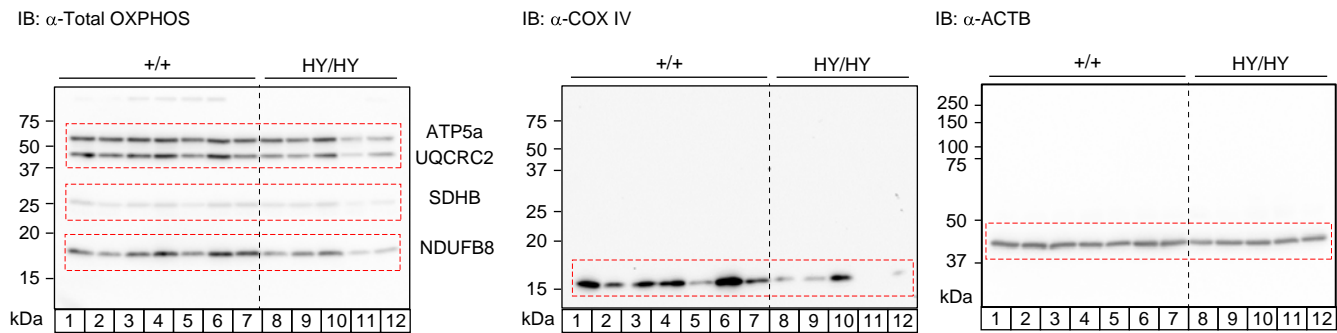

**Figure 3F**

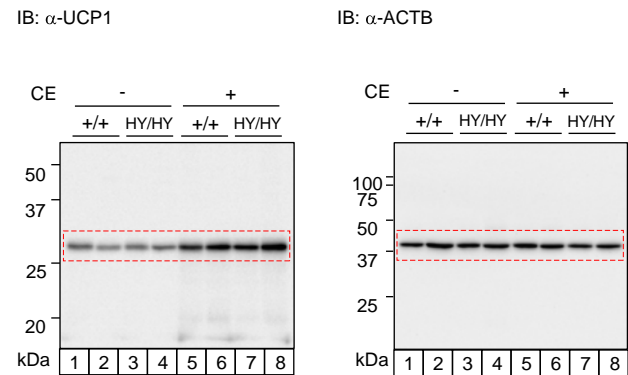

**Figure 3G**

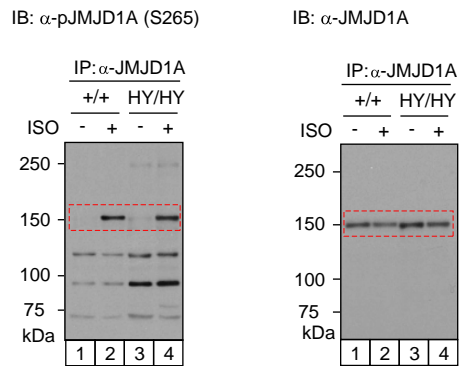

**Figure S1H**

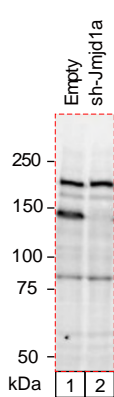

**Figure S1I**

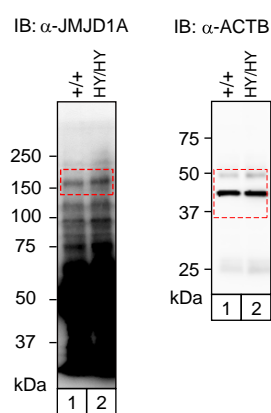

**Figure S9.** The uncropped images of the blots, related to Figures 1, 3 and S1.

**Table S1. List of JMJD1A direct target genes, related to Figure 5.**

228 genes which exhibited cold beige-specific H3K27ac and JMJD1A recruitment, and were induced by chronic cold exposure (> 1.5 in scWAT of *Jmjd1a*<sup>+/+</sup> mice) and reduced in *Jmjd1a*<sup>HY/HY</sup> mice (< 0.67 at 8°C).

|               |                |                 |                  |                |                 |                |
|---------------|----------------|-----------------|------------------|----------------|-----------------|----------------|
| 1190007I07Rik | <i>Chchd3</i>  | <i>E2f2</i>     | <i>Higd1a</i>    | <i>Mtfp1</i>   | <i>Pgam1</i>    | <i>Slc52a2</i> |
| 2300009A05Rik | <i>Cidea</i>   | <i>Eci1</i>     | <i>Hpd1</i>      | <i>Mtor</i>    | <i>Pgls</i>     | <i>Sod2</i>    |
| 4930415O20Rik | <i>Clstn3</i>  | <i>Edf1</i>     | <i>Idh3a</i>     | <i>Myl3</i>    | <i>Phospho1</i> | <i>Spc24</i>   |
| 6430571L13Rik | <i>Coa3</i>    | <i>Elovl3</i>   | <i>Impa2</i>     | <i>Ncapd2</i>  | <i>Pim1</i>     | <i>Suc1a2</i>  |
| <i>Aars2</i>  | <i>Coa5</i>    | <i>Eno1</i>     | <i>Isca1</i>     | <i>Ndufa9</i>  | <i>Pimreg</i>   | <i>Suc1g1</i>  |
| <i>Abcb8</i>  | <i>Col27a1</i> | <i>Etfdh</i>    | <i>Isca2</i>     | <i>Ndufab1</i> | <i>Pkn1</i>     | <i>Tbkbp1</i>  |
| <i>Abcd3</i>  | <i>Coq10a</i>  | <i>F2r</i>      | <i>Itpk1</i>     | <i>Ndufaf4</i> | <i>Plbd1</i>    | <i>Tectb</i>   |
| <i>Acadl</i>  | <i>Coq8a</i>   | <i>Fabp3</i>    | <i>Itpr2</i>     | <i>Ndufb10</i> | <i>Plin2</i>    | <i>Tfrc</i>    |
| <i>Acadm</i>  | <i>Coq9</i>    | <i>Fam210a</i>  | <i>Khdrbs3</i>   | <i>Ndufb5</i>  | <i>Plin5</i>    | <i>Timm44</i>  |
| <i>Acadv1</i> | <i>Cox10</i>   | <i>Fam57b</i>   | <i>Letm1</i>     | <i>Ndufb6</i>  | <i>Pop5</i>     | <i>Tmem14c</i> |
| <i>Acot12</i> | <i>Cox5a</i>   | <i>Fastk</i>    | <i>Letmd1</i>    | <i>Ndufb7</i>  | <i>Ppara</i>    | <i>Tmem38b</i> |
| <i>Acsf3</i>  | <i>Cox5b</i>   | <i>Ffar4</i>    | <i>Lipa</i>      | <i>Ndufb8</i>  | <i>Pgc1a</i>    | <i>Tmem82</i>  |
| <i>Acs15</i>  | <i>Cox6a1</i>  | <i>Fh1</i>      | <i>Lncbate10</i> | <i>Ndufb9</i>  | <i>Pgc1b</i>    | <i>Tnfrsf9</i> |
| <i>Adcy10</i> | <i>Cox6c</i>   | <i>Fndc5</i>    | <i>Lynx1</i>     | <i>Ndufs2</i>  | <i>Pdpf</i>     | <i>Traf4</i>   |
| <i>Adtrp</i>  | <i>Cox7a2</i>  | <i>Fuom</i>     | <i>Lym7</i>      | <i>Ndufs4</i>  | <i>Prelid3b</i> | <i>Tspan18</i> |
| <i>Afg1l</i>  | <i>Cox7c</i>   | <i>Fxn</i>      | <i>Mcrip2</i>    | <i>Ndufs6</i>  | <i>Pyurf</i>    | <i>Ttc25</i>   |
| <i>Ahcy11</i> | <i>Cox8a</i>   | <i>Gapdh</i>    | <i>Mecr</i>      | <i>Ndufs7</i>  | <i>Qrs11</i>    | <i>Tufm</i>    |
| <i>Ak1</i>    | <i>Cox8b</i>   | <i>Gja1</i>     | <i>Micos10</i>   | <i>Ndufs8</i>  | <i>Rilp</i>     | <i>Txn2</i>    |
| <i>Apln</i>   | <i>Cpne5</i>   | <i>Gk</i>       | <i>Micos13</i>   | <i>Ndufv1</i>  | <i>Rmdn1</i>    | <i>Tysnd1</i>  |
| <i>Aspg</i>   | <i>Crls1</i>   | <i>Gm11827</i>  | <i>Mpc1</i>      | <i>Ndufv2</i>  | <i>Rnf152</i>   | <i>Ube2t</i>   |
| <i>Aste1</i>  | <i>Cs</i>      | <i>Gm14057</i>  | <i>Mpc2</i>      | <i>Ndufv3</i>  | <i>S1pr5</i>    | <i>Ucp1</i>    |
| <i>Atf5</i>   | <i>Cyc1</i>    | <i>Gm15179</i>  | <i>Mrpl12</i>    | <i>Nectin2</i> | <i>Samm50</i>   | <i>Ucp3</i>    |
| <i>Atox1</i>  | <i>Cyp2u1</i>  | <i>Gm32200</i>  | <i>Mrpl15</i>    | <i>Nek2</i>    | <i>Sdhb</i>     | <i>Uqcr10</i>  |
| <i>Atp5b</i>  | <i>Dagla</i>   | <i>Gm9899</i>   | <i>Mrpl34</i>    | <i>Nrp2</i>    | <i>Sdr39u1</i>  | <i>Uqcr11</i>  |
| <i>Atp5j2</i> | <i>Ddhd2</i>   | <i>Gmn</i>      | <i>Mrpl38</i>    | <i>Ogdh</i>    | <i>Shb</i>      | <i>Uqcrb</i>   |
| <i>Atp5l</i>  | <i>Ddo</i>     | <i>Got1</i>     | <i>Mrpl4</i>     | <i>Oplah</i>   | <i>Slc16a1</i>  | <i>Uqcrc2</i>  |
| <i>Atp5md</i> | <i>Decr1</i>   | <i>Gpd2</i>     | <i>Mrpl42</i>    | <i>Pank1</i>   | <i>Slc25a19</i> | <i>Uqcrrs1</i> |
| <i>Atp5o</i>  | <i>Deptor</i>  | <i>Grk3</i>     | <i>Mrps23</i>    | <i>Pde4a</i>   | <i>Slc25a20</i> | <i>Uqcrrq</i>  |
| B330016D10Rik | <i>Dhrs7</i>   | <i>Grtp1</i>    | <i>Mrps27</i>    | <i>Pdhh</i>    | <i>Slc25a34</i> | <i>Vwa8</i>    |
| <i>Btbd1</i>  | <i>Dhrs9</i>   | <i>Gtf2ird1</i> | <i>Mrps33</i>    | <i>Pdk2</i>    | <i>Slc25a39</i> | <i>Zfp691</i>  |
| <i>Ccdc58</i> | <i>Dlst</i>    | <i>Hadh</i>     | <i>Mrps35</i>    | <i>Pdk4</i>    | <i>Slc25a42</i> |                |
| <i>Ccr10</i>  | <i>Dnaja3</i>  | <i>Hadha</i>    | <i>Mrps36</i>    | <i>Pebp1</i>   | <i>Slc25a51</i> |                |
| <i>Cdca2</i>  | <i>Dnajc11</i> | <i>Hadhb</i>    | <i>Mtch2</i>     | <i>Pfk1</i>    | <i>Slc4a4</i>   |                |

**Table S2. Details of the sex and age of mice, related to STAR Methods.**

| Mouse strain                                                         | Sex    | Age (at starting point of the treatment) | Figure                                     |
|----------------------------------------------------------------------|--------|------------------------------------------|--------------------------------------------|
| C57BL/6J                                                             | Male   | 12                                       | Figure 1B, Figure S1A                      |
| <i>Jmjd1a</i> <sup>+/+</sup> and <i>Jmjd1a</i> <sup>HY/HY</sup> mice | Female | 25                                       | Figure 1H, J                               |
|                                                                      | Female | 16                                       | Figure 1I, 2B, C, 4B-H, Figure S2A-F, 3A-G |
|                                                                      | Female | 14                                       | Figure 2D,                                 |
|                                                                      | Female | 18                                       | Figure S2G                                 |
|                                                                      | Female | 13                                       | Figure 3B                                  |
|                                                                      | Female | 22                                       | Figure 3C-F                                |
| NuTRAP <sup>+/+</sup> :: <i>Ucp1</i> -Cre <sup>+/-</sup>             | Male   | 29                                       | Figure 5B-D, Figure S6C                    |
| <i>Jmjd1a</i> <sup>+/+</sup> and <i>Jmjd1a</i> <sup>HY/HY</sup> mice | Male   | 2                                        | Figure 6A                                  |
|                                                                      | Female | 5                                        | Figure 6B                                  |
|                                                                      | Female | 53                                       | Figure 6C-E, H, I, Figure S8A, F-M         |
|                                                                      | Male   | 57                                       | Figure 6H (eWAT), I (eWAT)                 |
|                                                                      | Female | 42                                       | Figure 6F, Figure S8B, C                   |
|                                                                      | Female | 43                                       | Figure 6G, Figure S8D, E                   |
|                                                                      | Female | 50                                       | Figure 6J-L, Figure S8N-P                  |
|                                                                      | Female | 49                                       | Figure 6M, N                               |
|                                                                      | Female | 52                                       | Figure 6O                                  |
|                                                                      | Female | 8                                        | Figure 6P-S                                |
|                                                                      | Female | 15                                       | Figure 6T                                  |

**Table S3. List of RT-qPCR primers, related to STAR Methods.**

| Gene               | Sequence                       |                                  |
|--------------------|--------------------------------|----------------------------------|
|                    | Forward Primer                 | Reverse Primer                   |
| <i>Cyclophilin</i> | 5'-GGAGATGGCACAGGAGGAA-3'      | 5'-GCCCCGTAGTGCTTCAGCTT-3'       |
| <i>Rpl32</i>       | 5'-GGACCAAGAAGTTCATCAGGC-3'    | 5'-TCCCATAACCGATGTTGGGC-3'       |
| <i>Pparg</i>       | 5'-CAAGAATACCAAAGTGCGATCAA-3'  | 5'-GAGCTGGGTCTTTTCAGAATAATAAG-3' |
| <i>Ucp1</i>        | 5'-AAGCTGTGCGATGTCCATGT-3'     | 5'-AAGCCACAAACCCTTTGAAAA-3'      |
| <i>Cidea</i>       | 5'-GGTTCAAGGCCGTGTTAAGG-3'     | 5'-CGTCATCTGTGCAGCATAGG-3'       |
| <i>Elovl3</i>      | 5'-TTCTCACGCGGGTTAAAAATG-3'    | 5'-GGGCCTTAAGTCCTGAAACGT-3'      |
| <i>Dio2</i>        | 5'-CTTCCTCCTAGATGCCTACAAAC-3'  | 5'-GGCATAATTGTTACCTGATTCAGG-3'   |
| <i>Pgc1a</i>       | 5'-AACCACACCCACAGGATCAGA-3'    | 5'-TCTTCGCTTTATTGCTCCATGA-3'     |
| <i>Pgc1b</i>       | 5'-GAGGGCTCCGGCACTTC-3'        | 5'-CGTACTTGCTTTTCCCAGATGA-3'     |
| <i>Ndufs8</i>      | 5'-GGAGAGGAGCGTTGCATTG-3'      | 5'-ATGTCATAGCGTGTCGTTCCGG-3'     |
| <i>Cox5a</i>       | 5'-ATGCCTGGAATTGCGTAAAG-3'     | 5'-TGCGAACAGCACTAGCAAAAT-3'      |
| <i>Atp5j2</i>      | 5'-TGCCGAGCTGGATAATGATGC-3'    | 5'-ACCATGCTAATCCCCGAGATG-3'      |
| <i>Sdhb</i>        | 5'-AATTTGCCATTTACCGATGGGA-3'   | 5'-AGCATCCAACACCATAGGTCC-3'      |
| <i>mt-Nd1</i>      | 5'-GTTGGTCCATACGGCATT-3'       | 5'-GTTGGTCCATACGGCATT-3'         |
| <i>mt-Nd2</i>      | 5'-GCCTGGAATTCAGCCTACTAGC-3'   | 5'-GGCTGTTGCTTGTGTGACGA-3'       |
| <i>mt-Nd3</i>      | 5'-TCCGAGCATCTTATCCACGC-3'     | 5'-GTATGGTGGTACTCCCGCTG-3'       |
| <i>mt-Nd4</i>      | 5'-CGCCTACTCCTCAGTTAGCCA-3'    | 5'-TGATGTGAGGCCATGTGCGA-3'       |
| <i>Ccl2</i>        | 5'-CTTCTGGGCCTGCTGTTCA-3'      | 5'-CCAGCCTACTCATTGGGATCA-3'      |
| <i>Ccl5</i>        | 5'-TGCCCTCACCATCATCCTCACT-3'   | 5'-GGCGGTTCTTCGAGTGACA-3'        |
| <i>F4/80</i>       | 5'-CTTTGGCTATGGGCTTCCAGTCC-3'  | 5'-GCAAGGAGGACAGAGTTTATCGTG-3'   |
| <i>Cd11b</i>       | 5'-AACTTCACGGCTTCAGAGATG-3'    | 5'-AGGCACTTGAGAGGTTCTGG-3'       |
| <i>Tnf-a</i>       | 5'-CATCTTCTCAAATTCGAGTGACAA-3' | 5'-CCAGCTGCTCCTCCACTTG-3'        |

**Table S4. List of ChIP-qPCR primers, related to STAR Methods.**

| Amplified regions     | Sequence                    |                             |
|-----------------------|-----------------------------|-----------------------------|
|                       | Forward Primer              | Reverse Primer              |
| <i>Pgc1b</i> -48 kb   | 5'-ACCATACACCAGCCATGTGA-3'  | 5'-ACCACCCTCCAGAGACCTTT-3'  |
| <i>Pgc1b</i> -38 kb   | 5'-GACCCTTGTTGGTCCTTTGA-3'  | 5'-GGGCACAGTTACAGGCAAGT-3'  |
| <i>Pgc1a</i> -314 kb  | 5'-TGCCACCACACAACCTTTTA-3'  | 5'-CCAAATTGGGCAAAGGAGTA-3'  |
| <i>Pgc1a</i> -272 kb  | 5'-TCTGCAAGGTTGCCAAATAA-3'  | 5'-AAGGGCTCTCAAAGGTCCAT-3'  |
| <i>Pgc1a</i> -42 kb   | 5'-TTCCCTGTGTTTTCCACTCC-3'  | 5'-GATCCTTGGCTTAGCCTGTG-3'  |
| <i>Ucp1</i> -4.8 kb   | 5'-TGCAACCCCTCACCTTTTAC-3'  | 5'-CTCCTTCCATCATCCCTTCA-3'  |
| <i>Prdx5</i> +8.0 kb  | 5'-ACAAGCAGCACTGAACAGAC-3'  | 5'-GAGTTGCCTTGGTCATGGTG-3'  |
| <i>Ppara</i> -10 kb   | 5'-TGGCCGGGAGGAACTG-3'      | 5'-GGCAGGGACAATCTCTTTGTG-3' |
| <i>Ppara</i> TSS      | 5'-GGCAGTCCCTTCACCTAACC-3'  | 5'-TCCTCGATGCCCATTTAGTG-3'  |
| <i>Cidea</i> -13.5 kb | 5'-CACCGCTTCACTTTGTCCTTT-3' | 5'-GAGCACCCGGTTTGACAGT-3'   |
| <i>Cidea</i> TSS      | 5'-CACGCACACCTGCTTCTCTA-3'  | 5'-GATGTTGGTGGCTCTTGTCA-3'  |

## **SUPPLEMENTAL REFERENCE**

- S1. Roh, H.C., Tsai, L.T.Y., Shao, M., Tenen, D., Shen, Y., Kumari, M., Lyubetskaya, A., Jacobs, C., Dawes, B., Gupta, R.K., and Rosen, E.D. (2018). Warming Induces Significant Reprogramming of Beige, but Not Brown, Adipocyte Cellular Identity. *Cell Metab* 27, 1121-1137 e1125. 10.1016/j.cmet.2018.03.005.

How the deposited data were processed for this re-analysis (not part of the article)

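RNA levels in scWAT were measured by RNA-seq in 12 libraries, each from 1 female mouse, with 3 libraries in each of 4 groups: wild-type mice and *Jmjd1a* HY/HY mice, kept at 30°C or at 8°C for 1 week. The authors trimmed the paired reads with fastp and aligned them to mm10 with STAR, and deposited unnormalised counts of read pairs on 55401 genes for each library, without a filter. Each library has its counts for both strands together and for each strand. The gene IDs are those of GENCODE M25, and 30021 of them were matched to a symbol. Symbols shared by several IDs were left out, which concerned 2568 IDs. The libraries held from 31873975 to 61065333 read pairs (median 45344045.5). Of these, 36.5% to 44.2% were counted on genes of the sense strand. The 4 entries that name no gene were kept out of library sizes and tests. They held 25.1% to 28.8% of the pairs as unaligned, 26.7% to 32.2% as aligned to several places, 1.99% to 3.20% as outside genes and 0.93% to 1.1% as overlapping several genes.

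The counts of the sense strand were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults on the 4 groups, which left 16540. The TMM factors ranged from 1.03 to 1.17 in wild-type mice and from 0.915 to 1.17 in *Jmjd1a* HY/HY mice at 30°C, and from 0.859 to 0.915 and from 0.907 to 1.00 at 8°C. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries without covariates, with 8 residual degrees of freedom and a common biological coefficient of variation of 20.7%. The 5 comparisons were 8°C against 30°C in each genotype, *Jmjd1a* HY/HY against wild-type mice at each temperature, and the interaction, which is the cold response of *Jmjd1a* HY/HY mice minus that of wild-type mice. The p-values, which are two-sided, were adjusted over all genes kept by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.05 and a fold change above 1.5 or below 0.67, the limits given with Table S1, and for the interaction at an adjusted p under 0.05 alone. The fission and fusion genes were also counted at an adjusted p under 0.05 without a fold limit. The paper's statistics section names tests of means for the whole study, while its text on the RNA-seq data does not name the test or the limit on p behind the numbers of genes. It states fold limits only with Table S1, so the limits behind the numbers of Fig. 4B may differ from those used here.

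Levels are CPM with TMM-scaled library sizes, as mean and SD of 3 mice. For single genes a two-sided exact permutation test of 3 libraries against 3 was added, whose smallest p is 0.1. Fold changes against a group with 3 counts or fewer in every library were computed against 3 counts and are lower bounds. Principal components were taken from log2 CPM with a prior count of 2, and the share of variance between groups was set against 10000 relabellings of the libraries. The genes named in the text are all those that the paper names for these data, *Kdm3a*, the genes of the sex chromosomes *Xist*, *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*, and for each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05 and a mean of at least 10 counts. Except for the interaction, the 3 libraries of one group had also to lie above those of the other. Rises and falls were ranked by fitted log2 fold change, also for genes whose fold change is given as a bound. *Acta1*, *Ckm* and *Myh4* were set beforehand for a test on muscle, and the genes of mitochondrial DNA named beyond this rule were chosen after their values were seen.

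Shifts of gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01. The 9 lists of genes at issue in the paper are those of Fig. 4E to Fig. 4H, the protein-coding genes of mitochondrial DNA, the genes of Table S1, and OXPHOS subunits, mitochondrial and cytosolic ribosomal proteins chosen by symbol. Adjustment was over these 9, and separately over 6 lists of markers written from general knowledge: skeletal muscle, lymph node, mammary epithelium, macrophages, white adipocytes and erythrocytes. The mammary epithelium score is the mean log2 CPM of its markers. The model was tested on simulated data: counts were drawn from the means and library sizes of these libraries, with 200 genes changed. Of these, 71.5% were called by cold in wild-type mice, 73.5% between the genotypes at 8°C and 54.0% for the interaction, with 8, 10 and 9 of 16024 unchanged genes called. In the comparisons where nothing had been changed, 0 of 16274 genes were called in each. The simulated counts had the same spread in all 4 groups. In the real libraries the biological coefficient of variation was 24.3% and 26.8% at 30°C, and 12.1% and 15.5% at 8°C. The simulation therefore does not show how often unchanged genes are called in comparisons that use the libraries at 30°C. To see what the wild-type libraries shared by a pair of comparisons give by themselves, 20 sets of counts were simulated.

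The numbers of genes were recomputed with DESeq2 1.42.0, with library totals in place of TMM, with the genes of mitochondrial DNA left out of library sizes, without a filter, with at least 10 counts in every library, with only the libraries of the comparison, with each library left out in turn, with the replicate number as a block, with other limits on p and fold change and with 1 p per gene over the 4 groups. Single genes were recomputed with the same alternatives except the limits, the 1 p per gene over the 4 groups and, outside the fission and fusion genes, the block. For single genes the 2 other filters and the model of only the libraries of the comparison were added after seeing the data. Further alternatives were fry and an estimated correlation for lists, which were also tested with each library left out and, except the markers, with library totals alone and the block, and another prior count, the 500 most variable genes or no genes of mitochondrial DNA for principal components. The counts of both strands and the mammary epithelium score as a covariate were added after seeing the data. Coordinates are those of GRCm38, the assembly that mm10 names. Windows of 50 bases of mitochondrial genes were searched for on the nuclear chromosomes of the older assembly NCBIM37, whose annotation also gave the exon lengths. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures. FPKM values, the pathway sets of KEGG, and the ChIP-seq, ATAC-seq and Hi-C data were not analysed here.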

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

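Of the tests of explanations in this part, those on gene length, skeletal muscle in wild-type mice at 8°C, library size and sex were set before the result was seen. All others were chosen as tests only after it was seen. Some of them use alternative fits that were planned before the data were examined. These are the fits with a library left out, without genes of mitochondrial DNA in the library sizes, and with at least 10 counts in every library.

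The cold responses of the genotypes were compared by a test of the difference itself, which 370 genes passed, 28 with a positive and 342 with a negative difference. Among the genes with the largest differences, *Kng2* had one of −4.97 on the log2 scale (standard error 0.71, adjusted p = 0.0113, and 8.6e-10 to 0.0413 over the alternatives) and rose from 7 to 9 counts per library at 30°C to between 495 and 582 at 8°C in wild-type mice, against 6 to 40 and 18 to 87 in *Jmjd1a* HY/HY mice. *Cdhr1* had the opposite sign (3.00, adjusted p = 0.0357, and 0.0031 to 0.0936 over the alternatives, the highest without replicate 3 of wild-type mice at 8°C). Of 100 regroupings of the genotypes within each temperature, drawn from 200 possible ones with the real one included, 4 gave as many genes, the largest of them 608. Grouping at random is therefore a poor account of the number, although some regroupings reach it. The regroupings shuffle the genotypes within each temperature. They therefore ask whether genotype matters at either temperature, and do not test the difference of the cold responses by itself. The number went from 67 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C to 652 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C, and was 229 with library totals alone.

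For the OXPHOS subunits the difference between the cold responses had a median of −1.15, and 4 of the same 100 regroupings, with the same limit, gave as large a median. With single libraries left out it ranged from −1.33, without replicate 3 of wild-type mice at 30°C, to −0.99, without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. That last library lay nearest to one of another group, and the value without it argues against it as the source of the difference. With library totals alone the difference of the OXPHOS subunits had a median of −0.93, and with the mammary epithelium score as a covariate one of −0.94. Several technical explanations for the lower level of these genes in *Jmjd1a* HY/HY mice at 8°C were tested and are argued against by their values. A loss of short transcripts would lower the cytosolic ribosomal proteins as much, whose median was −0.17 (−0.11 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C, exon length 1439 against 1234 bases), and 223 other genes as short and as abundant had a median of −0.12. Muscle in wild-type mice at 8°C would bring *Acta1*, *Ckm* and *Myh4*, whose sum there was 5.50 CPM, while the OXPHOS subunits exceeded those of *Jmjd1a* HY/HY mice by 23437 CPM. With library totals alone their median between the genotypes at 8°C was −0.86, with the mammary epithelium score as a covariate −1.004, and with the genes of mitochondrial DNA out of the library sizes −0.999. White adipocyte markers did not fall but had a median of 0.35 (0.18 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C), which argues against a smaller share of adipocytes. A smaller cold response of the OXPHOS genes under the inactive demethylase is thus a hypothesis that these tests leave standing. It was found and tested on the same libraries, and other differences between the genotypes that the design does not separate from the demethylase were not tested. The paper has other evidence on this point, with less mitochondrial protein and a weaker induction of *Ndufs8*, *Atp5j2* and *Cox5a* by qPCR. It also reports fewer UCP1-positive adipocytes in scWAT of *Jmjd1a* HY/HY mice at 8°C. White adipocyte markers cannot tell a smaller share of beige adipocytes from a lower level per cell.

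The paper compares the genotypes at 30°C for single genes, for the tissue and in its principal component analysis of all genes, and does not report which genes differed there. By the tests used here 93 genes were higher and 73 lower in *Jmjd1a* HY/HY mice, 166 in all. In 18.3% of the genes tested the groups did not overlap, against 10% by chance. Among genes whose genotypes did not overlap, the largest rises with a name were those of *Iqcm* (3.16, adjusted p = 0.0465, and 0.0057 to 0.226 over the alternatives, with 0.145 without replicate 2 of wild-type mice at 30°C) and *Ncan* (2.65, adjusted p = 0.0451, and 1.6e-04 to 0.251 over the alternatives, with 0.119 without replicate 1 of wild-type mice at 30°C). *Lce6a* was at least 12.5-fold lower (adjusted p = 0.0104, and 7.3e-05 to 0.135 over the alternatives) and *Fam83e* had a log2 fold change of −4.27 (adjusted p = 0.0187, and 7.4e-09 to 0.213). For each of these 4 genes the highest value came with only the libraries at 30°C in the model. The number went from 26 without replicate 1 of wild-type mice at 30°C to 363 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C and was 42 with library totals alone. With only the libraries at 30°C in the model 0 genes were higher and 0 lower, with 655 and 543 at an unadjusted p under 0.05. Of the 10 splits of the 6 libraries 1, the real one, gave as many, and so few splits leave chance open. The mammary epithelium markers had a median of −0.86, which went from −1.27 without replicate 2 to −0.46 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. With their score in the model 167 genes passed, and 85 of them were among the 166, which argues against mammary epithelium as the whole account while leaving it open for the others. XY mice among the *Jmjd1a* HY/HY mice are excluded by *Xist*, which had at least 4384 counts in each of their libraries. Of 35 genes changed the same way by the genotype at both temperatures, 34 have a position, and these 34 all lie outside 20 Mb on either side of *Kdm3a* (0 inside, where 213 of 14709 tested genes lie, two-sided Fisher's exact p = 1). Their position argues against DNA around the mutated gene as the source of these 34. Fisher's test adds nothing here, since so few tested genes lie near *Kdm3a* that 0 is likely by chance. The paper made the allele by gene editing in C57BL/6J eggs, so DNA of another strain around it is not expected. Whether the inactive demethylase changes genes without cold stays open.

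By cold in wild-type mice 1147 genes were lower, a group of genes the paper does not follow. In *Jmjd1a* HY/HY mice 90.0% of them had a negative log2 fold change. The number went from 523 without replicate 3 of wild-type mice at 8°C to 1531 without replicate 3 of wild-type mice at 30°C. With library totals alone, where the median log2 fold change of all genes was −0.41 against −0.069 with TMM, it was 4144. Replicate 2 of wild-type mice at 30°C held the most muscle and mammary epithelium transcripts, and 545 genes were lower without it, 473 of them among the 1147. Tissue in that library could account for some of the other genes, and not for the 473. With the mammary epithelium score in the model 577 of the 1147 remained. The libraries at 8°C were the smaller ones, but 963 of the 1147 were also called among genes with at least 10 counts in every library, which argues against depth. For the 2854 genes changed by cold in wild-type mice, 1 of the 10 splits of the 6 libraries, the real one, gave as many. So few splits leave a chance difference shared by many genes open. For genes taken singly chance is a poor account, since in 43.4% of those tested the groups did not overlap, against 10% by chance. A fall by cold stays among the open explanations.

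The paper compares the temperatures in *Jmjd1a* HY/HY mice for single genes, for the tissue and in its principal component analysis of all genes. It gives no number of genes changed by cold in these mice. Here 30 genes rose and 11 fell by cold in *Jmjd1a* HY/HY mice, 41 in all, with 534 and 529 at an unadjusted p under 0.05. The groups did not overlap for 18.3% of the genes, against 10% by chance. *Fabp3* (log2 fold change 9.02, adjusted p = 0.001, and 1.8e-28 to 0.0814 over the alternatives) and *Ucp1* had the largest rises among genes whose temperatures did not overlap. *Cryab* fell by 1.4 (adjusted p = 0.0273, and 3.4e-06 to 0.202 over the alternatives, with 0.144 without replicate 2 of *Jmjd1a* HY/HY mice at 8°C). The highest value of *Fabp3* and of *Cryab* came with only the libraries of the comparison in the model, where 0 genes rose and 0 fell, with 448 and 437 at an unadjusted p under 0.05. In 11 fits that each left out another library the number was between 7, without replicate 1 of *Jmjd1a* HY/HY mice at 8°C, and 64, without replicate 3 of wild-type mice at 30°C, whereas without replicate 3 of *Jmjd1a* HY/HY mice at 30°C it was 664. Of the 461 genes that then rose, 297 were among the 1707 higher by cold in wild-type mice. That library may therefore hold down the number. It had the lowest level of the mammary epithelium markers (4.51 on the log2 scale, against 5.59 to 7.45 in the others), and with their score in the model 530 genes passed. Of the 380 of them that rose, 259 were among the 1707, so a differing share of mammary epithelium is a candidate explanation. A swapped label is argued against by the thermogenesis genes, which had a mean log2 CPM of 4.85 there, nearer to the other *Jmjd1a* HY/HY libraries at 30°C (3.80 and 4.43) than to those at 8°C (6.25 to 7.07). Of the 10 splits of the 6 libraries 1, the real one, gave as many genes and the next had 1, and so few splits leave chance open. The low number is thus no evidence that *Jmjd1a* HY/HY mice do not respond to cold.

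At 8°C 249 genes were higher in *Jmjd1a* HY/HY mice, which the paper does not discuss. The number went from 43 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C to 408 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, and was 535 with library totals alone, where the median log2 fold change of all genes was 0.15 against 0.012 with TMM. Of the 249, 42 were lower by cold in wild-type mice. For the 980 genes changed in either direction, 1 of the 10 splits of the 6 libraries, the real one, gave as many. The overlap of 590 genes was reached by the real split alone as well. So few splits leave a chance difference shared by many genes open. Chance in genes taken singly is argued against: in 35.4% of those tested the groups did not overlap, against 10% by chance, and 20 simulations of independent genes in which *Jmjd1a* HY/HY mice at 8°C were unchanged from wild-type mice gave at most 1 gene lower in *Jmjd1a* HY/HY mice and an overlap of at most 1, against 731 and 590. A lower share of adipocytes would raise the genes of all other cells and lower those of adipocytes. The macrophage markers rose, with a median of 0.75, but the white adipocyte markers had one of 0.35 (0.18 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C) and did not fall, which argues against it. Whether these genes reflect the smaller cold response or another effect of the mutation stays open.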

How the results depend on the processing

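The alternatives were chosen before the data were examined, except the use of the counts without regard to strand and the mammary epithelium score as a covariate, which were chosen after seeing the data, as were, for single genes and the fission and fusion genes, the 2 other filters and the model of only the libraries of the comparison. Over 31 alternatives, 3256 of 3889 recomputed values kept their direction and their side of the limit, or stayed within 1.5 times a count. Except where a reason is given, the cause of a change was not tested. Square brackets after the first adjusted p given for a list in a comparison hold the range over all alternatives run for it.

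The median of the OXPHOS subunits kept its sign and its camera adjusted p stayed under 0.05 between the genotypes at 8°C, by cold in wild-type mice and for the difference of the cold responses in each of 18 alternatives, with highest values of 0.0189, 0.0166 and 0.0219. The number of genes higher by cold in wild-type mice ranged over the alternatives from 1057 to 2190, and the overlap with the genes lower in *Jmjd1a* HY/HY mice at 8°C from 277 to 875, over 25 alternatives. The alternatives planned for normalized values were not run, since the values are counts, and the difference of the cold responses has no fit with only the groups of 1 comparison.

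With the libraries scaled by their totals alone, the median log2 fold change of all genes was −0.41 by cold in wild-type mice, 0.15 between the genotypes at 8°C, −0.15 by cold in *Jmjd1a* HY/HY mice and 0.25 for the difference of the cold responses, a change that by construction moves genes from one direction to the other. By cold in wild-type mice 1057 genes were higher and 4144 lower, between the genotypes at 8°C 535 were higher and 480 lower in *Jmjd1a* HY/HY mice, and at 30°C 20 were higher and 22 lower. The difference of the cold responses was positive for 43 genes and negative for 186, and 18 genes fell by cold in *Jmjd1a* HY/HY mice. The camera adjusted p of the protein-coding genes of mitochondrial DNA between the genotypes at 8°C became 0.00709 [0.00602 to 0.44]. Of the fission and fusion genes, 0 differed between the genotypes at 8°C, also when adjusted over the list alone (0), with 2 at an unadjusted p under 0.05, and 3 rose by cold in wild-type mice, by either adjustment. The log2 fold change by cold in wild-type mice reversed for *Fis1* (−0.33) and *Oma1* (−0.071), and that between the genotypes at 8°C for *Fis1* (0.057).

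With DESeq2, 406 genes were higher in *Jmjd1a* HY/HY mice at 8°C. The difference of the cold responses was positive for 95 and negative for 714 genes. By cold in *Jmjd1a* HY/HY mice 216 genes rose and 94 fell, and at 30°C 357 were higher and 312 lower in *Jmjd1a* HY/HY mice. Of the fission and fusion genes 2 differed between the genotypes at 8°C.

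Without a filter on low counts, 101 genes rose and 49 fell by cold in *Jmjd1a* HY/HY mice, and 284 were higher and 283 lower in *Jmjd1a* HY/HY mice at 30°C. Of the fission and fusion genes 0 differed at 8°C, with 3 at an unadjusted p under 0.05. By cold in wild-type mice *Fis1* reversed (−0.0028), as it did with at least 10 counts in every library (−0.00039). When only the libraries of the comparison were in the model, 634 genes were higher in *Jmjd1a* HY/HY mice at 8°C and 2 fission and fusion genes differed, while 0 rose and 0 fell by cold in *Jmjd1a* HY/HY mice and 0 were higher and 0 lower in *Jmjd1a* HY/HY mice at 30°C. At an unadjusted p under 0.05 this model gave 448 and 437 genes by cold in *Jmjd1a* HY/HY mice and 655 and 543 at 30°C.

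Limits on p and fold change act on the counts by construction. At an unadjusted p under 0.05, 1901 genes were lower by cold in wild-type mice, 795 were higher and 1272 lower in *Jmjd1a* HY/HY mice at 8°C, and the difference of the cold responses was positive for 891 and negative for 1590 genes. By cold in *Jmjd1a* HY/HY mice 534 rose and 529 fell, and at 30°C 777 were higher and 818 lower. With fold limits of 2 and 0.5, 1073 genes were higher and 531 lower by cold in wild-type mice, 127 higher and 398 lower in *Jmjd1a* HY/HY mice at 8°C, 6 lower by cold in *Jmjd1a* HY/HY mice and 52 higher in *Jmjd1a* HY/HY mice at 30°C, and the overlap was 323. With no fold limit 1799 genes were lower by cold in wild-type mice. With 1 p per gene over the 4 groups, 455 genes were higher and 1156 lower in *Jmjd1a* HY/HY mice at 8°C, 515 rose and 442 fell by cold in *Jmjd1a* HY/HY mice, and 587 were higher and 621 lower at 30°C.

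The labels give the groups the same replicate numbers. Over 18 pairs of libraries with the same number the residuals had a mean correlation of 0.10, with a range from −0.069 to 0.35 and 11 of them over 0.1, and over 36 other pairs one of −0.052. The libraries were therefore treated as sharing only a number, and a weak common component of those with the same number is not excluded. With the replicate number as a block, 397 genes were higher in *Jmjd1a* HY/HY mice at 8°C and 57 had a positive difference of the cold responses. With this block 128 genes rose and 32 fell by cold in *Jmjd1a* HY/HY mice, 215 were higher and 304 lower in *Jmjd1a* HY/HY mice at 30°C, 3 fission and fusion genes differed between the genotypes at 8°C, and the camera adjusted p of the cytosolic ribosomal proteins for the difference of the cold responses was 0.0562 [2.1e-05 to 0.728].

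With the mammary epithelium score as a covariate, 503 genes were higher in *Jmjd1a* HY/HY mice at 8°C, 109 had a positive difference of the cold responses, 380 rose and 150 fell by cold in *Jmjd1a* HY/HY mice, and 2 fission and fusion genes differed at 8°C. The camera adjusted p of the protein-coding genes of mitochondrial DNA became 0.0117 between the genotypes at 8°C and 0.129 [3.6e-04 to 0.24] for the difference of the cold responses, where the cytosolic ribosomal proteins reversed (0.398). Between the genotypes at 30°C the lists of Fig. 4E (0.862 [2.1e-11 to 0.862]), OXPHOS subunits (0.748 [1.4e-11 to 0.782]), Fig. 4F (0.0147 [0.0141 to 0.866]), protein-coding genes of mitochondrial DNA (0.615 [0.0171 to 0.779]), Fig. 4G (0.862 [0.00234 to 0.866]) and mitochondrial ribosomal proteins (0.245 [5.0e-06 to 0.861]) reversed. Of the marker lists, those of mammary epithelium (0.517 [4.8e-04 to 0.851]) by cold in wild-type mice, and of skeletal muscle (0.459 [5.1e-07 to 0.607]), mammary epithelium (0.459 [2.8e-06 to 0.545]) and macrophages (0.0986 [1.1e-05 to 0.545]) for the difference of the cold responses, lost their call, and that of white adipocytes gained one (0.00128 [0.00128 to 0.986]). White adipocytes by cold in wild-type mice (0.566 [0.124 to 0.865]) and at 30°C (0.598 [5.4e-05 to 0.644]), mammary epithelium at 8°C (0.992 [0.498 to 0.998]), and erythrocytes by cold in *Jmjd1a* HY/HY mice (0.513 [0.189 to 0.979]) and at 30°C (0.114 [0.0606 to 0.707]) reversed. So did *Fis1* by cold in wild-type mice (log2 fold change −0.041) and *Kdm3a* between the genotypes at 30°C (0.13). With the counts of both strands, *mt-Nd3* between the genotypes at 8°C (0.29) and in the difference of the cold responses (0.35) and *Cox5a* by cold in *Jmjd1a* HY/HY mice (−0.23) reversed.

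The calls on lists depended on how the correlation between genes was treated. With fry the adjusted p was 0.161 [1.8e-05 to 0.564] for the cytosolic ribosomal proteins and 0.405 [5.6e-04 to 0.881] for white adipocyte markers between the genotypes at 8°C, and 0.346 for mammary epithelium markers by cold in wild-type mice. For the difference of the cold responses it was 0.105 [1.9e-07 to 0.211] for the Fig. 4F genes, 0.125 for the protein-coding genes of mitochondrial DNA, 0.558 for the cytosolic ribosomal proteins, and 0.452 for each of the muscle, mammary epithelium and macrophage markers. With an estimated correlation it was, by cold in wild-type mice, 0.188 [4.4e-09 to 0.188] for the Fig. 4F genes, 0.248 [2.1e-04 to 0.248] for both the protein-coding genes of mitochondrial DNA and the cytosolic ribosomal proteins, 0.0503 [1.4e-42 to 0.0503] for mitochondrial ribosomal proteins and 0.851 for mammary epithelium markers. At 8°C it was 0.209 [1.1e-07 to 0.209] for the Fig. 4F genes, 0.0735 [7.8e-34 to 0.0735] for mitochondrial and 0.564 for cytosolic ribosomal proteins, 0.295 [3.4e-12 to 0.295] for macrophage and 0.881 for white adipocyte markers. For the difference of the cold responses it was 0.211 for the Fig. 4F genes, 0.24 for the protein-coding genes of mitochondrial DNA, 0.0514 [6.4e-04 to 0.0514] for the Fig. 4H genes, 0.074 [2.0e-37 to 0.074] for mitochondrial and 0.728 for cytosolic ribosomal proteins, and 0.545 for each of the 3 marker lists called there. With the 500 most variable genes, the first and second principal components held 41.0% and 22.0% of the variance.

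Across the 12 fits that each left out 1 library, the number of genes lower by cold in wild-type mice went from 523 without replicate 3 of wild-type mice at 8°C to 1531 without replicate 3 of wild-type mice at 30°C. Between the genotypes at 8°C the number of higher genes went from 43 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C to 408 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, and that of lower genes from 301 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C to 832 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. The overlap went from 277 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C to 652 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. Positive differences of the cold responses went from 2 without replicate 2 of wild-type mice at 8°C to 60 without replicate 3 of wild-type mice at 30°C, and negative ones from 64 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C to 606 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C. Genes that rose by cold in *Jmjd1a* HY/HY mice went from 7 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C to 461 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, and genes that fell from 0 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C to 203 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, where the 0 stands against 507 at an unadjusted p under 0.05. At 30°C genes higher in *Jmjd1a* HY/HY mice went from 5 without replicate 1 of wild-type mice at 30°C to 271 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C, and lower genes from 15 without replicate 2 of wild-type mice at 8°C to 92 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C. Fission and fusion genes that differed at 8°C went from 0 without replicate 2 of wild-type mice at 8°C to 2 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C, and adjusted over the list alone from 0 without replicate 3 of wild-type mice at 8°C to 3 without replicate 3 of wild-type mice at 30°C, with 2 or 3 at an unadjusted p under 0.05 in each of these fits. Those that rose by cold in wild-type mice went from 3 without replicate 2 of wild-type mice at 8°C to 6 without replicate 3 of wild-type mice at 30°C. Genes of Table S1 that passed both tests went from 100 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C to 193 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C.

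In the same fits, the camera adjusted p of the protein-coding genes of mitochondrial DNA went from 0.00602 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.109 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C between the genotypes at 8°C, from 4.6e-04 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C to 0.0979 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C for the difference of the cold responses, from 3.5e-04 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.977 without replicate 2 of *Jmjd1a* HY/HY mice at 30°C by cold in *Jmjd1a* HY/HY mice and from 0.0171 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C to 0.476 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C between the genotypes at 30°C. That of the cytosolic ribosomal proteins for the difference of the cold responses went from 2.1e-05 without replicate 2 of *Jmjd1a* HY/HY mice at 30°C to 0.626 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C. At 30°C that of Fig. 4F went from 0.0141 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.856 without replicate 2 of wild-type mice at 30°C, that of Fig. 4H from 0.566 without replicate 2 of *Jmjd1a* HY/HY mice at 30°C to 0.983 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C, and that of mitochondrial ribosomal proteins from 5.0e-06 without replicate 3 of wild-type mice at 30°C to 0.861 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C.

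For the marker lists, the camera adjusted p by cold in wild-type mice went from 8.3e-05 without replicate 1 of wild-type mice at 30°C to 0.562 without replicate 2 of wild-type mice at 30°C for skeletal muscle and from 4.8e-04 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.175 without replicate 2 of wild-type mice at 30°C for mammary epithelium, and ranged from 0.176 to 0.968 for lymph node. Between the genotypes at 8°C it ranged from 0.456 to 0.998 for lymph node and from 0.498 to 0.998 for mammary epithelium, and went from 5.6e-04 without replicate 2 of *Jmjd1a* HY/HY mice at 8°C to 0.0634 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C for white adipocytes. For the difference of the cold responses it went from 5.1e-07 without replicate 1 of wild-type mice at 30°C to 0.607 without replicate 2 of wild-type mice at 30°C for skeletal muscle, from 0.0248 without replicate 3 of wild-type mice at 30°C to 0.987 without replicate 1 of wild-type mice at 30°C for lymph node, from 1.1e-05 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C to 0.0739 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C for macrophages, from 0.023 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.986 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C for white adipocytes and from 0.0279 without replicate 2 of *Jmjd1a* HY/HY mice at 30°C to 0.413 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C for erythrocytes. By cold in *Jmjd1a* HY/HY mice it went from 0.0102 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.967 without replicate 2 of wild-type mice at 30°C for mammary epithelium and from 1.5e-05 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C to 0.987 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C for macrophages, and ranged from 0.189 to 0.967 for erythrocytes. At 30°C it went from 0.00288 without replicate 3 of wild-type mice at 30°C to 0.903 without replicate 3 of wild-type mice at 8°C for lymph node and ranged from 0.0606 to 0.707 for erythrocytes.

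Of the genes named, those whose log2 fold change changed sign when 1 library was left out were *Fis1* by cold in wild-type mice, from −0.085 without replicate 1 of wild-type mice at 30°C to 0.093 without replicate 3 of wild-type mice at 30°C, *Oma1* between the genotypes at 8°C, from −0.032 without replicate 2 of wild-type mice at 8°C to 0.11 without replicate 3 of wild-type mice at 8°C, *mt-Nd1* by cold in *Jmjd1a* HY/HY mice, from −0.035 without replicate 1 of *Jmjd1a* HY/HY mice at 30°C to 0.66 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, and *Kdm3a* between the genotypes at 30°C, from −0.25 without replicate 3 of wild-type mice at 30°C to 0.078 without replicate 2 of wild-type mice at 30°C. *mt-Nd3* went from −5.64 without replicate 2 of wild-type mice at 8°C to 0.42 without replicate 3 of wild-type mice at 8°C between the genotypes at 8°C and from −5.68 without replicate 2 of wild-type mice at 8°C to 0.37 without replicate 3 of wild-type mice at 8°C for the difference of the cold responses. Of 2725 values recomputed for 143 results on named genes and on lists by cold in *Jmjd1a* HY/HY mice or at 30°C, 2328 kept their direction and side of the limit, 295 lost a call, 55 gained one and 47 reversed. Leaving out 1 library accounted for 216 of the calls lost.

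With 3 mice per group, calls near the limit depend on single libraries. In the simulated counts the model recovered 54.0% of the genes with a changed difference of the cold responses against 71.5% of those changed by cold in wild-type mice, so genes without a call for that difference are not shown to respond alike.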

Differences from the paper's values

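Of 38 values of the paper that were set beside the values computed here, 5 differ by more than 1.5 times. The paper's number of genes lower in *Jmjd1a* HY/HY mice at 8°C is 1115, against 731 here. Its text gives fold limits only with Table S1, and those behind this number may differ from them. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with an unadjusted p (1272), with 1 p per gene over the 4 groups (1156), with only the libraries of the comparison (982), with DESeq2 (962), with no fold limit (901), with the replicate block (805) and without a filter (787). It also did without replicate 3 of wild-type mice at 30°C (765) and without replicate 1 (778), replicate 2 (751) or replicate 3 (832) of *Jmjd1a* HY/HY mice at 30°C. It did not with the genes of mitochondrial DNA left out of library sizes (724), with at least 10 counts in every library (622), with library totals alone (480) or with fold limits of 2 and 0.5 (398), nor when another library was left out (301 to 732). With the mammary epithelium score as a covariate, chosen after seeing the values, it was 917. The nearest was 1156, with 1 p per gene over the 4 groups.

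The other 4 are levels relative to wild-type mice at 30°C. For *mt-Tt* in wild-type mice at 8°C the paper's value is about 2.5 in Fig. S4E, read by eye, against 4.50. Library totals alone (3.60) and leaving out replicate 2 of wild-type mice at 30°C (3.72) brought it within 1.5 times, and the other alternatives set before the data were examined did not (4.13 to 5.04). For *mt-Nd3* in wild-type mice at 8°C it is about 2.0 in Fig. S4E, read by eye, against 49.0, with an SD of 82.9 that comes from replicate 3. None of the alternatives set before the data were examined closed the gap, and the value was 1.09 without replicate 3 of wild-type mice at 8°C and between 38.1 and 73.7 in the others. For *Drp1*, listed as *Dnm1l*, the paper's values are about 0.46 in wild-type mice and about 0.54 in *Jmjd1a* HY/HY mice at 8°C, in Fig. S4F and read by eye, against 1.38 and 1.21. None of the alternatives set before the data were examined closed this gap, where library totals alone gave 1.08 and 1.04. Of the further numbers, the paper's 1815 genes higher by cold stand against 1707, and its 857 genes in the overlap against 590. The overlap was 867 with 1 p per gene over the 4 groups and 875 with an unadjusted p.

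Some statements of the paper differ in kind or in part. It reports that the fission and fusion genes did not differ between the genotypes at 8°C, whereas *Mfn1* had a log2 fold change of −0.36 (adjusted p = 0.0262, between 0.0015 and 0.201 over the alternatives, the highest with library totals alone, where 0 of the 8 genes passed and 2 had an unadjusted p under 0.05). This list was counted on p alone. The fall of *Mfn1* did not reach the fold limit of 0.67, so by the rule used for the numbers of genes it was not called changed. The number of these 8 genes passing was also 0 when any library at 8°C except replicate 1 of wild-type mice was left out. The paper states a loss of induction for genes of mitochondrial DNA. The list of Fig. 4F was lower in *Jmjd1a* HY/HY mice at 8°C (camera adjusted p = 5.5e-05, and 1.1e-07 to 0.209 over the alternatives) and had a smaller cold response (camera adjusted p = 6.1e-05, and 1.9e-07 to 0.211), each with the highest value for an estimated correlation. Of its 21 genes 3 were called lower at 8°C, among them *mt-Rnr1* (adjusted p = 0.0054, and 1.5e-08 to 0.0399 over the alternatives). The list of the 13 protein-coding genes had a smaller cold response as well (camera adjusted p = 0.0081, and 3.6e-04 to 0.24), but 0 of these 13 differed between the genotypes at 8°C at an adjusted and 2 at an unadjusted p under 0.05. The main model pools the spread of all 4 groups, which was larger at 30°C (24.3% and 26.8%) than at 8°C (12.1% and 15.5%). With only the libraries of the comparison, 5 of the 13 had an adjusted and 8 an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 1 with DESeq2, without a filter, without replicate 1 or replicate 2 of wild-type mice at 8°C, without replicate 3 of *Jmjd1a* HY/HY mice at 30°C, and with the mammary epithelium score as a covariate, chosen after seeing the values. In the single libraries 7 of the 13 did not overlap at 8°C, *mt-Nd1*, *mt-Nd2*, *mt-Nd4*, *mt-Nd5*, *mt-Nd6*, *mt-Cytb* and *mt-Co1*, and lay lower in *Jmjd1a* HY/HY mice (6 with library totals alone, where *mt-Nd4* overlapped). It states a loss of induction also for thermogenesis genes. Of the 17 genes of Fig. 4G 12 were lower in *Jmjd1a* HY/HY mice at 8°C, but by cold in *Jmjd1a* HY/HY mice *Ucp1* rose by 8.87 on the log2 scale (adjusted p = 0.0042, and 1.6e-20 to 0.095 over the alternatives) and *Elovl3* by 5.29 (adjusted p = 0.0194, and 2.8e-05 to 0.202, with 0.0792 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C), the highest value of *Ucp1* and of *Elovl3* coming with only the libraries of the comparison. It describes the induction of *Pgc1b*, *Esrra* and *Gabpa* as abolished. At 8°C *Ppargc1b* was lower in *Jmjd1a* HY/HY mice (log2 fold change −1.76, adjusted p = 0.0033, and 4.0e-08 to 0.0242 over the alternatives), as were *Esrra* (−0.90, adjusted p = 0.0252, and 8.7e-04 to 0.105, the highest without replicate 1 of *Jmjd1a* HY/HY mice at 8°C) and *Gabpa* (−0.64, adjusted p = 0.0077, and 2.7e-05 to 0.0466). By cold in *Jmjd1a* HY/HY mice the log2 fold change was 0.41 for *Ppargc1b* (adjusted p = 0.515, and 0.353 to 0.839) and 0.31 for *Esrra* (adjusted p = 0.523, and 0.139 to 0.911). That of *Gabpa* was 0.40 (adjusted p = 0.165, and 0.0438 without replicate 3 of *Jmjd1a* HY/HY mice at 30°C to 0.392 without replicate 2 of *Jmjd1a* HY/HY mice at 8°C), with each library at 8°C above each one at 30°C. The difference of the cold responses was called for *Gabpa* (adjusted p = 0.0459, and 0.0033 with DESeq2 to 0.211 with library totals alone). It was not called for *Ppargc1b* (adjusted p = 0.172, unadjusted p = 0.0113, and from 0.0282 adjusted without replicate 3 of wild-type mice at 30°C to 0.333 without replicate 3 of wild-type mice at 8°C) or *Esrra* (adjusted p = 0.159, unadjusted p = 0.0096, and from 0.0064 adjusted without replicate 1 of *Jmjd1a* HY/HY mice at 30°C to 0.328 without replicate 1 of *Jmjd1a* HY/HY mice at 8°C).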

Other observations

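Of the tests of explanations in this part, that on sex was set before the result was seen, and all others were chosen as tests only after it was seen. The fits with a library left out were planned before the data were examined.

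All 12 libraries held *Xist*, with 4384 to 13472 counts. The genes of the Y chromosome *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* together had at most 3 counts in a library and at most 1 in a library of *Jmjd1a* HY/HY mice. The labels give females, and no library was at odds with that.

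Of the 15 genes of mitochondrial DNA over 200 bases, 6 had few counts: *mt-Atp6*, *mt-Atp8*, *mt-Co2*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*, with median levels of at most 15.7 CPM, while the 7 genes with few nuclear copies had medians of at least 398 CPM. Of the windows of 50 bases in these 6 genes, at least 99.0% are also found on nuclear chromosomes. Over all genes of mitochondrial DNA 5818 of 16250 windows are, 4510 of them on chromosome 1. For the 7 abundant genes the share was under 20%, but *mt-Co1* (51.1%) and *mt-Nd4* (62.2%) were abundant as well. Pairs that align to several places were not counted, so reads shared with nuclear copies are a candidate explanation for the low counts. The highest level in a library was 6.84 to 689 times the lowest for these 6 genes, against 2.21 to 18.5 times for the 7. *mt-Co2* was over 100 CPM in 4 libraries, among them 1722 CPM in replicate 2 of *Jmjd1a* HY/HY mice at 8°C and 1065 CPM in replicate 2 of wild-type mice at 30°C. A variant carried by all the mice would act alike in all libraries, which the 4 argue against. Variants in single mice that set their reads apart from the nuclear copies stay open and were not tested. *mt-Nd3* was at 89.7 CPM in replicate 3 of wild-type mice at 8°C and at most 1.13 CPM in each other library.

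The muscle markers, 11 tested genes, had a median of −5.78 by cold in wild-type mice, with 9 called lower (camera adjusted p = 0.0657). Without replicate 2 of wild-type mice at 30°C it was −0.37, with 0 of 10 genes called lower and 4 at an unadjusted p under 0.05. In that library these markers summed to 1939 CPM, against at most 95.2 CPM in any other, and 1 of the 11 reached 1 CPM in all 12 libraries. A piece of muscle in that sample is a candidate explanation. Between the genotypes the muscle markers had a median of −6.26 at 30°C, which was −0.68 without the same library, and of −0.77 at 8°C, which was −0.48 without replicate 3 of wild-type mice at 8°C.

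The macrophage markers, all 15 of which the tissue expressed at 1 CPM or more in every library, were higher in *Jmjd1a* HY/HY mice at 8°C by a median of 0.75, each of the 15 with a positive log2 fold change and 4 called (camera adjusted p = 2.6e-09, fry 0.0388, estimated correlation 0.295, and 3.4e-12 to 0.295 over the alternatives). Their mean log2 level was 3.72 to 3.79 in the libraries of wild-type mice at 8°C and 4.35 to 4.82 in those of *Jmjd1a* HY/HY mice, and at 30°C 4.00 to 4.03 and 4.11 to 4.86. With single libraries left out the median stayed between 0.61 and 0.82. Lymph node in these samples would raise the B and T cell markers, whose median was −0.27 over 12 genes, 1 of which reached 1 CPM in every library. It went from −0.51 without replicate 3 to 0.058 without replicate 1 of wild-type mice at 8°C, so lymph node is argued against by a list whose direction rests on 1 library. A lower share of adipocytes is argued against by the white adipocyte markers, with a median of 0.35 (13 of 15 positive, camera adjusted p = 0.00446, fry 0.405, 5.6e-04 to 0.881 over the alternatives), which was 0.18 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C. More macrophages, or a higher level of these genes per cell, may underlie the difference in *Jmjd1a* HY/HY mice, and the call did not hold with an estimated correlation. None of the 6 marker lists shares a gene with another.

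Of the other lists, the mitochondrial ribosomal proteins had a median of 0.75 by cold in wild-type mice and of −0.49 between the genotypes at 8°C, and the cytosolic ones −0.53 and −0.17, the latter −0.11 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C. The mammary epithelium markers, 13 of 15 at 1 CPM or more in every library, had a median of −1.01 by cold in wild-type mice and of −0.12 between the genotypes at 8°C, the latter −0.012 without replicate 3 of *Jmjd1a* HY/HY mice at 8°C. The 3 erythrocyte markers had 0.78 and −0.51, which went from 0.50 without replicate 2 to 1.24 without replicate 3 of wild-type mice at 30°C, and from −0.72 without replicate 1 to −0.22 without replicate 2 of *Jmjd1a* HY/HY mice at 8°C. No explanation was tested for these medians.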
